# Pervasive tissue-, genetic background-, and allele-specific gene expression effects in *Drosophila melanogaster*

**DOI:** 10.1371/journal.pgen.1011257

**Published:** 2024-08-23

**Authors:** Amanda Glaser-Schmitt, Marion Lemoine, Martin Kaltenpoth, John Parsch

## Abstract

The pervasiveness of gene expression variation and its contribution to phenotypic variation and evolution is well known. This gene expression variation is context dependent, with differences in regulatory architecture often associated with intrinsic and environmental factors, and is modulated by regulatory elements that can act in *cis* (linked) or in *trans* (unlinked) relative to the genes they affect. So far, little is known about how this genetic variation affects the evolution of regulatory architecture among closely related tissues during population divergence. To address this question, we analyzed gene expression in the midgut, hindgut, and Malpighian tubule as well as microbiome composition in the two gut tissues in four *Drosophila melanogaster* strains and their F1 hybrids from two divergent populations: one from the derived, European range and one from the ancestral, African range. In both the transcriptome and microbiome data, we detected extensive tissue- and genetic background-specific effects, including effects of genetic background on overall tissue specificity. Tissue-specific effects were typically stronger than genetic background-specific effects, although the two gut tissues were not more similar to each other than to the Malpighian tubules. An examination of allele specific expression revealed that, while both *cis* and *trans* effects were more tissue-specific in genes expressed differentially between populations than genes with conserved expression, *trans* effects were more tissue-specific than *cis* effects. Despite there being highly variable regulatory architecture, this observation was robust across tissues and genetic backgrounds, suggesting that the expression of *trans* variation can be spatially fine-tuned as well as or better than *cis* variation during population divergence and yielding new insights into *cis* and *trans* regulatory evolution.

## Author summary

Genetic variants regulating gene expression can act in *cis* (linked) or in *trans* (unlinked) relative to the genes they affect and are thought to be important during adaptation because they can spatially and temporally fine-tune gene expression. In this study, we used the fruit fly *Drosophila melanogaster* to compare gene expression between inbred parental strains and their offspring in order to characterize the basis of gene expression regulation and inheritance. We examined gene expression in three tissues (midgut, hindgut, and Malpighian tubule) and four genetic backgrounds stemming from Europe and the ancestral range in Africa. Additionally, we characterized the bacterial community composition in the two gut tissues. We detected extensive tissue- and genetic background-specific effects on gene expression and bacterial community composition, although tissue-specific effects were typically stronger than genetic background effects. Genes with *cis* and *trans* regulatory effects were more tissue-specific than genes with conserved expression, while those with *trans* effects were more tissue-specific than those with *cis* effects. These results suggest that the expression of *trans* variation can be spatially fine-tuned as well as (or better than) *cis* variation as populations diverge from one another. Our study yields novel insight into the genetic basis of gene regulatory evolution.

## Introduction

Gene expression variation is extensive at all organismal levels, including among tissues [1–2], cells [3–4], or alleles [5–6] of the same individual, and underlies much of the phenotypic variation that we see among individuals, populations, and species [7–9]. A long-standing challenge in evolutionary genetics has been to identify and characterize this variation. Indeed, elucidating the scope and architecture of gene expression variation as well as the mechanisms that shape it is an integral part of better understanding complex phenotypic traits [10–12], such as body size or disease susceptibility, and their evolution.

At the DNA sequence level, genetically heritable variants can modulate expression in two general ways: *cis*-regulatory variants, such as those within enhancers or promoters, affect the expression of linked, nearby genes, while *trans*-regulatory variants, such as those affecting transcription factors or regulatory RNAs, affect the expression of unlinked genes that can be located anywhere in the genome (reviewed in [13–14]). One way to interrogate the relative contribution of these types of regulatory variants to gene expression variation in species such as *Drosophila*, where inbred, relatively isogenic strains are available, is to compare gene expression of two parental strains or species as well as expression of their alleles in F1 hybrids [15]. Due to linkage with the allele they regulate, *cis*-regulatory variants affect only one of the two F1 hybrid alleles, leading to allele-specific expression (ASE), while *trans*-regulatory variants equally affect both alleles in the hybrid and do not lead to ASE. While *cis*-regulatory variation is thought to accumulate and become more predominant over larger evolutionary distances, i.e. between species [16–18], *trans*-regulatory variation tends to be more common among individuals within a species [5–6,19]. However, deviations from this pattern of regulatory variation have been documented in *Drosophila* [20–23] as well as other species [24–25], which underscores that there remains much to learn about the evolution of gene expression regulation, especially over short evolutionary distances.

An advantage of utilizing ASE to investigate the regulation of gene expression is that both the genetic basis of expression variation (e.g. *cis* versus *trans*) and the mode of expression inheritance (e.g., dominance versus additivity) can be assessed. Indeed, previous studies of ASE in *Drosophila* utilizing expression in F1 hybrids have found that environment [6,26], sex [27–28], genetic background [19,21,28], and body part or tissue [21–22,28] can affect regulatory architecture. However, previous studies have largely focused on single populations, long term lab strains, or comparatively closely related populations [5–6,20–22,26–28] (for an exception see [19]). Moreover, previous studies measured expression in whole animals, body parts (e.g. heads), single tissues, and/or highly functionally diverged tissues (i.e. testes versus ovaries or heads); thus, little is known about how regulatory architecture and inheritance vary among individual tissues that are spatially and/or functionally proximate. To investigate the effect of natural genetic variation from divergent populations on regulatory architecture in multiple functionally related, interconnected tissues, we analyzed messenger RNA-sequencing (mRNA-seq) data of midgut, hindgut, and Malpighian tubule tissues in four *D*. *melanogaster* strains and their F1 hybrids. Two of the strains were from a population in Umeå, Sweden [29], representing the northern edge of the species’ derived distribution, while the other two strains were from a population in Siavonga, Zambia, representing the species’ inferred ancestral range [30]. Since their divergence from ancestral populations ~12,000 years ago [31], derived *D*. *melanogaster* populations have had to adapt to new habitats, and previous studies have found evidence that at least some of the expression divergence detected between derived and ancestral African populations is adaptive [32–36].

The midgut, hindgut, and Malpighian tubules, which are analogous to the mammalian small and large intestines and kidneys, respectively, physically connect to and interact with one another at the midgut-hindgut junction and are part of the *D*. *melanogaster* digestive tract (midgut and hindgut, together with the foregut) and excretory system (hindgut and Malpighian tubules). Both systems play important roles in the regulation of homeostasis as well as the immune response [37–38] and the investigated tissues are known to engage in interorgan communication with each other, as well as with other tissues [37–39]. The excretory system is involved in waste excretion as well as ionic- and osmoregulation [38], while the digestive tract is an important modulator of food intake, nutrient absorption, energy homeostasis, and insulin secretion that can shape physiology and behavior through its interaction with the microbiome [37,40]. To investigate the effect of natural genetic variation from divergent populations on digestive tract microbiome composition, we further performed microbiome sequencing on the same gut samples for which we performed mRNA-seq. In both the mRNA-seq and microbiome data, we found extensive tissue- and genetic background-specific effects. From the ASE data, we found that genes with both *cis* and *trans* effects were more tissue-specific than genes with no differential expression regulation, although *trans* effects were more tissue-specific than *cis* effects. Despite the context specificity that we detected for regulatory architecture across tissues and genetic backgrounds, the increased specificity of *trans* effects was consistent, suggesting that *trans-*regulatory variation can be spatially fine-tuned as well as or, potentially, better than *cis-*regulatory variation.

## Results

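RNA from the midgut and hindgut of 4 parental strains of *D. melanogaster*, the Swedish strains SU26 and SU58 and the Zambian strains ZI418 and ZI197, and of their 4 F1 hybrids was sequenced with 3 biological replicates per genotype and tissue. Counts of these 48 libraries, 24 from each tissue, were analysed here. The authors mapped the read pairs to strain-specific reference transcriptomes, mapped those of F1 hybrids to both parental references together, and deposited the number of read pairs counted on each gene, without normalization or subsampling. Midgut libraries held between 34009757 and 51710333 counts, with a median of 40675200. Hindgut libraries held between 31611417 and 45855740 counts, with a median of 36844500. Counts were normalized by the TMM method of edgeR, and genes with 15 or more counts in every one of the 48 libraries were kept. These genes took up between 69.9% and 77.5% of the counts of a midgut library and between 91.4% and 92.7% of those of a hindgut library. Differences between genotypes were tested with the edgeR quasi-likelihood test in one fit of the 24 libraries of a tissue, and differences between tissues in one fit of all 48 libraries, each at a false discovery rate (FDR) of 5% by the Benjamini-Hochberg method. The biological coefficient of variation between replicates, from one dispersion common to all genes, was 14.6% in the midgut and 14.3% in the hindgut. These values do not compare the spread of single genes. Libraries simulated from that spread without genotype differences gave more false fold-change calls of inheritance in the midgut (17.2%) than in the hindgut (9.59%). Expression of single genes is given as CPM of the counts on the genes kept.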

We performed mRNA-seq in the midgut and hindgut of two isofemale *D*. *melanogaster* strains from the northern limit of the derived species range in Sweden (SU26 and SU58) and two strains from the ancestral species range in Zambia (ZI418 and ZI197) as well as F1 hybrids between the Swedish and Zambian strains (SU26xZI418, SU26xZI197, SU58xZI418, and SU58xZI197). We additionally reanalyzed previously published mRNA-seq data from the Malpighian tubule [19] in a subset of these genotypes (SU26, SU58, ZI418, SU26xZI418, and SU58xZI418). 

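At a minimum of 15 counts in every library, 7819 genes were expressed in the midgut, 8300 in the hindgut and 7277 in both tissues. Of the genes expressed in one tissue, 542 passed the minimum in the midgut alone and 1023 in the hindgut alone. Of the other filters tried, edgeR's filterByExpr, which does not ask for counts in every library, moved these numbers most, to 9478 genes in the midgut, 10322 in the hindgut and 10697 over both tissues. A minimum of 10 counts left 7525 genes in both tissues, and a minimum of 20 counts left 7092.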

We detected 7,675–8,209 genes as expressed in the individual tissues, with 6,894 genes that could be analyzed in all genotypes in all tissues. We focus on the genes that could be analyzed in all examined genotypes and tissues unless otherwise indicated. When considering gene expression variation across all samples, biological replicates clustered strongly by tissue type (Fig 1A). 

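In a principal component analysis of the 7277 genes expressed in both tissues, the first component took up 88.1% of the variance. Midgut libraries lay between -84.6 and -69.2 on it and hindgut libraries between 51.2 and 90.1. The distance between libraries, as 1 minus Spearman's rho over these genes, was 0.229 to 0.381 between a midgut and a hindgut library and at most 0.0607 between libraries of the same tissue. For 48 of the 48 libraries, the nearest library was of the same tissue.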

Within tissues, replicates mostly clustered by genotype, although in the hindgut there was some overlap between SU58, ZI418 and their F1 hybrid, as well as SU26 and one of its F1 hybrids (Fig 1).

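Within the midgut, 23 of the 24 libraries had a library of their own genotype as the nearest, and the same number did so within the hindgut. Over 100000 permutations of the genotype labels, the largest number was 13 in the midgut and 12 in the hindgut (one-sided permutation test, p = 1e-05 in each tissue, the smallest they can give). The exceptions were replicate 1 of midgut SU58xZI197, which was nearest to a SU26xZI197 library, and replicate 1 of hindgut SU58xZI418, which was nearest to a SU26xZI418 library. The median distance between libraries of one genotype was 0.00694 in the midgut and 0.00679 in the hindgut, and that between libraries of different genotypes was 0.0220 and 0.0219. Hindgut SU26 was the genotype with the most distant replicates: its replicate 2 lay 0.0272 on average from the other hindgut SU26 libraries. With variance-stabilized counts of the most variable genes, the alternative that moved the hindgut most, 21 hindgut libraries were nearest to their own genotype.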

**Fig 1:**
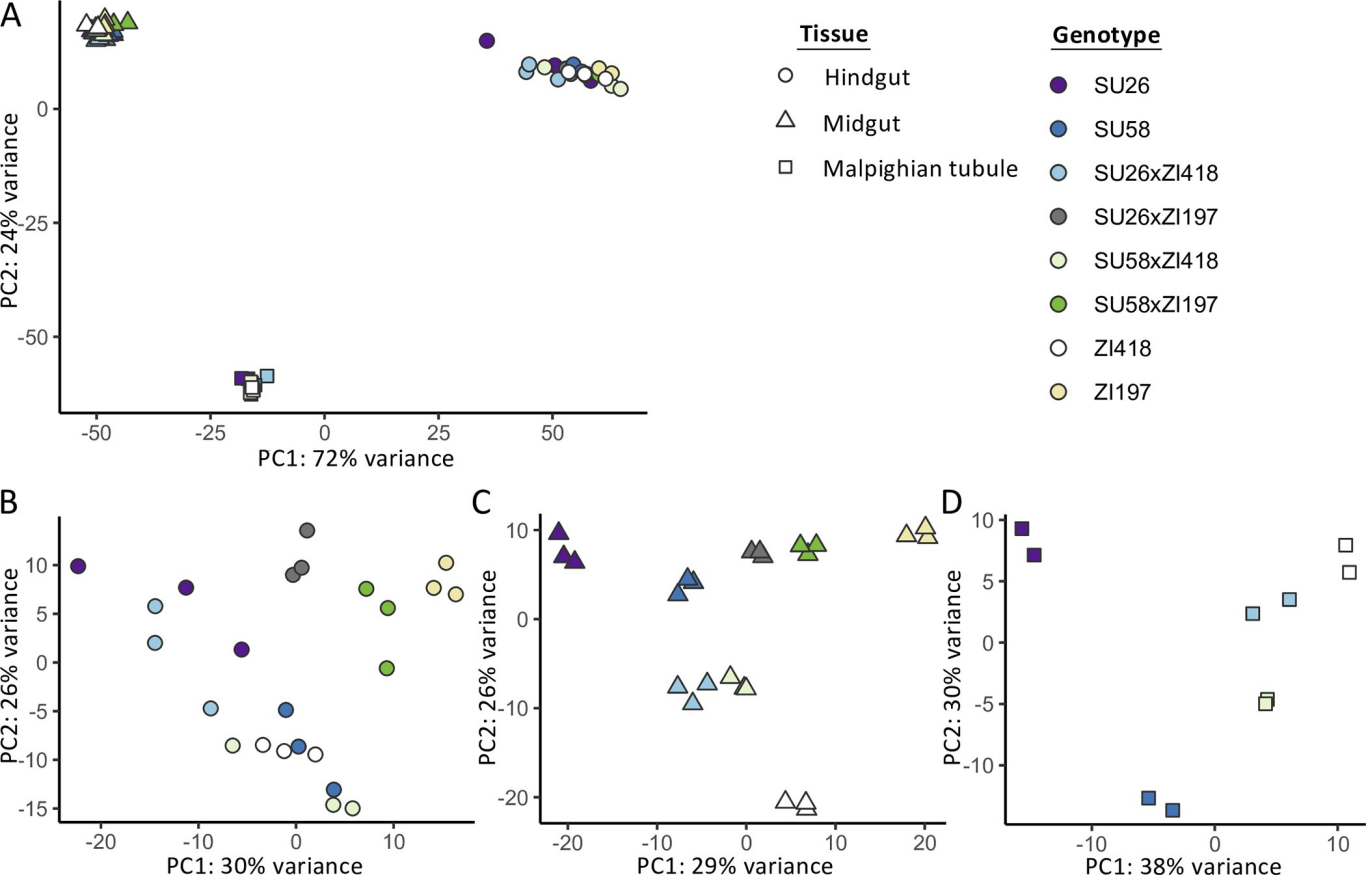
Principal component analysis of gene expression profiles in A) all examined tissues and the B) hindgut, C) midgut, and D) Malpighian tubule using all genes that could be analyzed in all or each tissue(s). The legend on the right indicates that replicates of each genotype share the same color, while shape indicates tissue.

### Differential expression among tissues and genotypes

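Each of the 28 pairs of the 8 genotypes was tested within each tissue over the 7277 genes. In the midgut, a pair had between 159 and 2262 differentially expressed genes, with a mean of 1021.2. In the hindgut, the range was 227 to 2595 and the mean 1455.1. The hindgut had more differentially expressed genes than the midgut in 26 of the 28 pairs, by 433.9 genes on average (two-sided sign-flip permutation test over pairs, p = 1e-05, the smallest it can give). These pairs share genotypes and are not independent. Parental strains from different populations differed in 1810.2 genes on average in the midgut and 2342.8 in the hindgut, parental strains from one population in 1644.5 and 1990.0, and F1 hybrids among themselves in 408.3 and 815.3. Of the alternatives that kept all libraries, filterByExpr moved the mean of the hindgut most, to 2137.5. The order of the tissues was reversed in one fit of all 48 libraries, in which the means were 1462.5 in the midgut and 970.5 in the hindgut. Leaving out replicate 2 of every genotype lowered the means of the fits of each tissue to 358.6 and 639.9. Leaving out replicate 1 gave 935.8 in the hindgut and a difference of 170.8 genes, leaving out replicate 2 a difference of 281.2, and leaving out replicate 3 gave 656.0 in the midgut.

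**Figure D1:**
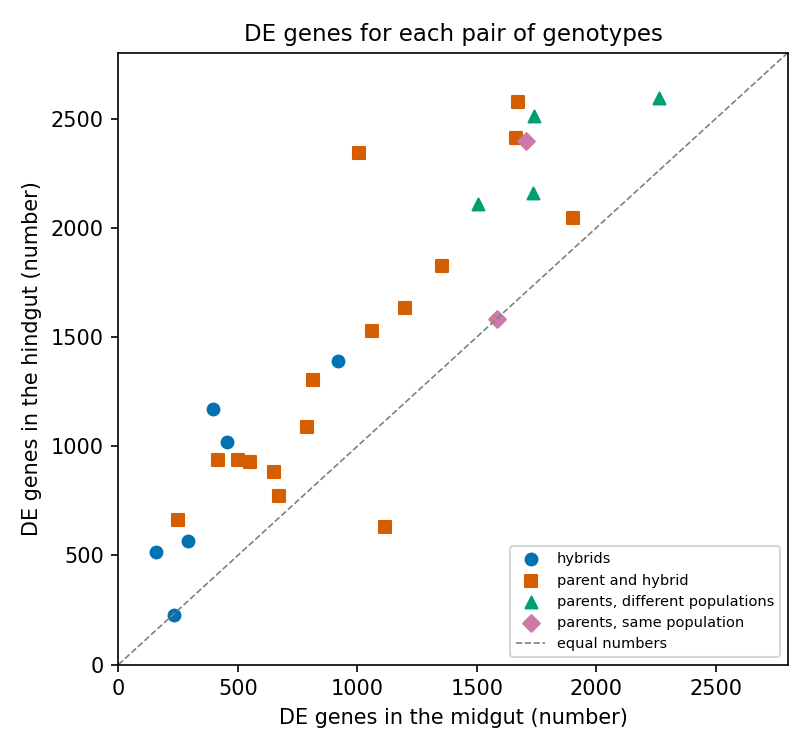
Number of differentially expressed genes (5% FDR) of each of the 28 pairs of genotypes in the midgut (horizontal axis) and in the hindgut (vertical axis), with the kind of pair shown by the symbol. Of the 28 points, 26 lie above the line of equal numbers.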

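For genes that differed between the Swedish and the Zambian strains, the rule was 5% FDR in all 4 contrasts of a Swedish with a Zambian parental strain, in one direction, with no overlap between Swedish and Zambian libraries. In the midgut, 270 genes were past the threshold in all 4 contrasts in one direction, and 240 of them had no overlap. In the hindgut, these numbers were 395 and 357. Of all 7277 genes tested, 419 in the midgut (5.76%) and 566 in the hindgut (7.78%) had no overlap, where 0.216% would by chance if the 12 libraries were independent. They come from 4 strains, and with the strains paired across the populations, chosen after seeing the data, 239 and 187 genes in the midgut and 297 and 319 in the hindgut had none, so these numbers do not separate populations from strains. Among the 240 genes that met the rule in the midgut, the largest mean change was in Lip3 (FBgn0023495, chromosome arm 3R, 13370240 to 13371904), at 7.33 ± 5.02 CPM in Swedish and 175 ± 65.6 CPM in Zambian libraries (SD, n = 6), a log2 fold change of -4.62 (standard error 0.31, adjusted p = 2.44e-10 from edgeR). It was followed by CREG with a log2 fold change of -4.36, Cyp6g1 with 4.11, mwh with 3.91 and Karl with -3.17. Among the 357 genes that met it in the hindgut, the largest mean change was in nxf2 (FBgn0036640, 3L, 16576859 to 16580306), at 38.8 ± 29.5 CPM in Swedish and 2.57 ± 2.31 CPM in Zambian libraries (SD, n = 6), a log2 fold change of 3.69 (standard error 0.24, adjusted p = 3.84e-10 from edgeR). Next came clos with a log2 fold change of -3.69, DNaseII with 3.17, Cyp6a23 with 2.92 and Rbp with 2.86. The standard errors and p-values measure the spread between libraries of a strain, not that between the 2 strains of a population. Swedish hindgut libraries, for example, ranged from 8.77 to 70.1 CPM for nxf2.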

We detected 116–2,589 (mean 961–1,398) genes as differentially expressed between genotypes within each tissue (Fig 2A). However, gene expression divergence (i.e. the cumulative differences in expression across all analyzed genes, as measured by 1 –Spearman’s rho, ρ) between genotypes within each tissue was not significantly different among tissues (*t*-test; Bonferroni-corrected *P* > 0.8 for all; S1A Fig). 

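Expression divergence between genotypes averaged 0.0167 ± 0.00651 in the midgut and 0.0191 ± 0.00789 in the hindgut (SD, 28 pairs). It was higher in the hindgut in 19 of the 28 pairs, with a mean difference of 0.00237 (two-sided sign-flip permutation test over pairs, p = 0.00649), although pairs that share a genotype are not independent. An unpaired permutation test of the same values, chosen after seeing the data, gave p = 0.225. With libraries subsampled to one total, the difference was 0.00141 (sign-flip permutation test, p = 0.0816). It was also decided by 1 library: without replicate 2 of hindgut SU26 it was 0.000339 (sign-flip permutation test, p = 0.641), and without replicate 3 of hindgut SU26 0.00374. Without replicate 2 of every genotype it was 0.00102 (sign-flip permutation test, p = 0.189). Without the genes that were 10-fold or more higher in the midgut, an alternative chosen after seeing the data, the hindgut minus midgut difference was -0.00370.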

Expression divergence tended to be lower between strains derived from the same population (i.e. Swedish strains were more similar to each other than to the Zambian strains and vice versa), although in the hindgut and Malpighian tubule, SU58 was equally or more similar to one or both Zambian strains than to the SU26 strain (Fig 2A). This pattern was not evident in the Malpighian tubule when all genes that could be analyzed in this tissue were included in the analysis (S2 Fig). 

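Between the parental strains of one population, divergence averaged 0.0222 in the midgut and 0.0247 in the hindgut, and between strains of different populations it averaged 0.0272 and 0.0288, from 2 and 4 pairs in each tissue, too few for a test. In the midgut, SU58 diverged by 0.0215 from SU26, by 0.0253 from ZI197 and by 0.0269 from ZI418. In the hindgut, it diverged by 0.0259 from SU26, by 0.0225 from ZI197 and by 0.0204 from ZI418. With 1 library of each strain left out in turn, the hindgut divergence of SU58 from SU26 ranged from 0.0174 to 0.0341 and that from ZI418 from 0.0201 to 0.0227. Without replicate 2 of hindgut SU26, the divergence of SU58 from SU26 minus that from the nearer Zambian strain was -0.00328, the opposite of the order with all libraries. In the midgut, leaving out replicate 1 of every genotype placed SU58 nearer to a Zambian strain by 0.000327.

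**Figure D2:**
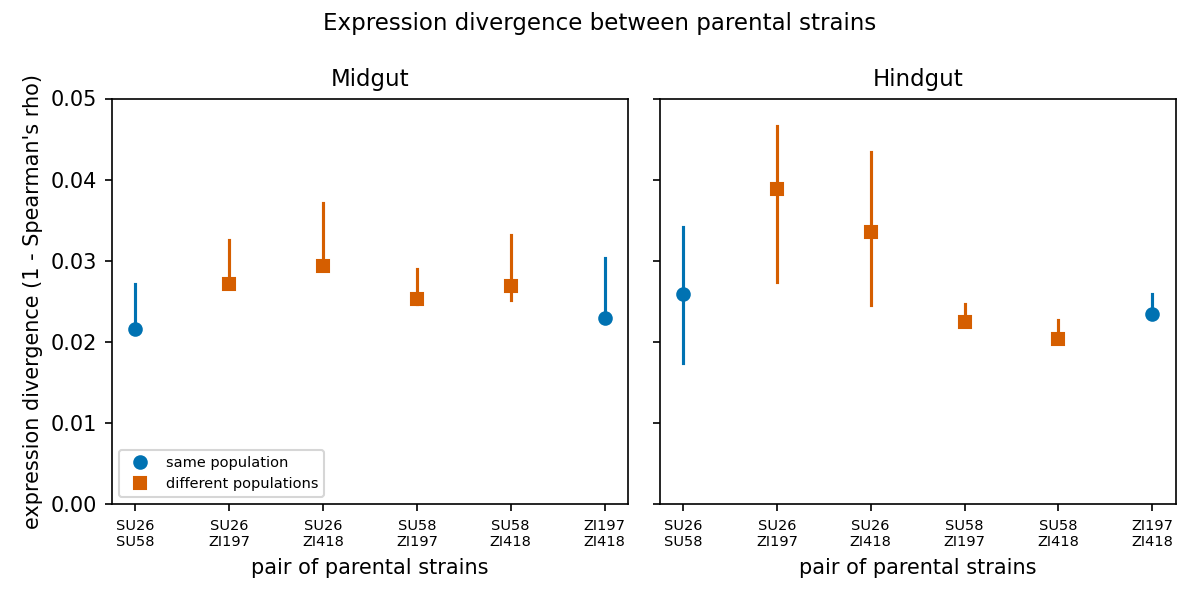
Expression divergence (1 minus Spearman's rho, vertical axis) of the 6 pairs of parental strains in the midgut and the hindgut. Points are divergences of replicate means and lines span the values with 1 library of each strain left out; the hindgut pairs with SU26 have the widest lines, such as 0.0174 to 0.0341 for SU26 and SU58.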

When we compared expression within the same genotype among tissues, we detected 4,524–5,139 (mean 4,844) genes as differentially expressed between any two tissues (Fig 2B), 50–58% of which were differentially expressed in all pairwise tissue comparisons within a genotype and 1,619–1,880 of which were shared among at least two genotypes, with 1,045 genes differentially expressed among all tissues within all genotypes (S1 Table). Of these shared differentially expressed genes, 1,243–1,594 were consistently upregulated in the same tissue within the same genotype, with 700–924 genes consistently upregulated in the same tissue in all genotypes (S1 Table). 

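Between the midgut and the hindgut of a genotype, 5189 to 5454 genes were differentially expressed, with a mean of 5326.6, which were 71.3% to 74.9% of the genes tested. A difference of 2-fold or more was found for 2390.4 of them on average. Differential expression was found in all 8 genotypes for 3681 genes, of which 1841 were higher in the midgut and 1821 higher in the hindgut in all 8. The filters moved the mean most, to 7727.4 genes with no count filter. Among genes past the threshold in all 8 genotypes, Jon65Aiv (FBgn0250815, 3L, 6039155 to 6040135) was the highest in the midgut, with a mean log2 fold change of 12.48 (standard error 0.52, adjusted p = 3.19e-23 from edgeR) and 53558 ± 18529 CPM over the midgut libraries (SD, n = 24). In the hindgut it ranged from 0.991 CPM to 248 CPM, so this change rests on hindgut libraries that differed in their level of midgut transcripts. It was followed by yip7 with 12.42, Jon99Ciii with 12.41, Amy-p with 12.29 and Jon65Aiii with 12.28. CG1143 (FBgn0035359, 3L, 2645368 to 2647192) was the highest in the hindgut, with a mean log2 fold change of -9.87 (standard error 0.16, adjusted p = 8.94e-37 from edgeR), at 1850 ± 266 CPM in the hindgut and 2.21 ± 1.48 CPM in the midgut (SD, n = 24). The next were CG7778 with -9.71, EbpIII with -9.23, IM33 with -8.98 and CG5065 with -8.76.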

Interestingly, overall gene expression divergence within the same genotype between the midgut and Malpighian tubule was significantly lower than gene expression divergence between either of these two tissues and the hindgut (*t*-test; Bonferroni-corrected *P* < 5 x 10^−5^ for both; S1C Fig), suggesting that among these three tissues, expression within the same genetic background is most similar between the Malpighian tubule and the midgut. When we compared gene expression divergence among genotypes within tissues to gene expression divergence within the same genotype among tissues, gene expression divergence was higher among than within tissues (Bonferroni-corrected *P* = 8.58 x 10^−15^; Figs 2C and S1A). Thus, expression diverges more within a genotype among tissues than among genotypes within a tissue, suggesting that tissue is more predictive of gene expression than genotype.

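Expression divergence between the midgut and the hindgut of a genotype averaged 0.305 ± 0.0181 (SD, 8 genotypes) and ranged from 0.276 to 0.332. Among genotypes within a tissue it averaged 0.0179 ± 0.00727 (SD, 56 pairs) and ranged from 0.0063 to 0.0388. The first mean was 17.1 times the second, and no value of one set lay within the other (two-sided permutation test, p = 1e-05, the smallest it can give). Of the alternatives, Pearson's r of log2 means moved the difference between the means most, from 0.287 to 0.310. From the higher divergence among tissues than among genotypes, the paper proposes that tissue predicts gene expression better than genotype does.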

**Fig 2:**
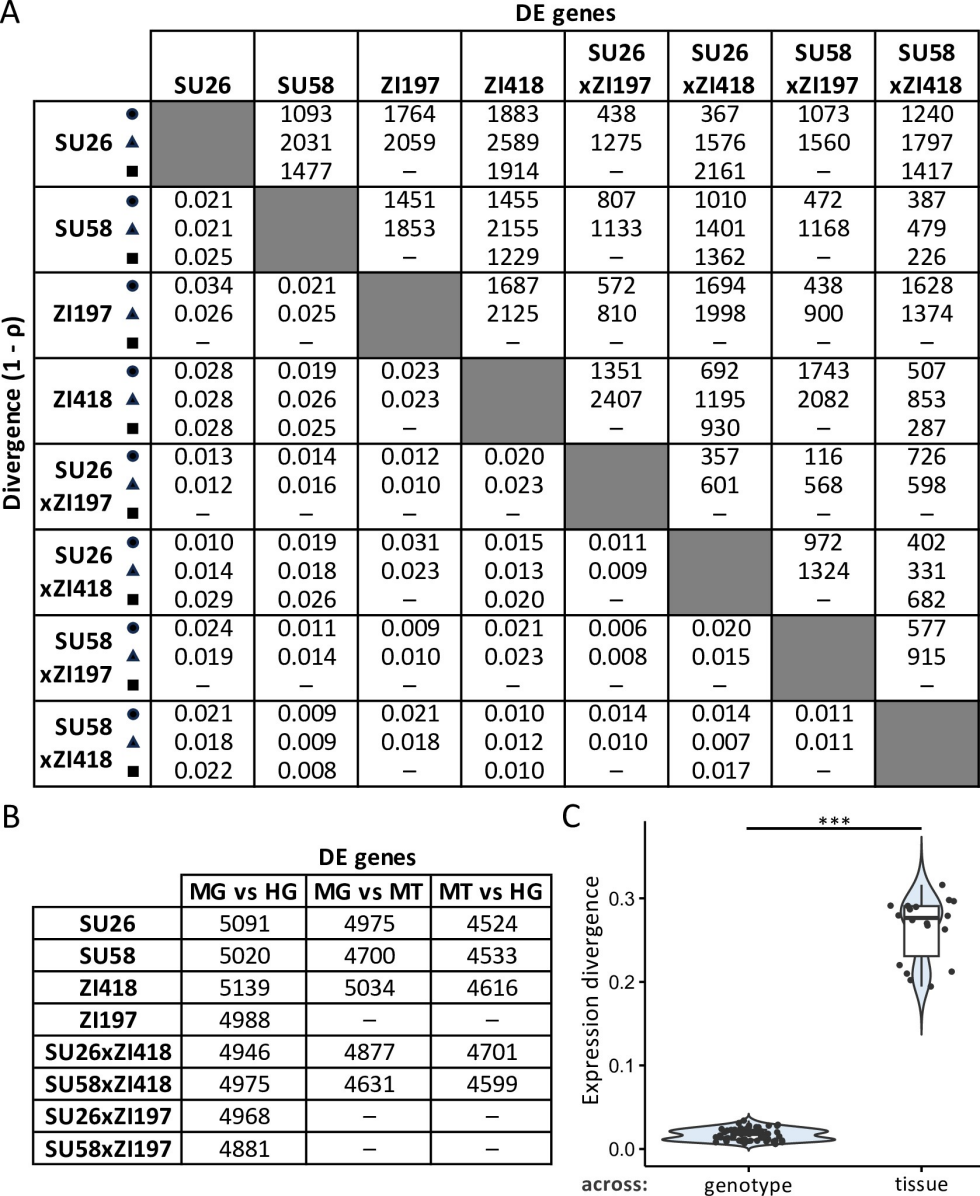
Gene expression divergence among genotypes and tissues. A) The numbers of differentially expressed (DE) genes between genotypes within the midgut (triangles), hindgut (circles), and Malpighian tubule (squares) are shown above the diagonal, while expression divergence (as measured by 1 –ρ) between genotypes is shown below the diagonal. B) The numbers of differentially expressed genes between the same genotype among midgut (MG), hindgut (HG), and Malpighian tubule (MT) tissues are shown. Dashes indicate missing data. C) Expression divergence among genotypes within the same tissue (across genotype) versus expression divergence between the same genotype among tissues (across tissue). Significance was assessed with a *t*-test. *** Bonferroni-corrected *P* < 10^−14^.

### Mode of expression inheritance is highly tissue- and genetic background-specific

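For the mode of inheritance, the 7277 genes were classified in each of 4 genetic backgrounds and 2 tissues from the fold changes among the Swedish parent, the Zambian parent and the F1 hybrid, at the cutoff of 1.25-fold that the paper uses. These calls carry no test. Calls from single libraries show their error: the call from 1 library of each genotype was the same as that from all 3 replicates for 58.2% of the genes called similar in the midgut and 76.2% in the hindgut, on average. For P1 dominant genes this was 48.1% in the midgut and 51.4% in the hindgut, for P2 dominant genes 49.0% and 52.9%, and for additive genes 37.6% and 43.9%. In libraries simulated without any difference between genotypes, 17.2% of the calls in the midgut and 9.59% of those in the hindgut were outside the similar category.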

In order to understand how the mode of expression inheritance varies among genotypes and tissues, we categorized genes according to their expression in the two parental strains and the respective F1 hybrid into the following categories (see Methods for more details): similar, P1 dominant, P2 dominant, additive, overdominant, and underdominant, with the Swedish strains being P1 and the Zambian strains P2 (Fig 3; S2 and S3 Tables). For all backgrounds and tissues, the similar category (i.e. genes with similar expression in parents and hybrids) was the largest (Fig 3A) and showed the greatest overlap among tissues (S3 and S4 Figs). 

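The similar category held 3382 to 4016 genes of a background in the midgut and 4792 to 4873 in the hindgut. At a cutoff of 2-fold, the alternative that moved these numbers most, the total of 4 backgrounds rose in the midgut from 15141 to 27225 and in the hindgut from 19325 to 27258. Between the tissues, 50.4% to 55.4% of the genes that were similar in either tissue were similar in both. This overlap was 1.17 to 1.23 times the overlap of independent tissues (Fisher's exact test, largest adjusted p of the 4 backgrounds = 2.99e-121).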

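In the midgut, 874 to 1162 genes of a background were P1 dominant, 724 to 1296 were P2 dominant and 928 to 1239 were additive. In the hindgut, 644 to 770 were P1 dominant, 445 to 634 were P2 dominant and 835 to 1164 were additive. Summed over the 4 backgrounds, the categories held 4007, 4338 and 4369 genes in the midgut and 2857, 2139 and 4057 in the hindgut. Without replicate 3 of every genotype, 6031 calls in the midgut were P1 dominant.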

The basic expression inheritance categories (those with genes showing additive or P1 or P2 dominant expression in hybrids in comparison to parents) were the next largest categories (Figs 3A, S3, and S4), and typically similar numbers of genes were classified into these categories. However, there were some exceptions depending on category, background, and tissue (Fig 3A). For example, 1.5-fold more genes were categorized as dominant in either Swedish strain in comparison to the ZI418 strain in the midgut in comparison to the other tissues, while 3.3–4.6-fold more genes were categorized as dominant in the ZI418 strain in comparison to the SU26 strain in the midgut and Malpighian tubule in comparison to the hindgut. Similarly, 1.8–2.5-fold more genes were categorized as dominant in the ZI197 strain in comparison to either Swedish strain in the midgut than in the hindgut. 

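In the midgut, 1038 genes were dominant for SU26 in SU26xZI418 and 713 in the hindgut, a ratio of 1.46. For SU58 in SU58xZI418 the ratio was 1.51. Dominance of ZI418 in SU26xZI418 was called for 1296 genes in the midgut and 445 in the hindgut, a ratio of 2.91. With classes called at 5% FDR in place of a fold cutoff, the first 2 ratios were reversed, to 0.652 and 0.482, and the third was 2.50.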

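Dominance of ZI197 was called in SU26xZI197 for 1250 genes in the midgut and 551 in the hindgut, a ratio of 2.27. In SU58xZI197, it was called for 1068 and 634 genes, a ratio of 1.68. At 5% FDR, the ratio in SU58xZI197 was reversed, to 0.793, and that in SU26xZI197 fell to 1.10. At the 2-fold cutoff, the ratio in SU26xZI197 was 1.07. It was 1.43 without replicate 3 of every genotype and 3.08 without replicate 1.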

Genes in these basic inheritance categories were often unique to both the tissue and category (Figs 3B, 3C, S3 and S4), with little overlap within each category across all three examined tissues (Figs 3 and S3). 

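Of the genes that were P1 dominant in either tissue, 9.06% to 10.1% were so in both tissues of a background. For P2 dominant genes this share was 6.55% to 10.4%, and for additive genes 11.5% to 15.0%. The overlap was 1.42 to 1.68 times that of independent tissues for P1 dominant genes, 1.29 to 1.72 times for P2 dominant genes and 1.42 to 1.81 times for additive genes (Fisher's exact test, largest adjusted p = 0.00198).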

Unsurprisingly, in background combinations for which we only had data for two tissues, the overlap we detected within categories across tissues was higher (S4 Fig). 

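Overdominant expression was called for 71 to 305 genes of a background in the midgut and 84 to 129 in the hindgut, and underdominant expression for 65 to 230 and 34 to 114. Over the 4 backgrounds, 662 genes were overdominant and 591 underdominant in the midgut, and 427 and 303 in the hindgut. The calls in the midgut rose to 1045 overdominant and 998 underdominant without replicate 1 of every genotype, and underdominant calls in the hindgut to 517 without replicate 3. The share of these genes that differed from both parents at 5% FDR was highest in midgut SU26xZI418, with 18 of the 168 overdominant and 82 of the 230 underdominant genes, and lowest in midgut SU58xZI418, with 1 of 71 and 2 of 65.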

The smallest number of genes were categorized into misexpression categories, i.e. genes showing either over- or underdominance in the hybrid in comparison to the parents (Figs 3A, 3C, S3 and S4). 

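Of the genes called overdominant in either tissue, 3.80% to 6.23% were overdominant in both tissues of a background, 3.69 to 8.08 times the overlap of independent tissues. Of the underdominant genes, 1.02% to 3.70% were shared, 1.78 to 5.58 times that overlap. Past 5% after adjustment over the 24 sets of background and category were 4 of the 4 backgrounds for overdominant and 3 of 4 for underdominant genes (Fisher's exact test). The exception was SU26xZI197, with 2 shared underdominant genes (adjusted p = 0.310).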

Genes in misexpression categories tended to be tissue-specific with little or no overlap among the examined tissues (Figs 3A, 3C, S3 and S4). Similar to what we observed for basic inheritance categories, certain combinations of genetic backgrounds and tissues showed larger numbers of misexpressed genes than others (Figs 3A, S3, and S4). For example, we detected relatively high levels of misexpression in the SU26xZI418 background in the midgut and Malpighian tubule, but not the hindgut (Fig 3A). 

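In SU26xZI418, 398 genes were misexpressed in the midgut and 163 in the hindgut, a ratio of 2.44. In the midgut, SU58xZI197 had 460 misexpressed genes, SU26xZI197 had 259 and SU58xZI418 had 136. At cutoffs of 1.5-fold and 2-fold, the ratio of SU26xZI418 was reversed, to 0.817 and 0.409. It was 1.30 without replicate 2 of every genotype, 3.52 without replicate 1 of every genotype and 1.46 without replicate 2 of hindgut SU26. Among the genes past 5% FDR against both parents, CG34215 (FBgn0085244, 2R, 6831296 to 6831793) was the most overdominant in the midgut, at 11.0 ± 2.19 CPM in the hybrid, 2.84 ± 0.939 in SU26 and 2.59 ± 1.18 in ZI418 (SD, n = 3). Its log2 difference to the nearer parent was 1.95 (standard error 0.38, larger adjusted p of the 2 parents = 0.00121 from edgeR), followed by rdgB with 0.90 and CG8665 with 0.80. The most underdominant was CG33468 (FBgn0053468, 2R, 14606307 to 14606980), at 1.21 ± 0.278 CPM in the hybrid, 4.46 ± 1.67 in SU26 and 4.16 ± 2.53 in ZI418 (SD, n = 3), with a log2 difference of -1.75 (standard error 0.37, adjusted p = 0.00393 from edgeR). It was followed by FBgn0003888, which the reference used here does not list, with -1.25 and by CG42807 with -1.10. Of these 6 genes, 5 were no longer past the threshold against both parents without replicate 2 of every genotype, and the exception was FBgn0003888; rdgB and CG8665 were also not past it without replicate 3.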

Taken together, our results suggest that the mode of expression inheritance is both tissue- and genetic background-specific.

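The percentage of genes called similar was lower in the midgut than in the hindgut in each of the 4 backgrounds, between 46.5% and 55.2% against between 65.9% and 67.0%. With classes called at 5% FDR, the order was reversed: the percentage was higher in the midgut, with a hindgut minus midgut difference of -7.29. From the differences in the number and identity of genes among tissues and backgrounds, the paper proposes that the mode of inheritance depends on both.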

**Fig 3:**
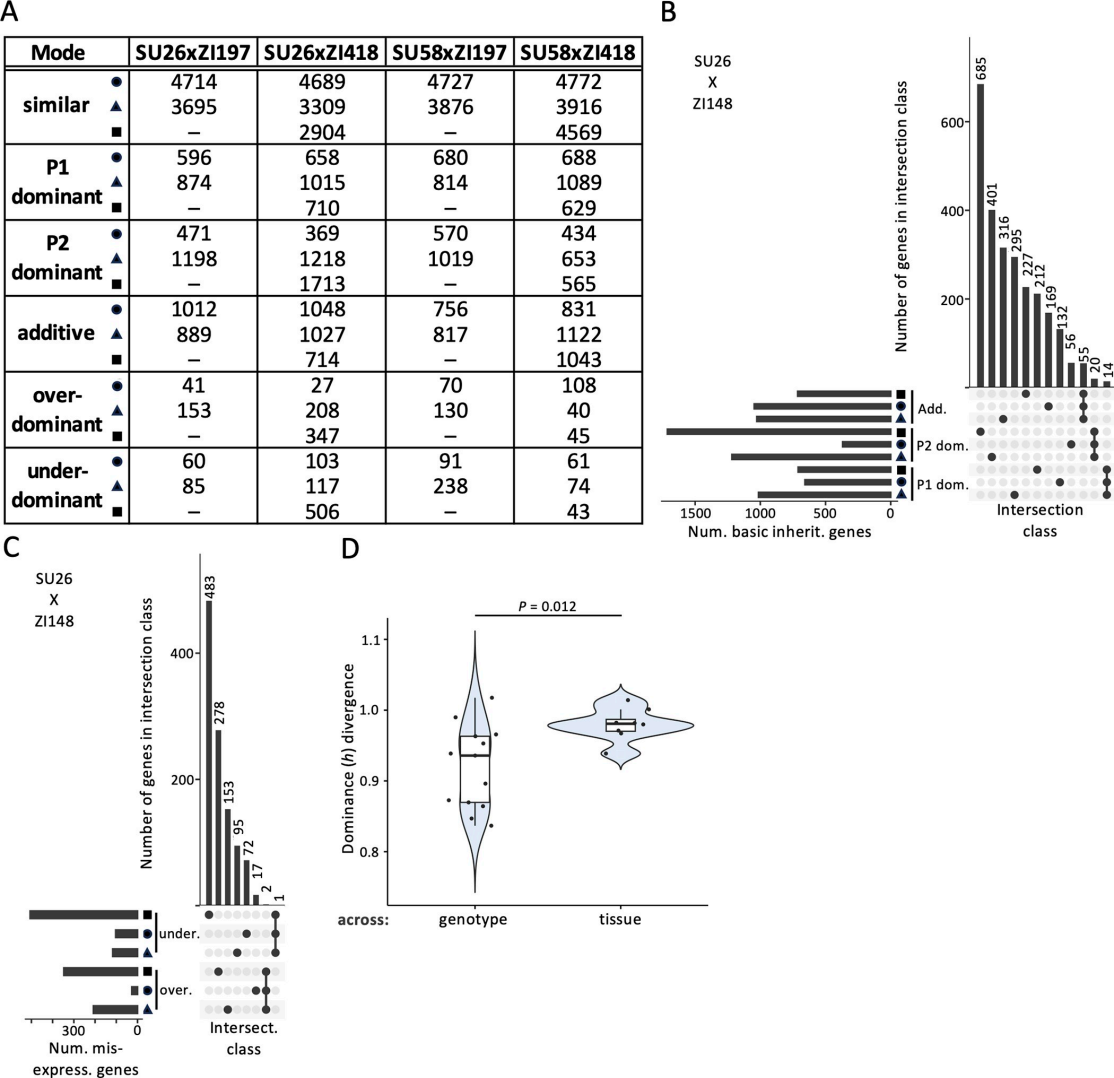
Dominance divergence and the mode of expression inheritance in examined tissues. A) The number of genes in each mode of expression inheritance category within the midgut (triangles), hindgut (circles), and Malpighian tubule (squares) at a 1.25-fold change cut-off. Results using alternative cut-offs or for individual tissue analyses can be found in S2 and S3 Tables (see Methods). Dashes indicate missing data. B, C) Upset plots showing unique and overlapping genes within each tissue in the SU26xZI418 background as an example. Upset plots for the other genotypes can be found in S3 and S4 Figs. Horizontal bars represent the total number (num.) of genes in a tissue and inheritance category combination. Vertical bars represent the number of genes in an intersection (intersect.) class. A filled circle underneath a vertical bar indicates that a tissue and inheritance category combination is included in an intersection class. A single filled circle represents an intersection class containing only genes unique to a single tissue and inheritance category combination, while filled circles connected by a line indicate that multiple tissue and inheritance category combinations are included in an intersection class. Genes categorized into B) basic expression inheritance (inherit.), i.e. P1 dominant (P1 dom.), P2 dominant (P2 dom.), and additive (add.) and C) misexpression (misexpress.) categories are shown. Only intersection classes comprised of either a single tissue and inheritance category combination or an inheritance category in all examined tissues are shown. Additional intersection classes and upset plots for genes categorized into the similar category are shown in S3 Fig D) Phenotypic dominance (*h*) divergence (as measured by 1 –ρ) among backgrounds within the same tissue (across genotype) versus dominance divergence between the same background among tissues (across tissue). Significance was assessed with a *t*-test. The Bonferroni-corrected *P* value is shown.

#### Phenotypic dominance and the mode of expression inheritance

In order to better understand potential variation in the magnitude of phenotypic dominance during expression inheritance, we calculated the degree of dominance, *h*. In order to compare the magnitude of dominance regardless of which allele was dominant, we calculated *h* such that values between 0 and 1 or 0 and -1 represent varying degrees of additivity and dominance, with values closer to -1 representing complete dominance of the Swedish background and 1 representing complete dominance of the Zambian background, while values outside this range represent cases of overdominance of the respective background (see Methods for more details). 

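The degree of dominance h was computed from mean normalized counts so that -1 is the Swedish and 1 the Zambian parental level. In the midgut, between 45.3% and 58.8% of the genes of a background were nearer the Swedish parent, and in the hindgut between 51.0% and 56.1%. The median of |h| was larger among genes nearer the Swedish parent in 6 of the 8 sets of tissue and background (two-sided exact sign-flip test over the 8 sets, p = 0.414). Where it was larger, the difference was greatest in hindgut SU58xZI197, with medians of 1.17 for genes nearer the Swedish parent and 1.07 for genes nearer the Zambian parent. The opposite order was found in midgut SU26xZI197, with 1.11 and 1.16, and in midgut SU26xZI418, with 0.983 and 1.11.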

For all genetic backgrounds and tissues, we did not detect any significant difference in the overall magnitude of phenotypic dominance between the two parental backgrounds (*t*-test, Bonferroni-corrected *P* > 0.6 for all). 

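The median of |h| over the 7277 genes was 1.14 in SU26xZI197, 1.04 in SU26xZI418, 1.14 in SU58xZI197 and 0.852 in SU58xZI418 in the midgut, and 0.858, 0.758, 1.12 and 0.969 in the hindgut in the same order. It was higher in the midgut in 3 of the 4 backgrounds (two-sided exact sign-flip test, p = 0.375), and 4 backgrounds allow no p under 0.05 in this test. The mean of these medians was 1.04 in the midgut and 0.926 in the hindgut. Limiting the genes to those whose parents differed at 5% FDR moved the means most, to 0.419 and 0.397.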

For the majority of tissues and genetic backgrounds, we did not detect differences in the magnitude of dominance within the same genetic background between tissues (Bonferroni-corrected *P* > 0.26 for all comparisons). We only detected a significant difference in the overall magnitude of dominance within the SU26xZI418 background between the midgut and the Malpighian tubule (Bonferroni-corrected *P* = 0.015), which may be driven by the large amount of misexpression that we detected in this background, particularly in the Malpighian tubule (Fig 3A). Overall, these results suggest that the differences we detected in the mode of expression inheritance among genetic backgrounds and tissues occur on the individual gene level rather than being driven by general, genome-wide changes in dominance. Overall dominance divergence among genetic backgrounds (i.e. the cumulative differences in dominance across all analyzed genes, as measured by 1 –ρ) was not significantly different between the midgut and hindgut (Bonferroni-corrected *P* = 0.264, S1B Fig), but could not be compared to the Malpighian tubule for which only 2 background combinations were available. 

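The divergence of h among backgrounds averaged 0.944 in the midgut and 0.897 in the hindgut over the 6 pairs of backgrounds in each tissue (two-sided exact permutation test, p = 0.201). Without replicate 3 of every genotype, the midgut minus hindgut difference was -0.0149 (exact permutation test, p = 0.671), and without replicate 1 or replicate 2 it was 0.0189 and 0.0287. Among genes whose parents differed at 5% FDR it was -0.00463 (exact permutation test, p = 0.961).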

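Between the tissues of the 4 backgrounds, the divergence of h averaged 0.994 and ranged from 0.938 to 1.03. Among backgrounds within a tissue, it averaged 0.921 over 12 pairs and ranged from 0.836 to 1.03. The means differed by 0.0736 (two-sided exact permutation test, p = 0.0495). Backgrounds that share a parent also share the libraries of that parent: their mean divergence was 0.888, and that of pairs of backgrounds that share no parent, an alternative chosen after seeing the data, was 0.985. Leaving out replicate 1 of every genotype gave a difference of 0.0477 (exact permutation test, p = 0.113).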

When we compared overall dominance divergence among genetic backgrounds within tissues to dominance divergence within the same genetic background among tissues, dominance divergence was significantly higher among than within tissues (Bonferroni-corrected *P* = 0.012, Fig 3D). We observed a similar pattern when we examined gene expression divergence (Fig 2C), suggesting that in general divergence is higher among tissues than among different genetic backgrounds within a tissue. However, divergence was higher for dominance than for gene expression (*t*-test, Bonferroni-corrected *P* < 10^−14^), suggesting that phenotypic dominance of expression is much less conserved among tissues and genotypes than expression itself, although it is possible that this difference can be explained in part by differences in how each trait was measured as expression was measured in a single genotype but dominance was calculated based on three genotypes.

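The divergence of gene expression over the 64 comparisons between tissues and between genotypes averaged 0.0538, below the lowest divergence of h (two-sided permutation test, p = 1e-05, the smallest it can give). For hybrids simulated at the mean of the observed parents, with the observed spread between replicates, the divergence of h was 0.972 within tissues and 1.00 between tissues. From the higher divergence of h, the paper proposes that dominance is less conserved than expression among tissues and genotypes, and it names the number of genotypes behind each measure as a possible part of the difference.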

### Genetic basis of expression variation is highly tissue- and genetic background-specific

In order to identify genes in our dataset with any level of *cis*-regulatory divergence between the parental alleles in any genetic background and tissue, we tested for ASE in genes for which we could distinguish between the parental alleles in the hybrid (see Methods). Of the 4,305–4,592 genes we were able to analyze in all tissues of a genetic background, we detected 80–370 genes showing significant ASE (FDR <5%) depending on genetic background and tissue (Table 1), with a total of 356, 408, 460, and 256 non-redundant genes detected as having ASE in any tissue in the SU26xZI418, SU58xZI418, SU26xZI197, and SU58xZI197 backgrounds, respectively, and a total of 958 genes in all tissues and backgrounds. Within each genetic background 55–86% of genes showing ASE in a particular tissue were unique to that tissue, while, within each tissue, 55–76% of ASE genes were unique to a single genetic background. Indeed, within each genetic background, only 9–73 genes were detected as having ASE in all examined tissues, with backgrounds in which only 2 tissues were examined sharing more ASE genes (Table 1). Thus, allele-specific expression is largely tissue- and genetic background-specific.

**Table 1:** ASE genes.

	SU58 vs ZI418 ^a^			SU26 vs ZI418 ^a^			SU58 vs ZI197 ^a^			SU26 vs ZI197 ^a^		
Tissue^b^	DE_P_	DE_H_	ASE	DE_P_	DE_H_	ASE	DE_P_	DE_H_	ASE	DE_P_	DE_H_	ASE
HG	814	391	252	766	390	235	896	200	172	891	576	370
MG	491	243	145	406	219	112	685	180	134	545	261	163
MT	570	114	99	501	108	80	–	–	–	–	–	–
All	77	20	9	51	24	11	334	69	50	270	133	73

^a^ A total of 4,035, 4,172, 4,305, and 4,592 genes could be analyzed in the SU58xZI418, SU26xZI418, SU58xZI197, and SU26xZI197 backgrounds, respectively. Results for individual tissue analyses can be found in S4 Table.

^b^ Number of differentially expressed (DE) genes between the parental strains (P) and alleles within the F1 hybrid (H) as well as allele-specific genes (ASE) are shown for hindgut (HG), midgut (MG), Malpighian tubule (MT), and shared across all tissues (All). Dashes indicate missing data.

In order to further understand how the genetic basis of expression varies among genetic backgrounds and tissues, we classified genes in each genetic background and tissue combination into six regulatory categories: “conserved”, “*cis*-only”, “*trans*-only”, “*cis* + *trans*“, “*cis* x *trans*“, “compensatory“, and “ambiguous”[5] (see Methods for more details). The proportion of genes falling into each regulatory category was dependent upon tissue and genetic background, although, in general, when considering genes with non-ambiguous regulatory divergence in all tissues and genetic backgrounds, the largest proportion fell into the *trans*-only category which contained 2.9–30.6-fold more genes than the *cis*-only category (Fig 4A). The midgut had a higher proportion of ambiguous genes and a smaller proportion of conserved genes than the other examined tissues (Fig 4A). We detected the most *cis*-only genes in the hindgut, with 2.3–4.2 fold more genes categorized as *cis*-only in comparison to the other examined tissues (Fig 4A). In comparison to other genetic backgrounds, the SU58xZI197 background had a higher proportion of ambiguous genes and a smaller proportion of conserved genes as well as 2.2–4.7- and 2.4–10.4-fold fewer genes categorized as *cis*-only and compensatory, respectively (Fig 4A). Within each genotype, genes with non-ambiguous regulatory divergence were often unique to both the tissue and regulatory category (Figs 4, S5, and S6), with little overlap within each category across all three examined tissues (Figs 4 and S5). Similarly, within each tissue, genes with non-ambiguous regulatory divergence were often unique to a genetic background, with 35–91% of genes unique to a single genetic background within a regulatory class and tissue, while 31–87% of genes were unique to the genetic background and tissue within a regulatory class (S7 Fig). Overlap among all genotypes within a tissue was highest for genes in the *trans*-only category with 2.8–30.7-fold more shared genes categorized as *trans*-only in comparison to other non-ambiguous regulatory divergence categories (S7 Fig). Overall, our results suggest that the genetic basis of expression inheritance is both tissue- and genetic background-specific.

**Fig 4:**
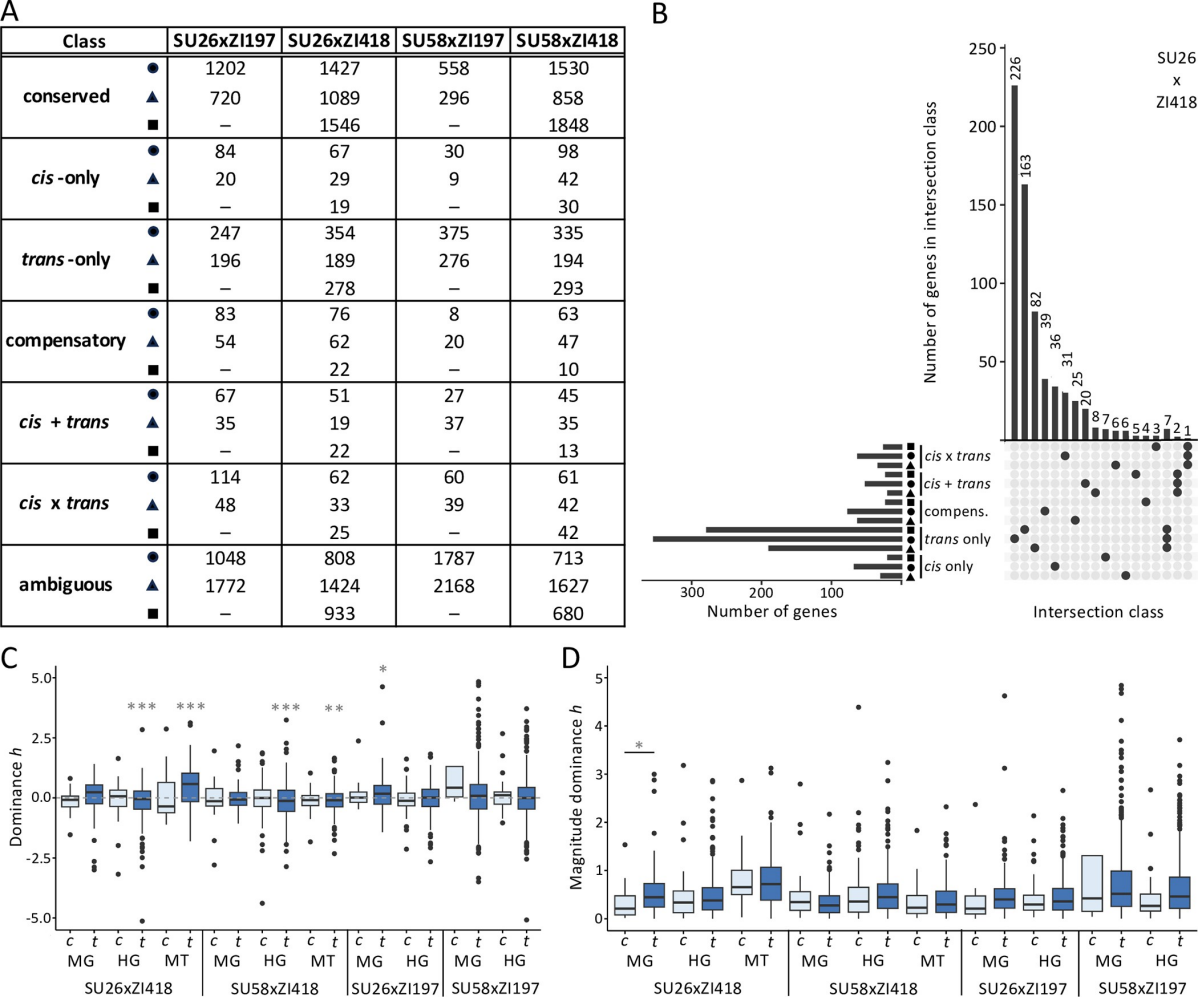
Dominance and the genetic basis of expression variation. A) The number of genes in each regulatory class within the midgut (triangles), hindgut (circles), and Malpighian tubule (squares). Results for individual tissue analyses can be found in S5 Table (see Methods). Dashes indicate missing data. B) Upset plot showing unique and overlapping genes with non-ambiguous regulatory divergence within each tissue in the SU26xZI418 background. Upset plots for other genotypes can be found in S5 and S6 Figs. Only intersection classes comprised of either a single tissue and regulatory category combination or a regulatory category in all examined tissues are shown. Additional intersection classes are shown in S5 Fig. C) Dominance and D) magnitude of dominance *h* for genes categorized as *cis*-only (*c*, light) and *trans*-only (*t*, dark) in each background and tissue. Magnitude of dominance was calculated as the absolute value of dominance *h*. Only *h* values with magnitudes of 5 or below are shown. Boxplots including more extreme *h* values can be found in S8 Fig. Significance was assessed with a *t*-test. Bonferroni-corrected *P* values are shown in grey. *** *P* < 0.005, ** *P* < 0.01, * *P* < 0.05.

#### Phenotypic dominance and the genetic basis of expression variation

Previous studies have found that *cis*-regulatory variation tends to be more additive [20,27–28], while *trans* variation tends to be more dominant [27]. In order to better understand the relationship between the genetic underpinnings of expression variation and dominance, we examined phenotypic dominance (*h*; see Methods) in genes categorized as *cis*-only or *trans*-only. Overall dominance in genes categorized as *trans*-only was often biased towards one parent, with 5 out of 10 tissue and genetic background combinations significantly more dominant in one parental background than the other (Figs 4C and S8; *t*-test), and the more dominant parent dependent on the tissue and genetic background (Fig 4C). On the other hand, overall phenotypic dominance in genes categorized as *cis*-only was not significantly biased towards one parental background for any of the examined tissue and genetic background combinations (Fig 4C; *t*-test, *P* > 0.5 for all). When we compared the overall magnitude of dominance (as measured by the absolute value of dominance *h*), *trans*-only genes were only sometimes more dominant than *cis*-only genes and this was significant after multiple test correction only in the midgut of the SU26xZI418 background (Fig 4D; *t*-test, *P* < 0.05). However, this lack of significance might be due to lack of power, particularly for *cis*-only genes, of which we detected fewer (Fig 3A). When we included all genes that could be analyzed in each individual tissue and genotype in the analysis, we were able to examine phenotypic dominance in 1.9–3.7-fold more *cis*-only and 1.6–2.5-fold more *trans*-only genes (S6 Table). The results, however, remained similar, with no increased detection of differences in dominance (S6 Table), which suggests that although we cannot completely rule it out, these results are unlikely to be due to a lack of statistical power. Thus, although we detected *trans*-regulatory variants as more dominant and *cis*-regulatory variants as more additive, which has been reported by previous studies [20, 27–28], we only detected this trend in a single background and tissue. Moreover, the phenotypic dominance of *trans*- but not *cis*-regulatory variants tended to be biased toward one parental background.

#### Functional classification of genes displaying ASE

In order to understand the types of genes showing ASE in our dataset, we tested for an enrichment of gene ontology (GO) biological process and molecular function terms for genes with ASE in each background and tissue. The most commonly enriched GO terms across all backgrounds and tissues were related to oxidoreductase activity (S7 Table). Indeed, we detected at least one oxidoreductase activity term for every genetic background and tissue combination in which we detected enriched GO terms. For genes displaying ASE in all examined tissues within a genotype, we could only detect two enriched GO terms, oxidoreductase activity and response to toxic substance, in the SU26xZI197 background (S7 Table). Thus, despite ASE genes tending to be tissue- and genetic background-specific, in general ASE genes tended to be enriched for genes predicted to be involved in oxidoreductase activity.

#### ASE genes are enriched for sex-biased gene expression in a context-dependent manner

A previous study on ASE *in D*. *melanogaster* found differences in the relative contribution of *cis*-regulatory effects among genes with different levels of sex bias and among two tissues/body parts [28], while another using hybrids between *D*. *simulans* and *D*. *mauritiana* found that sexually dimorphic regulatory effects are often in *cis* [27]. In order to better understand the relationship between sex-biased expression and *cis*-regulatory variation in the midgut, hindgut, and Malpighian tubule, we categorized genes according to their level of sex bias using data from FlyAtlas2 [41] (see Methods). When considering genes displaying ASE (Table 1), in the Malpighian tubule we detected a significant enrichment of sex-biased genes for both genetic backgrounds (χ^2^ test, *P* = 0.001 for both; S8 Table), and in the hindgut we detected an enrichment of sex-biased genes in all genetic backgrounds (*P* < 0.02 for all; S8 Table) except SU26xZI418 (*P* = 0.2929; S8 Table). In the midgut, we detected a significant enrichment of sex-biased genes only in the SU26xZI197 background (*P* = 0.0116; S8 Table), despite the midgut having more sex-biased genes, particularly male-biased genes, than the other tissues (S8 Table). In the tissues and genetic backgrounds where we detected an enrichment of sex-biased ASE genes, the enrichment did not appear to be driven by bias towards one particular sex (<1.63-fold difference in the prevalence of male- and female-biased genes for all), with the exception of the SU26xZI197 background in the midgut, where male-biased genes were 6-fold more prevalent than female-biased genes (S8 Table). It should be noted, however, that only females were used in our experiments to measure ASE. Overall, genes displaying ASE were enriched for sex-biased gene expression, however this enrichment was dependent upon the tissue and genetic background in which they were detected.

#### The effects of inversions on regulatory variation

Chromosomal inversions have been shown to affect expression in *Drosophila* [42]. Two inversions that are at high frequency worldwide and in sub-Saharan Africa, respectively [43], were present in our study: *In(2L)t* in SU26 [19] and *In(3R)K* in ZI197 [44]. A previous study utilizing the current Malpighian tubule data found that while *In(2L)t* made a minor contribution to gene expression variation, its presence could not explain the patterns of gene expression detected in F1 hybrids with SU26 as a parent [19]. To better understand how the presence of these inversions potentially affects expression and regulatory variation, we tested for a significant over- or underrepresentation of genes differentially expressed or displaying ASE between parental strains among genes located within these inversions. Genes differentially expressed between parental strains were significantly enriched for genes located within both inversions for all comparisons, including comparisons between strains that did not contain the focal or any inversion (χ^2^ test, *P* < 10^−15^ for all; S9 Table). This finding suggests that the 2L and 3R chromosome arms are enriched for differentially expressed genes, rather than the inversions themselves, which is in line with a previous study that found that linked genetic variation within inversions is what drives differential expression rather than the structural variation itself [45]. 

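The numbers of differentially expressed genes between the 6 pairs of parental strains in each tissue were compared between chromosome arms, since the positions of the inversions were not used here. On 2L, 1288 genes were tested, and the odds ratio of differential expression against the other arms was 0.949 to 1.31 over the 12 comparisons. It was past 5% after adjustment over all 60 comparisons of arms in 1 of the 12, SU26 with ZI418 in the hindgut, where 41.0% of the genes on 2L and 34.6% of those on other arms were differentially expressed (Fisher's exact test, two-sided, odds ratio 1.31, adjusted p = 0.00101). On 2L, 3 of the 12 had an unadjusted p under 0.05, all in the hindgut with odds ratios above 1: this one, SU58 with ZI418 (odds ratio 1.16, unadjusted p = 0.0222, adjusted p = 0.190) and ZI197 with ZI418 (odds ratio 1.19, unadjusted p = 0.00734, adjusted p = 0.127). On 3R, 1780 genes were tested, with odds ratios of 0.857 to 1.09, and 0 of the 12 comparisons were past 5% with the calls of edgeR or of DESeq2. Of the 12 odds ratios on 3R, 1 had an unadjusted p under 0.05, SU58 with ZI197 in the hindgut, where the share of differentially expressed genes was lower on 3R than on other arms (odds ratio 0.857, unadjusted p = 0.0116). On 2L, 0 comparisons were past 5% without replicate 1 or replicate 2 of every genotype. From enrichment in strains with and without the inversions, the paper proposes that the arms rather than the inversions are enriched.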

For genes displaying ASE (Table 1), we did not find any dearth or enrichment for genes located within either inversion (*P* > 0.29; S9 Table), with the exception of the SU58xZI418 genetic background in the Malpighian tubule, which was significantly enriched for genes located on the *In(2L)t* (*P* = 0.003; S9 Table), despite having the standard chromosomal arrangement. Thus, the presence of the *In(2L)t* and *In(3R)K* inversions does not appear to explain the regulatory patterns that we detected.

### Tissue specificity varies depending on regulatory type and genetic background

For genetic background combinations for which we had transcriptome data in all three tissues (SU26xZI418 and SU58xZI418), we were able to examine the relationship between regulatory variation and tissue specificity. To do so, for every gene in each strain we calculated the tissue specificity index τ, which ranges in value from 0 to 1, with higher numbers indicating higher tissue specificity. When we compared overall τ among all genetic backgrounds, tissue specificity in ZI418 was higher than in either Swedish background as well as both F1 hybrids, although this difference was not statistically significant for SU26 (Fig 5A). On the other hand, tissue specificity in the Swedish strains was not significantly different from each other or their respective hybrid (Fig 5A). Thus, tissue specificity in F1 hybrids was more similar to the Swedish than the Zambian parent. In order to better understand how tissue specificity varies based on regulatory variation type, we performed pairwise comparisons of τ between genes with *trans*-only variation, *cis*-only variation, and conserved gene regulation. Both *cis*- and *trans*-regulated genes were significantly more tissue-specific than conserved genes for all strains in all backgrounds (Fig 5B). Interestingly, genes with *trans*-only regulatory variation were more tissue-specific than genes with *cis*-only regulatory variation, although this difference was not significant for SU58 and the F1 hybrid in the SU58xZI418 background (*P* = 0.099 and 0.076, respectively; Fig 5B, S10 Table). Thus, *trans* effects were more tissue-specific than *cis* effects in our dataset. Unlike for the genetic basis of expression variation itself (Fig 4), we detected very few tissue-specific or tissue-by-regulatory type interaction effects on tissue specificity (S10 Table). Thus, the genetic basis of regulation (i.e. *cis* versus *trans*) and, to a lesser degree, the genetic background are predictive of tissue specificity, while the tissue in which the regulatory variation was detected tends not to be. Indeed, the type of regulatory variation appears to have the largest influence on tissue specificity, as we were able to detect consistent patterns across tissues and genetic backgrounds (Fig 5B).

**Fig 5:**
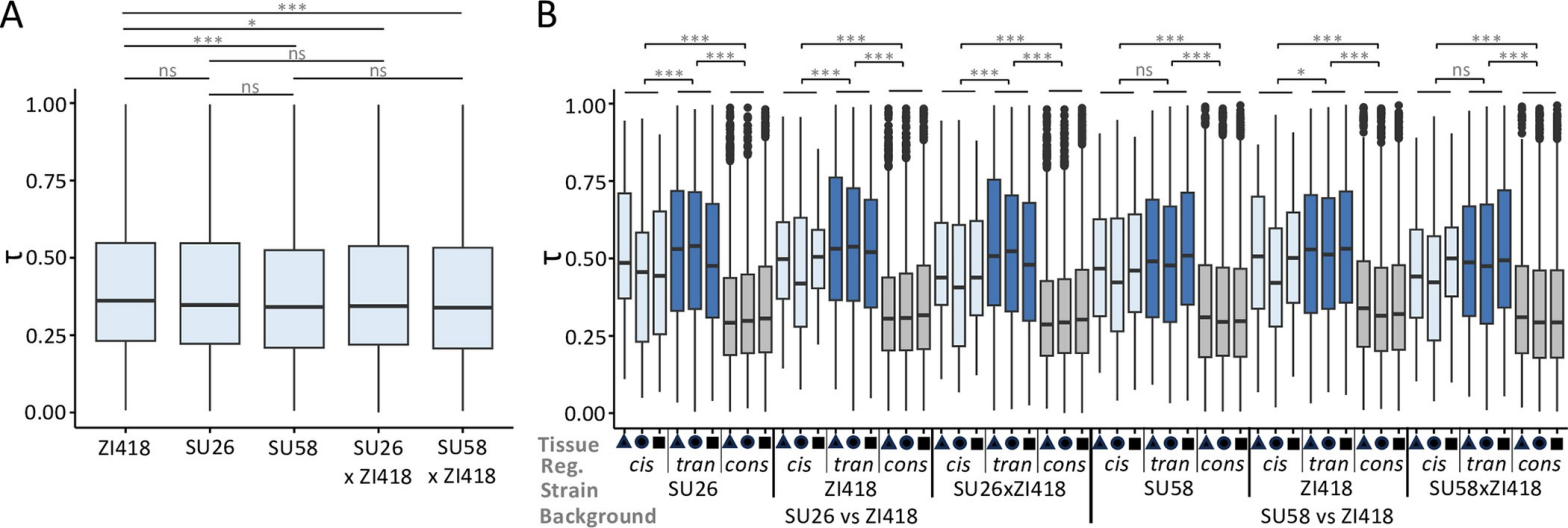
Tissue specificity in the SU26xZI418 and SU58xZI418 backgrounds. A) Overall tissue specificity as measured by τ in the examined strains. Significance was assessed with a *t*-test and Bonferroni-corrected *P* values are shown. B) Tissue specificity τ in each strain for genes categorized into *cis*-only (light), *trans*-only (*tran*, dark), and conserved (cons, grey) regulatory (reg.) classes for each genetic background in the midgut (triangles), hindgut (circles), and Malpighian tubule (squares). Significance was assessed with an ANOVA (S10 Table). *** *P* < 0.005, ** *P* < 0.01, * *P* < 0.05, ns not significant (*P* > 0.05).

### Microbiome composition varies depending on tissue and genetic background

Bacterial community composition has been shown to affect host gene expression in the digestive tract depending upon host genotype [46]. In order to better understand the relationship between genetic background and microbiome composition, we performed microbiome sequencing in the midgut and hindgut for the same RNA samples for we which we performed mRNA-seq (see Methods). For all samples, *Wolbachia* was highly predominant in the bacterial community (10.36–99.37%; S9 Fig). In order to ensure its presence did not mask more subtle differences in diversity, we focus on analyses with *Wolbachia* removed (Figs 6 and 7), but results including *Wolbachia* were qualitatively similar (S9 and S10 Figs, S11–S13 Tables), and we did not detect any pattern of relative *Wolbachia* abundance among genotypes (lmer, *P* = 0.246; S14 Table). After removal of *Wolbachia*, *Acetobacter*, one of the most common *D*. *melanogaster* gut microbial taxa [47–48], remained predominant in the midgut (54.7–99.8%; Fig 6). In the hindgut, where the microbiome composition was more diverse, *Acetobacter* was only dominant in a subset of individuals (1.44–78.52%; Fig 6). Interestingly, we did not detect *Lactobacillus*, another of the most common gut microbial taxa [47–48]. However, because we performed amplicon sequencing using RNA rather than DNA as the starting material (see Methods), the microbiome composition we detected is representative of metabolic activity rather than presence. Thus, it may be that *Lactobacillus* was present but its metabolic activity was not high enough for us to detect.

**Fig 6:**
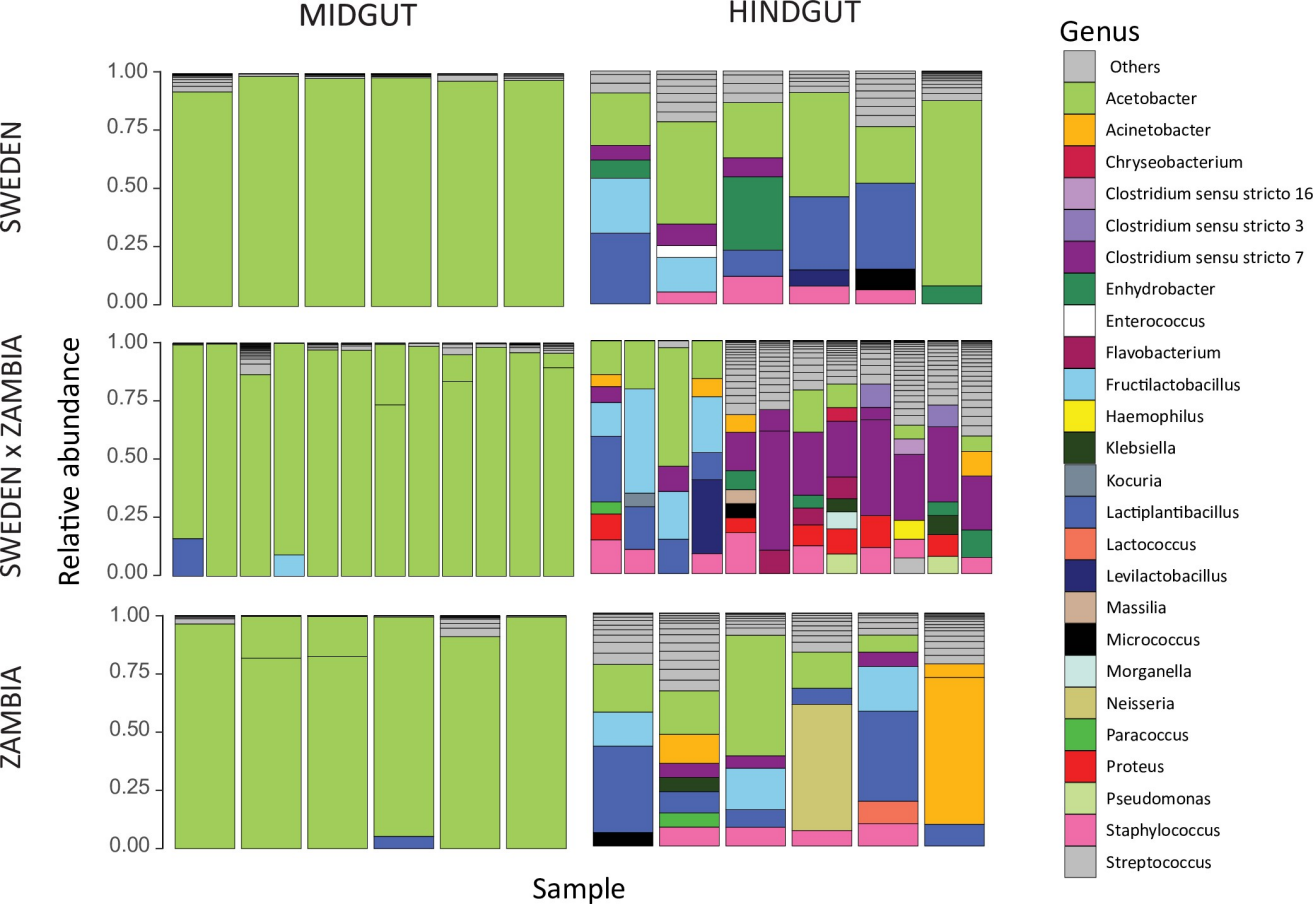
Composition of the bacterial communities in the midgut and hindgut of each genotype. Colored sections of each bar show bacterial genera (excluding *Wolbachia*) with a relative abundance above 5% in each sample. The remaining genera are compiled in the “Others” category. Bacterial community composition including *Wolbachia* can be found in S9 Fig.

In order to detect differences in gut bacterial community composition, we computed the Bray-Curtis index (see Methods). We detected significant differences in gut bacterial communities between the midgut and hindgut (Figs 6 and 7, S11 Table; PERMANOVA, *P* = 0.001), which is unsurprising given that these gut regions differ in their pH and associated digestive functions [37]. We also detected a significant effect of the genetic background (i.e. strain) as well as a significant interaction effect between the examined strain and gut region on the bacterial community (Fig 7, S11 Table; PERMANOVA, *P* ≤ 0.015 for both), suggesting that genetic background affects microbiome composition, and this effect is at least partially tissue-dependent. Indeed, when we examined community composition within each tissue individually, the genetic background significantly influenced the gut bacterial community in the hindgut while it had no significant effect on the structure of the community in the midgut (Fig 7, S11 Table; PERMANOVA, *P =* 0.002 and *P =* 0.89 respectively). We also detected significant tissue and genetic background effects on bacterial alpha-diversity (S11 Fig, S12 and S13 Tables; LMM, *P* = 0.017 and *P* < 0.001), with the hindgut being more diverse and displaying stronger differentiation between parental and F1 strains (S11 Fig). Thus, the diverse bacterial community of the hindgut offered more possibility for differentiation while the midgut community was dominated by *Acetobacter* among all samples. In contrast, gene expression in the hindgut was less differentiated among genetic backgrounds but more differentiated from the other tissues while the midgut showed the opposite pattern (Figs 1 and S1C), suggesting that the expression and regulatory variation we detected in these tissues is unlikely to be driven by bacterial community composition. Thus overall, tissue type (i.e. gut region) had the largest impact on microbial community composition and diversity, with genetic background also affecting microbiome variation to a lesser degree, especially within the hindgut; however, these genetic background effects do not appear to be related to host gene expression variation.

**Fig 7:**
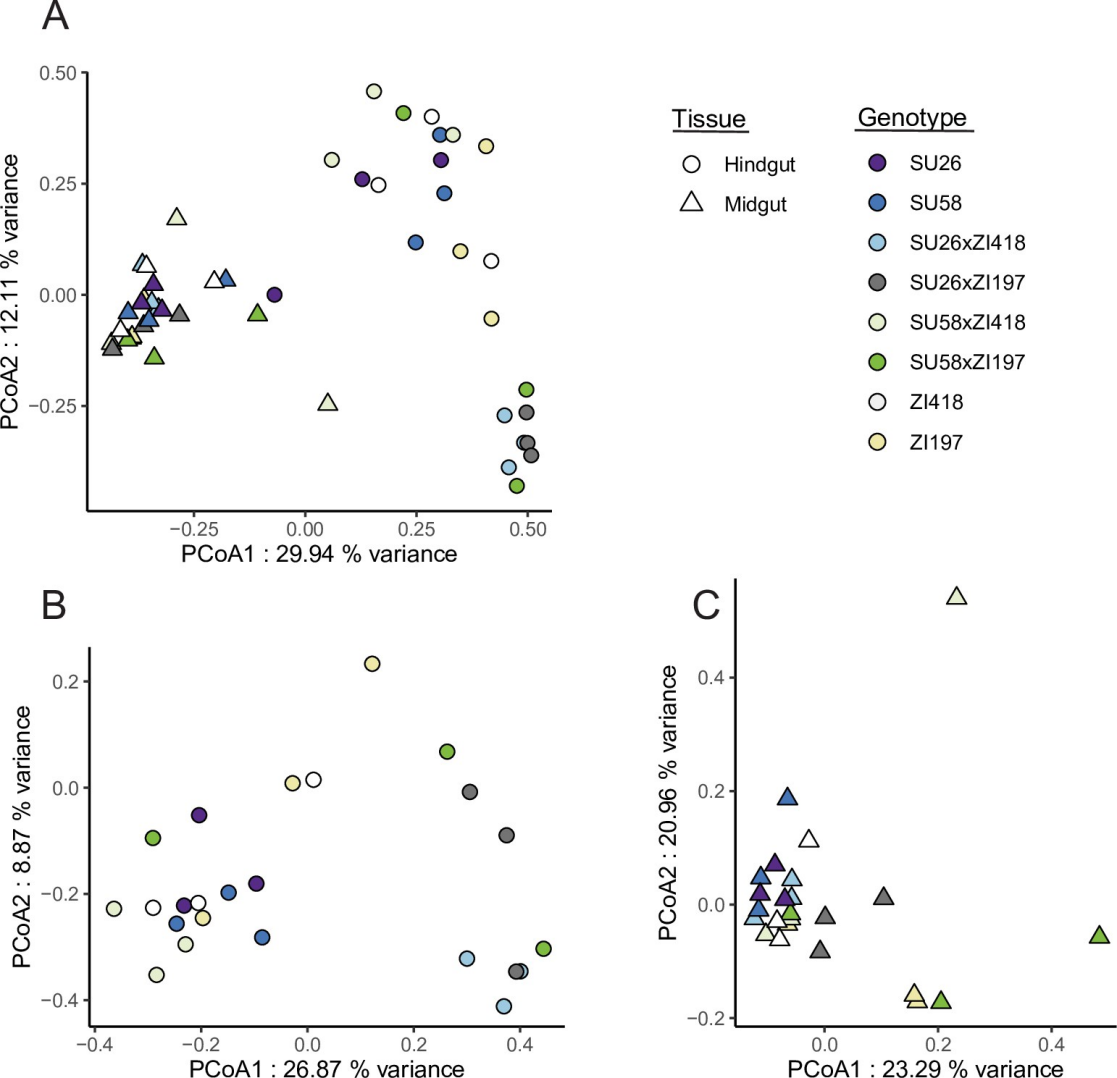
**Principal coordinate analysis of bacterial communities in A) both midgut and hindgut samples, B) hindgut, and C) midgut.** The legend indicates that replicates of each genotype share the same color, while shape indicates tissue. *Wolbachia* was excluded from the analysis. Results including *Wolbachia* can be found in S10 Fig.

## Discussion

Using transcriptome data from parental and F1 hybrid *D*. *melanogaster* strains from an ancestral and a derived population in the midgut, hindgut and Malpighian tubule, we found that both the genetic basis of expression variation (i.e. *cis* versus *trans*) and the mode of expression inheritance (i.e. dominant versus additive) were highly tissue- and genetic background-specific (Figs 3 and 4, Table 1). Previous studies using F1 hybrids in *Drosophila* have found that genetic background [19,21,28] and body part or tissue [21–22,28] can have large effects on regulatory architecture; however, to our knowledge, this is the first study examining highly spatially and functionally proximate tissues that not only communicate with each other but also functionally and physically interact. Thus, our results demonstrate that even functionally related, interconnected tissues can show highly divergent regulatory architecture among tissues and genetic backgrounds. Indeed, overall gene expression was most similar between the Malpighian tubule and the midgut (Fig 1), despite these tissues being part of the excretory and digestive system, respectively, while the two gut tissues are part of the same alimentary canal. Thus, our results suggest that the level of functional and physical interconnectivity between tissues may not necessarily be predictive of similarity in gene expression or regulatory architecture. Consistent with this interpretation, we detected similar fold-size differences in the proportion of *cis*-regulated genes in the hindgut versus the Malpighian tubule or midgut (Fig 4A) as has previously been reported in the testes versus the head or ovaries [28]. However, we should note that the tissues we examined in this study, and the midgut in particular, are known to be regionalized [37–38,40] with an estimated 22, 4, and 5 distinct cell types currently described in the midgut, hindgut, and Malpighian tubules, respectively [49–50]; therefore, it is possible that we may have missed some of the more subtle differences in gene regulation that occur among individual regions or cell types.

It has long been thought that regulatory changes and particularly *cis*-regulatory changes are important during adaptation as they can fine-tune gene expression both temporally and spatially [51–52]. Indeed, we found that genes with *trans* and *cis* effects were more tissue-specific than genes with no differential expression regulation (Fig 5), suggesting that regulatory changes between diverged populations are often tissue-specific, which is likely driven by spatial fine-tuning of gene expression. Interestingly and somewhat surprisingly, we found that *trans* effects were more tissue-specific than *cis*-effects and this finding was consistent across tissues and genetic backgrounds (Fig 5B). Thus, our results reveal that *trans*-regulatory changes can be as or, potentially, even more tissue-specific than *cis*-regulatory changes that occur as populations diverge. In contrast to our findings, a recent study on ASE in two mouse tissues found that tissue-specific genes were largely *cis*-regulated during population divergence [25]. Indeed, *cis*-regulatory changes have long been thought to be more common during adaptation due to lower pleiotropy [53]. One of the disadvantages of our methods is that we were unable to assign regulatory effects to their underlying genetic variants and do not know the location or identity of the genetic variants underlying the detected tissue-specific *trans* effects. Thus, it is possible that the tissue-specific *trans* effects we detected are driven by *cis*-regulatory changes in the transcription factors or other regulators driving these *trans* effects.

Previous studies found that *cis*-regulatory variation tends to be more additive [20,27,28] than *trans* variation, which tends to be more dominant [27]. However, we found little evidence for this pattern in our dataset (Fig 4D). The discrepancy between the current study and previous ones may be due to differences in methods or the examined genetic background and/or body parts/tissues, suggesting that differences in additivity and dominance between *cis* and *trans* variation may be context-specific. Interestingly, we found that the phenotypic dominance of *trans*- but not *cis*-regulatory variation tended to be biased toward one parental background, with the direction of the bias variable among tissues and genetic backgrounds (Fig 4C). The context-dependent nature of this finding suggests that this bias may be driven by one or several *trans* factors affecting the expression of multiple genes in individual tissues and genetic backgrounds, which underscores the importance of taking genetic background and tissue into account when attempting to identify general patterns and trends in gene expression and its regulation. When we examined divergence in gene expression and phenotypic dominance (i.e. the cumulative differences in each trait across all analyzed genes), we found that divergence was higher among than within tissues (Figs 2C and 3D), suggesting that although both are pervasive, tissue-specific effects outnumber or are larger than genetic background-specific effects, and these effects may be magnified when considering the phenotypic dominance of gene expression, as our findings suggest that it is much less conserved than expression itself.

A previous study in *D*. *melanogaster* larvae found that overall developmental (i.e. temporal) gene expression specificity increased during adaptation in a derived population [36]. In contrast, in our dataset the ancestral ZI418 genetic background showed the highest tissue (i.e. spatial) gene expression specificity (Fig 5A); however, it is possible that overall changes in gene expression specificity driven by adaptation are only detectable at the population rather than the individual level. Because we identified regulatory variation between an ancestral and a derived *D*. *melanogaster* population that had to adapt to new habitats, some, although not necessarily all, of the regulatory variation we identified may be adaptive. Indeed, one recent study examining ASE between warm- and cold-adapted mouse strains found signs of selection on ASE genes in the cold-adapted mice [25]. Genes we identified as showing ASE included several for which adaptive *cis*-regulatory divergence has previously been documented, such as *MtnA* [54], *Cyp6g1* [55], *Cyp6a20* [19], and *Cyp12a4* [19]. We also detected an enrichment of oxidoreductase activity and response to toxic substance among ASE genes (S7 Table), suggesting any genes with adaptive *cis*-regulatory variation that we detected may be related to these processes. Indeed, the detected selection on *Cyp6g1* expression is thought to have been driven by resistance to the pesticide DDT [55], while selection on *MtnA* is thought to be driven by increased oxidative stress resistance [34,54]. Indeed, the digestive system’s direct interaction with the external environment [37] and the excretory system’s role in detoxification and waste excretion [38] suggest that many of the ASE genes we identified may be candidates for adaptation.

Similar to our findings for the genetic basis of expression variation, the mode of expression inheritance, and phenotypic dominance (Figs 3–5), we detected significant effects of tissue and genetic background on bacterial community composition in our microbiome analysis, although the detected genetic background effects did not appear to explain host gene expression variation (Figs 6, 7, and S11). The endosymbiont *Wolbachia*, which is known to affect microbiome composition but is not present in the gut lumen [56], was predominant in all of our samples (S9 Fig) but we did not detect the very common *Lactobacillus* (Fig 6), which suggests that physical abundance within the gut may not be predictive of metabolic activity levels and some bacterial community members may be more or less active than predicted by their physical abundance. Bacterial community composition was highly divergent between the two gut tissues, and the effect of genetic background appeared to be driven by higher diversity in the hindgut, which also showed more differentiation among strains (Figs 6, 7 and S11). Because all flies were reared in the same lab environment, a large portion of the detected bacterial community was likely acquired in the lab. Rearing environment greatly influences bacterial community composition, with communities of lab-reared strains less diverse than their natural-reared counterparts [57]. Thus, it is difficult to draw conclusions about how the genetic background effects we detected might influence bacterial community composition in nature, although genetic differentiation among natural *D*. *melanogaster* populations is known to shape bacterial community structure [58].

Overall, our findings yield insight into the evolution of regulatory architecture, the effects of regulatory variation on tissue specificity, the effects of genetic background on expression and microbiome variation, as well as the importance of accounting for context-specificity in evolutionary studies.

## Materials and methods

### *D*. *melanogaster* samples and sequencing

All *D*. *melanogaster* strains were reared on cornmeal-molasses medium under standard lab conditions (21°C, 14 hour light: 10 hour dark cycle). mRNA-seq and microbiome sequencing were performed for four isofemale strains, two from Umeå, Sweden (SU26 and SU58) [29] and two from Siavonga, Zambia (ZI418 and ZI197) [30] as well as F1 hybrids between the Swedish and Zambian parental lines (SU58xZI418, SU58xZI197, SU26xZI418, SU26xZI197). The SU58 and ZI418 strains have the standard arrangement for all known chromosomal inversion polymorphisms [19, 44], while SU26 and ZI197 have the standard arrangement with the exception of *In(2L)t*, which was present in SU26 [19] and *In(3R)K*, which was present in ZI197 [44]. To determine if inversion status affected our findings, we tested for a significant over- or underrepresentation of genes differentially expressed or displaying ASE between parental strains among genes located within the *In(2L)t* or *In(3R)K* inversion using a χ^2^ test. Reciprocal F1 hybrids were generated in both directions (i.e. parental genotypes were switched) by crossing 2–3 virgin females of one line with 4–5 males of the other line. Crosses were carried out in 8–13 replicate vials and parental strains were similarly reared (2–3 females and 3–5 males per vial with 8–12 replicate vials) in order to control for rearing density among genotypes.

Midguts (from below the cardia to the midgut/hindgut junction, 20 per biological replicate) and hindguts (from the midgut/hindgut junction to the anus, 60 per biological replicate) were dissected from 6-day-old females in cold 1X PBS and stored in RNA/DNA shield (Zymo Research Europe; Freiburg, Germany) at -80°C until RNA extraction. For F1 hybrids, half of the tissues were dissected from each of two reciprocal crosses in order to avoid potential parent-of-origin effects, although such effects are expected to be absent or very rare in *D*. *melanogaster* [6,59]. RNA was extracted from three biological replicates per genotype and tissue type (48 samples in total) with the RNeasy Mini kit (Qiagen; Hilden, Germany) as directed by the manufacturer. mRNA-seq and microbiome sequencing were performed using the same RNA extractions. Poly-A selection, fragmentation, reverse transcription, library construction, and high- throughput sequencing was performed by Novogene (Hong Kong) using the Illumina HiSeq 2500 platform (Illumina; San Diego, CA) with 150-bp paired reads. Malpighian tubule 125-bp paired read data for SU58, SU26, ZI418 and F1 hybrids (SU58xZI418, SU26xZI418), which was composed of 2 biological replicates per genotype (10 in total; 58 libraries in total across all tissues) was downloaded from Gene Expression Omnibus (accession number GSE103645).

### Microbiome sequencing and analysis

Reverse transcription was carried out to generate complementary DNA (cDNA) which was used for amplicon sequencing targeting the V4 region of the 16S rRNA bacterial gene. First, template RNA was cleaned of potential residual genomic DNA with the PerfeCta DNase I (Quantabio; Beverly, MA) following the manufacturer’s instructions. Reverse transcription was performed using the FIREScript RT cDNA Synthesis (Solis BioDyne; Tartu, Estonia) with specific bacterial primers, 515F (5’-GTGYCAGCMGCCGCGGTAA-3’) and 806R (5’- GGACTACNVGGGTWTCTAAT-3’), also following the manufacturer’s instructions. The V4 region of the 16S rRNA gene was sequenced from the resulting cDNA on an Illumina Miseq platform using the 515F and 806R primer pair. Using the R package DADA2 (version 1.26.0) [60], Amplicon Sequence Variants (ASVs) were inferred after trimming (length of 240nt for forward reads and 180nt for reverse reads). Dereplication and chimera removal were performed using default parameters of DADA2. Each ASV was assigned taxonomically using the Silva classifier (version 138.1) [61]. ASVs assigned to the Eukaryotic and Archeal kingdoms were removed. Given that the gut bacterial community was highly dominated by one ASV assigned to the genus *Wolbachia* (S9 Fig), a known intracellular symbiont of *Drosophila melanogaster*, we chose to remove it for further statistical analysis, revealing the underlying diversity in the gut bacterial community.

All statistical analyses were performed in R-4.2.2 and each graph was generated with the *ggplot2* package [62]. The composition of the bacterial gut community was analyzed using the *Phyloseq* package [63]. ASVs not present in more than 6.25% (3 replicates/48 samples = 0.00625) of the samples were removed for visualization purposes but kept in the data for the remaining analyses. Differences in beta-diversity were tested with permutational multivariate analysis of variance (*vegan* package version 2.6–4) [64] on a Bray-Curtis dissimilarities matrix and Principal coordinate analyses (PCoA) was performed for visualization using the *vegan* package. Differences in bacterial alpha diversity (species richness, Shannon index, Simpson index and inverse Simpson index generated with *vegan* package) were tested with linear mixed models (lmer, *lme4* package) [65] and pairwise comparisons were tested following the Tukey method (*emmeans* package) [66]. The RNA extraction batch had no significant effect on differences in alpha and beta-diversity of the bacterial community.

### mRNA-seq analyses

Reference genomes for each parental strain were constructed using published genome sequence assemblies of SU26 and SU58 [29], and ZI197 and ZI418 [44, 67] as described in [19]. Briefly, if a nucleotide sequence difference on the major chromosome arms (X, 2R, 2L, 3R, 3L) occurred between a parental strain and the *D*. *melanogaster* reference genome (release 6) [68], the parental nucleotide variant was included in the new reference transcriptome. If the parental sequence contained an uncalled base (“N”), the reference sequence was used. All transcribed regions (including rRNAs, non-coding RNAs, and mRNAs) were then extracted from each parental reference genome using FlyBase annotation version 6.29 [68]. For each parental strain library, mRNA-seq reads were mapped to the corresponding parental reference genome. In order to prevent mapping bias for genes with greater sequence similarity to one of the parental reference genomes, reads for F1 hybrids were mapped to the combined parental reference genomes.

Reads were mapped to the reference transcriptomes using NextGenMap [69] in paired-end mode. Read pairs matching more than one transcript of a gene were randomly assigned to one of the transcripts of that gene. For downstream analyses, we analyzed the sum of read counts across all of a gene’s transcripts (across all annotated exons), i.e. on the individual gene-level. To identify genes with poor mapping quality, for each parental transcriptome, we simulated mRNA-seq data with 200 reads per transcript and either 125 bp or 150 bp reads, then mapped the reads back to the corresponding transcriptome. Genes for which more than 5% of reads mapped incorrectly were removed from the analyses of the corresponding read length (125 bp for Malpighian tubule and 150 bp for midgut and hindgut). Library size ranged from 34.7 to 55.0 million paired end reads, 97.0–98.6% of which could be mapped (S15 Table).

ASE and mode of expression inheritance analyses were performed within individual tissues as well as for all tissues together. Analyses for individual tissues were qualitatively similar to our analyses including all tissues; therefore, we focus in the main text on analyses including all tissues (S1 and S2 Data) and have included individual tissue analyses as Supplementary material (S3–S5 Data, S3–S6 Tables). To standardize statistical power across all libraries included in the analysis, we held the total number of mapped reads constant by setting the maximum number of mapped reads per sample to that of the library with the fewest mapped reads and randomly subsampling reads (without replacement) until the total number of mapped reads for each sample equaled the maximum. The number of reads we subsampled for each dataset were as follows: 34,009,757 in midgut, 31,611,417 in hindgut, and 30,820,759 in Malpighian tubule as well as for analyses including all tissues. We identified differentially expressed genes using a negative binomial test as implemented in DESeq2 [70]. Gene expression divergence between two strains or tissues was calculated as 1 –Spearman’s ρ between the mean normalized gene counts of the two. Significant differences in divergence were assessed with a *t*-test. To be considered as expressed in our dataset, we required that a gene have a minimum of 15 reads in each sample, which resulted in 7,684, 8,209, 7,675, and 6,894 genes in the midgut, hindgut, Malpighian tubule, and all tissues, respectively, that could be used in analyses.

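With every library subsampled without replacement to 31611417 counts, 7648 genes had 15 or more counts in every midgut library, 8200 in every hindgut library and 7112 in all 48.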

### Calculation of tissue specificity and phenotypic dominance *h*

We calculated normalized gene counts for each sample using DESeq2 [70] for genes expressed in all tissues. We then used the normalized gene counts to calculate the tissue-specificity index tau, τ, [71] for each genotype for which we had data from all three examined tissues and were able to examine tissue specificity for 3,338 genes expressed in all genetic backgrounds and tissues. The degree of phenotypic dominance (*h*) was calculated for each set of parental strains and their respective F1 hybrid (4 genetic background combinations in total) as:

$$h=\frac{2X_{F1}-X_{ZI}-X_{SU}}{X_{ZI}-X_{SU}},$$ (1)

where *X*_ZI_, *X*_SU_, and *X*_F1_ represent the mean normalized gene count across all replicates for the Zambian parental strain, the Swedish parental strain, and the F1 hybrid, respectively [72] in each set of background combinations. This equation for phenotypic dominance yields values between -1 (complete dominance of the Swedish background) and 1 (complete dominance of the Zambian background), which allows for a simple and intuitive comparison of the magnitude of dominance between the two backgrounds but differs slightly from how phenotypic dominance is calculated by other methods (for example, see [73]). Divergence in the degree of phenotypic dominance (*h*) between two genetic backgrounds or tissues was calculated as 1 –Spearman’s ρ between the two. Significant differences in divergence were assessed with a *t*-test.

### Inference of the mode of expression inheritance

To infer the mode of expression inheritance in F1 hybrids, we compared F1 hybrid expression to parental expression and classified genes into six categories: “similar,” “P1 dominant”, “P2 dominant”, “additive,” “overdominant,” and “underdominant” [5]. To do so, we compared the fold-change difference in expression as calculated by DESeq2 [70] for each gene between genotypes to a fold-change cutoff threshold. Genes where all expression differences were below the cutoff were classified as “similar”, while genes for which the expression difference was greater than the cutoff between the hybrid and only one parent were classified as dominant for that parent. Genes were categorized as additive if the expression differences between the hybrid and both parents was above the cutoff and the hybrid expression was between the expression of the two parental strains, or if the difference in expression between the two parents was above the cutoff and hybrid expression was between the two parental strains. Genes were categorized as overdominant if the expression difference between the hybrid and both parents was above the cutoff and hybrid expression was greater than that of both parents. A gene was categorized as underdominant if the expression difference between the hybrid and both parents was above the cutoff and hybrid expression was lower than that of both parents. We employed three fold-change cutoffs (1.25, 1.5, and 2) as well as a negative binomial test [70] and a 5% FDR cutoff, for which we also included an ambiguous category for genes that did not fit into the other categories. In the main text, we focus on the 1.25-fold cutoff as i) the relative proportion of genes falling into each of the non-similar categories was qualitatively similar for all cutoffs (S2 Table), ii) a fold-change cutoff (rather than a statistical test) should avoid bias in detecting differential expression between alleles/genes with higher expression, as the power of statistical tests increases with increasing read counts, iii) the 1.25-fold cutoff has been employed in several previous studies with the justification that most of the significant expression differences detected between samples tend to be of this magnitude [5,20,74], and iv) previous work using the Malpighian tubule data we use here empirically determined it to be a reasonable cutoff for this analysis [19]. The results for the other cut-offs and individual tissues are provided in S2 and S3 Tables.

### ASE analysis

In order to detect expression differences between the two alleles in each F1 hybrid, we compiled lists of diagnostic SNPs that could be used to distinguish between transcripts for each pairwise combination of parental alleles in each examined tissue (S16 Table). To do so, we first compared the two parental reference genome sequences over all transcribed regions annotated in the *D*. *melanogaster* reference genome (version 6.29) [68] to compile an initial list of diagnostic SNPs. In order to exclude sites with potential residual heterozygosity or sequencing errors, for each tissue, we required that all SNPs inferred from the genome sequences be confirmed in the parental mRNA-seq data with a coverage of ≥ 20 reads and the expected variant in ≥ 95% of the mapped reads of each parent. Next, we called new SNPs from the parental mRNA-seq data if a site was not polymorphic (or contained an N) in the parental genome sequences, but had ≥ 20 mapped reads in each parent with ≥ 95% having the same base in one parent but a different base the other parent. The total number of high-confidence diagnostic SNPs meeting these criteria was 66,030–89,497, 74,388–105,634, and 59,294–60,668 for midgut, hindgut, and Malpighian tubule, covering 6,937–7,474, 7,399–8,166, and 6,394–6,412 genes, respectively.

To assess ASE in the F1 hybrids, we used the mapping data described in the mRNA-seq analyses section above, but used only reads containing at least one diagnostic SNP (i.e. reads that could be assigned to a parental allele). As described above, counts were summed over all transcripts of a gene and the ASE analysis was carried out on a per gene basis. To standardize statistical power between genetic background combinations and/or tissues while maximizing the number of reads that could be included in our analysis, the maximum number of diagnostic reads per sample (i.e. the maximum number of reads for 2 alleles) was set to that of the F1 hybrid with the fewest diagnostic reads. For all other samples, reads were randomly subsampled (without replacement) until the total number of diagnostic reads equaled the maximum for F1 hybrids or half of the maximum for parents. The maximum number of diagnostic reads was set to 15,446,286, 11,058,789, 12,477,714, and 11,058,789 for midgut, hindgut, Malpighian tubule, and all tissues, respectively. We tested for differences in allelic expression using a negative binomial test as implemented in DESeq2 [70], using only genes with a minimum of 15 diagnostic reads for each allele replicate, resulting in a total of 5,060–5,590, 5,650–6,141, 5,097–5,133, and 4,035–4,592 genes depending on genetic background combination that could be analyzed in the midgut, hindgut, Malpighian tubule, and all tissues, respectively, of which 4,228, 4,800, 4,397, and 2,845 genes could be analyzed in all genetic background combinations. In the main text, we focus on the 2,845 genes that could be directly compared across all genetic background combinations and tissues, although results for individual tissues and genetic background combinations were qualitatively similar (S5 Table).

### Inference of the genetic basis of expression variation

We determined the genetic basis of expression variation for each gene using the outcome of three statistical tests: a negative binomial test for differential expression between the two parental strains, a negative binomial test for ASE in the F_1_ hybrid, and a Cochran–Mantel–Haenszel (CMH) test of the ratio of expression between the two parents and the ratio between the two alleles in the hybrid. For all tests, *P*-values were adjusted for multiple testing [75] and an FDR cutoff of 5% was used to define significant differences. We employed the same subsampling procedure as described in the ASE analysis section above in order to balance statistical power between parents and hybrids. We classified genes into regulatory classes [5] as follows: “conserved” genes showed no significant difference in any test; “all *cis*” genes showed significant ASE in hybrids and significant DE between parents, but the CMH test was not significant; “all *trans*” genes showed significant DE between the parents and a significant CMH test, but no ASE; “compensatory” genes had no DE between parents, but showed significant ASE in hybrids and a significant CMH test; “*cis* + *trans*” genes were significant result for all three tests with the expression difference between the parents greater than the difference between the two alleles in the hybrid; “*cis* × *trans*” genes also had three significant tests, but the expression difference between the parents was less than the difference between the two alleles in the hybrid; and “ambiguous” genes were significant for only one test.

### Gene set enrichment analysis

We used InterMine [76] to search for an enrichment of gene ontology (GO) biological process and molecular function terms for genes displaying ASE in each genetic background and tissue as well as in all tissues.

### Sex-biased gene analysis

In order to calculate sex bias for each gene in each examined tissue, we downloaded male (M) and female (F) FPKM (Fragments Per Kilobase of transcript per Million mapped reads) values from FlyAtlas2 [41] and calculated sex bias as log2(FPKM_M_/FPKM_F_). Based on this log fold-change (LFC), we categorized genes as either sex-biased (LFC ≥ 0.5 or LFC ≤ -0.5) or unbiased (LFC ≤ 0.5 or LFC ≥ -0.5). We tested for a significant over- or underrepresentation of sex-biased genes among genes displaying ASE using a χ^2^ test with a Benjamini-Hochberg multiple test correction. To better understand how these sex-biased genes were distributed among different levels of sex bias, we further categorized genes as strongly female-biased (FS; LFC ≤ -1.5), moderately female-biased (FB; -0.5 ≤ LFC ≤ -1.5), unbiased (UB; -0.5 > LFC > 0.5), moderately male-biased (MB; 0.5 ≥ LFC ≥ 1.5), or strongly male-biased (MS; LFC ≥ 1.5; S8 Table).

## Supporting information

S1 Fig Expression and dominance (*h*) divergence within and among tissues. A) Expression and B) dominance (*h*) divergence among genotypes within the midgut (MG), hindgut (HG), and Malpighian tubule (MT) versus divergence between the same genotype among tissues (across). C) Expression and D) dominance (*h*) divergence within the same genotype among tissues. A–C) Significance was assessed with a *t*-test. D) Significance was not assessed due to the low number of comparisons. Bonferroni-corrected *P* values are shown. * *P* < 0.05, ** *P* < 5 x 10^−5^, *** *P* < 10^−14^, ns not significant, nt not tested.
(PDF)

S2 Fig Differential expression and divergence within tissues. The total number of differentially expressed (DE) genes between genotypes within the A) hindgut (HG), B) midgut (MG), and C) Malpighian tubule (MT) are shown above the diagonal, while expression divergence (as measured by ρ subtracted from one) between genotypes is shown below the diagonal. Analysis was performed in each tissue individually. The numbers of genes that could be included in the analysis for each tissue were 8,209 in the hindgut, 7,684 in the midgut, and 7,675 in the Malpighian tubule.
(PDF)

S3 Fig Mode of expression Inheritance in SU26xZI418 and SU58xZI418 backgrounds. Upset plots showing unique and overlapping genes within the hindgut (circles), midgut (triangles), and Malpighian tubule (squares) in the A,C,E) SU26xZI418 or B,D,F) SU58xZI418 backgrounds. Horizontal bars represent the total number (num.) of genes in a tissue and inheritance category combination. Vertical bars represent the number of genes in an intersection class. A filled circle underneath a vertical bar indicates that a tissue and inheritance category combination is included in an intersection class. A single filled circle represents an intersection class containing only genes unique to a single tissue and inheritance category combination. Filled circles connected by a line indicate that multiple tissue and inheritance category combinations are included in an intersection class. Genes categorized into A,B) basic expression inheritance (inherit.), i.e. P1 dominant (P1 dom.), P2 dominant (P2 dom.), and additive (add.), C,D) misexpression (misexpress.), and E,F) similar categories are shown.
(PDF)

S4 Fig Mode of expression inheritance in SU26xZI197 and SU58xZI197 backgrounds. Upset plots showing unique and overlapping genes within the hindgut (circles) and midgut (triangles) in the A,B,E) SU26xZI197 or C,D,F) SU58xZI197 backgrounds. Horizontal bars represent the total number (num.) of genes in a tissue and inheritance category combination. Vertical bars represent the number of genes in an intersection class. A filled circle underneath a vertical bar indicates that a tissue and inheritance category combination is included in an intersection class. A single filled circle represents an intersection class containing only genes unique to a single tissue and inheritance category combination. Filled circles connected by a line indicate that multiple tissue and inheritance category combinations are included in an intersection class. Genes categorized into A,C) similar, B,D) basic expression inheritance (inherit.), i.e. P1 dominant (P1 dom.), P2 dominant (P2 dom.), and additive (add.), and E,F) misexpression (mis-express.) categories are shown.
(PDF)

S5 Fig Genetic basis of expression inheritance in SU26xZI418 and SU58xZI418 backgrounds. Upset plots showing unique and overlapping genes with non-ambiguous regulatory divergence in the hindgut (circles), midgut (triangles), and Malpighian tubule (squares) in the A) SU26xZI418 or B) SU58xZI418 backgrounds. Horizontal bars represent the total number of genes in a tissue and regulatory category combination. Vertical bars represent the number of genes in an intersection class. A filled circle underneath a vertical bar indicates that a tissue and inheritance category combination is included in an intersection class. A single filled circle represents an intersection class containing only genes unique to a single tissue and regulatory category combination. Filled circles connected by a line indicate that multiple tissue and regulatory category combinations are included in an intersection class.
(PDF)

S6 Fig Genetic basis of expression inheritance in SU26xZI197 and SU58xZI197 backgrounds. Upset plots showing unique and overlapping genes with non-ambiguous regulatory divergence in the hindgut (circles) and midgut (triangles) in the A) SU26xZI197 or B) SU58xZI197 backgrounds. Horizontal bars represent the total number (num.) of genes in a tissue and regulatory category combination. Vertical bars represent the number of genes in an intersection class. A filled circle underneath a vertical bar indicates that a tissue and inheritance category combination is included in an intersection class. A single filled circle represents an intersection class containing only genes unique to a single tissue and regulatory category combination. Filled circles connected by a line indicate that multiple tissue and regulatory category combinations are included in an intersection class.
(PDF)

S7 Fig Genetic basis of expression inheritance across examined tissues and backgrounds. Shown are A,B) unique and C,D) overlapping genes in each regulatory category. Shown are A) the number of genes unique to each tissue within each regulatory category and genetic background, B) the number of genes unique to each genetic background and tissue within each regulatory category, C) the number of genes in each regulatory category detected in all examined tissues for each genetic background, and D) the number of genes in each regulatory category detected in all genetic backgrounds for each tissue. Asterisks (*) indicate comparisons using only C) two tissues or D) two genetic backgrounds.
(PDF)

S8 Fig All dominance in *cis*-only versus *trans*-only genes. A) Dominance and B) magnitude of dominance *h* for genes categorized as *cis*-only (*c*, light) and *trans*-only (*t*, dark) in each background and tissue. Significance was assessed with a *t*-test. Bonferroni-corrected *P* values are shown in grey. *** *P* < 0.005, ** *P* < 0.01, * *P* < 0.05, ms *P* marginally significant after multiple test correction (*P* < 0.1), ns *P* not significant after multiple test correction.
(PDF)

S9 Fig Composition of the bacterial communities in the midgut and hindgut of each genotype, including *Wolbachia* ASVs. Colored sections of each bar show bacterial genera with a relative abundance superior to 5% in each sample. The remaining genera are compiled in the “Others” category.
(PDF)

S10 Fig Principal coordinate analysis of bacterial communities in A) both midgut and hindgut samples, B) hindgut, and C) midgut, including *Wolbachia* ASVs. The legend indicates that replicates of each genotype share the same color, while shape indicates tissue.
(PDF)

S11 Fig Shannon diversity index of the bacterial community in the midgut and hindgut excluding (A) or including (B) *Wolbachia* ASVs. * indicates significant differences of the Shannon index between groups (lmer, *P* < 0.05).
(PDF)

S1 Table Shared differentially expressed genes among tissues and genotypes. The numbers of overlapping differentially expressed (DE) genes within or among genotypes and/or tissues for all DE genes (All) or genes upregulated in the midgut (MG_up_), hindgut (HG_up_), and Malpighian tubule (MT_up_) tissues are shown. Only genotypes for which data was available in all examined tissues are shown.
(XLSX)

S2 Table Mode of expression inheritance in combined tissue analysis. Numbers of genes in each mode of expression inheritance category within the hindgut, midgut, and Malpighian tubule at a 1.25-, 1.5-, and 2-fold change or 5% FDR cut-off (see Methods) are shown. 6,894 genes could be included in the analysis. The ambiguous category is only necessary for the 5% FDR cutoff and comprises genes which could not be assigned into other categories.

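The categories of S2 Table were also counted here over the 7277 genes of both tissues. At 1.5-fold, 23422 of the 29108 calls of the 4 backgrounds in the midgut were similar, 1485 P1 dominant, 1634 P2 dominant and 2359 additive. In the hindgut, these were 24904, 1099, 896 and 1958. With classes called at 5% FDR, 20976 calls in the midgut and 18854 in the hindgut were similar, and 138 and 131 were ambiguous.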

(XLSX)

S3 Table Mode of expression inheritance in individual tissue analysis. Numbers of genes in each mode of expression inheritance category within the hindgut, midgut, and Malpighian tubule at a 1.25-, 1.5-, and 2-fold change or 5% FDR cut-off (see Methods) are shown. 7,684, 8,209, and 7,675 genes could be included in the analysis in the midgut, hindgut and the Malpighian tubule, respectively. The ambiguous category is only necessary for the 5% FDR cutoff and comprises genes which could not be assigned into other categories.

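For the analysis of each tissue alone behind S3 Table, the genes were those with 15 or more counts in every library of that tissue. At 1.5-fold, 24255 calls of the 4 backgrounds were similar in the midgut and 26753 in the hindgut, and 156 and 345 were overdominant. At 2-fold, 28593 and 30125 calls were similar and 30 and 37 were underdominant.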

(XLSX)

S4 Table ASE genes identified in individual tissue analyses. Number of differentially expressed (DE) genes between the parental strains (P) and alleles within the F1 hybrid (H) as well as allele specific genes (ASE) are shown for hindgut (HG), midgut (MG), Malpighian tubule (MT), and shared across all tissues (All). Dashes indicate missing data.
(XLSX)

S5 Table The genetic basis of expression inheritance in individual tissue analyses. Numbers of genes in each regulatory category within the hindgut, midgut, and Malpighian tubule are shown. 4,228, 4,800, and 4,397 genes could be included in the analysis in the midgut, hindgut and the Malpighian tubule, respectively.
(XLSX)

S6 Table Phenotypic dominance in all *cis* and all *trans groups* including all genes that could be analyzed in each individual tissue and genotype. The mean and mean of the absolute value of phenotypic dominance (*h*) are shown. Significance was assessed using a *t*-test. Significant *P*-values are in bold and values non-significant after multiple test correction are shown in grey.
(XLSX)

S7 Table Enriched GO terms in genes with ASE. Enriched molecular function and biological process GO terms for genes showing ASE in the Malpighian tubule (MT), midgut (MG), hindgut (HG), and all examined tissues. Number (num) of contributing terms and Holm-Bonferroni-adjusted *P*-values are shown. Genetic background and tissue combinations with no enriched GO terms are not shown.
(XLSX)

S8 Table Sex bias in genes displaying ASE. The number of genes categorized as strongly female-biased (FS; LFC ≤ -1.5), moderately female-biased (FB; -0.5 ≤ LFC ≤ -1.5), unbiased (UB; -0.5 > LFC > 0.5), moderately male-biased (MB; 0.5 ≥ LFC ≥ 1.5), strongly male-biased (MS; LFC ≥ 1.5), and generally sex-biased (SB; LFC ≥ 0.5 or LFC ≤ -0.5) are shown. Significant deviations from the expected number of sex-biased genes (SB EXP) were assessed with a χ^2^ test. *P*- and Benjamini-Hochberg-corrected *P*-values are shown.
(XLSX)

S9 Table The effect of *In(2L)t* and *In(3R)K* inversion status. The number of genes differentially expressed (DE) or displaying allele specific expression (ASE) between parental strains along with the number of genes located within an inversion are shown. The strain containing an inversion is shown in parentheses. Significant deviations from the expected number of DE or ASE genes were assessed with a χ^2^ test.
(XLSX)

S10 Table ANOVA results for pairwise comparisons between genes categorized as *cis*-only, *trans*-only, and conserved. Results for ANOVAs with τ of the indicated strain as the response variable and regulatory (reg.) variant type, tissue, and the interaction between them as factors.
(XLSX)

S11 Table PERMANOVA results on comparison of Bray-Curtis distances of the bacterial community including or excluding *Wolbachia* ASVs.

S12 Table Summary statistics of the LMER ANOVA comparing Shannon indices of the bacterial community including or excluding *Wolbachia* ASVs. The mixed models included the genotype and tissue as fixed factors and the batch and sample ID as random factors. The interaction term in between the two fixed effect did not have a significant effect on the Shannon indices and was subsequently removed from the models. LMER: Shannon index ~ genotype + tissue + 1| batch + 1| sample ID.
(XLSX)

S13 Table Pairwise comparisons of the Shannon index for the bacterial communities including or excluding *Wolbachia* ASVs. The comparisons were performed following the Tukey method and the *P*-values were adjusted via the Benjamini-Hochberg (BH) method.
(XLSX)

S14 Table Results of lmer comparing the relative abundance of *Wolbachia* in the bacterial communities.

S15 Table Library size and mapping efficiency for all mRNA-seq libraries. To prevent mapping bias, all libraries were simultaneously mapped to at least one pair of parental strains (P1 and P2). The number of mapped, paired mapped, unmapped, and discarded reads as well as total reads, read pairs, and proportion (prop) of mapped reads are shown.
(XLSX)

S16 Table Number of diagnostic SNPs in each tissue and comparison. Shown are the number of diagnostic SNPs determined from the respective reference genome (Ref) and with the mRNA-seq data included as well as the number of genes covered by the diagnostic SNPs.
(XLSX)

S1 Data ASE gene counts and expression in analyses including all tissues.

S2 Data Phenotypic dominance, sex-biased gene expression, and τ in analyses including all tissues.

S3 Data ASE gene counts and expression, and phenotypic dominance in midgut analyses.

S4 Data ASE gene counts and expression, and phenotypic dominance in hindgut analyses.

S5 Data Gene counts, expression and phenotypic dominance in Malpighian tubule analyses.

S6 Data ASV and taxonomy tables of the bacterial communities in the midgut and hindgut.

## References

[1] BrawandD, SoumillonM, NecsuleaA, JulienP, CsárdiG, HarriganP, et al. The evolution of gene expression levels in mammalian organs. Nature. 2011;478(7369):343–8. doi: 10.1038/nature10532 22012392

[2] ConsortiumG. Human genomics. The Genotype-Tissue Expression (GTEx) pilot analysis: multitissue gene regulation in humans. Science. 2015;348(6235):648–60. doi: 10.1126/science.1262110 25954001 PMC4547484

[3] ShalekAK, SatijaR, ShugaJ, TrombettaJJ, GennertD, LuD, et al. Single-cell RNA-seq reveals dynamic paracrine control of cellular variation. Nature. 2014;510(7505):363–9. doi: 10.1038/nature13437 24919153 PMC4193940

[4] WittE, BenjaminS, SvetecN, ZhaoL. Testis single-cell RNA-seq reveals the dynamics of de novo gene transcription and germline mutational bias in *Drosophila*. Elife. 2019;8.10.7554/eLife.47138PMC669744631418408

[5] CoolonJD, McManusCJ, StevensonKR, GraveleyBR, WittkoppPJ. Tempo and mode of regulatory evolution in *Drosophila*. Genome Res. 2014;24(5):797–808.24567308 10.1101/gr.163014.113PMC4009609

[6] ChenJ, NolteV, SchlöttererC. Temperature stress mediates decanalization and dominance of gene expression in *Drosophila melanogaster*. PLoS Genet. 2015;11(2):e1004883.25719753 10.1371/journal.pgen.1004883PMC4342254

[7] KingMC, WilsonAC. Evolution at two levels in humans and chimpanzees. Science. 1975;188(4184):107–16. doi: 10.1126/science.1090005 1090005

[8] WrayGA, HahnMW, AbouheifE, BalhoffJP, PizerM, RockmanMV, et al. The Evolution of Transcriptional Regulation in Eukaryotes. Molecular Biology and Evolution. 2003;20(9):1377–419. doi: 10.1093/molbev/msg140 12777501

[9] BuchbergerE, ReisM, LuTH, PosnienN. Cloudy with a Chance of Insights: Context Dependent Gene Regulation and Implications for Evolutionary Studies. Genes (Basel). 2019;10(7). doi: 10.3390/genes10070492 31261769 PMC6678813

[10] AyrolesJF, CarboneMA, StoneEA, JordanKW, LymanRF, MagwireMM, et al. Systems genetics of complex traits in *Drosophila melanogaster*. Nat Genet. 2009;41(3):299–307.19234471 10.1038/ng.332PMC2752214

[11] MackayTF, StoneEA, AyrolesJF. The genetics of quantitative traits: challenges and prospects. Nat Rev Genet. 2009;10(8):565–77. doi: 10.1038/nrg2612 19584810

[12] BarbeiraAN, DickinsonSP, BonazzolaR, ZhengJ, WheelerHE, TorresJM, et al. Exploring the phenotypic consequences of tissue specific gene expression variation inferred from GWAS summary statistics. Nat Commun. 2018;9(1):1825. doi: 10.1038/s41467-018-03621-1 29739930 PMC5940825

[13] SignorSA, NuzhdinSV. The Evolution of Gene Expression in *cis* and *trans*. Trends Genet. 2018;34(7):532–44.29680748 10.1016/j.tig.2018.03.007PMC6094946

[14] HillMS, Vande ZandeP, WittkoppPJ. Molecular and evolutionary processes generating variation in gene expression. Nat Rev Genet. 2021;22(4):203–15. doi: 10.1038/s41576-020-00304-w 33268840 PMC7981258

[15] WittkoppPJ, HaerumBK, ClarkAG. Evolutionary changes in *cis* and *trans* gene regulation. Nature. 2004;430(6995):85–8.15229602 10.1038/nature02698

[16] WittkoppPJ, HaerumBK, ClarkAG. Regulatory changes underlying expression differences within and between *Drosophila* species. Nat Genet. 2008;40(3):346–50.18278046 10.1038/ng.77

[17] GrazeRM, McIntyreLM, MainBJ, WayneML, NuzhdinSV. Regulatory divergence in *Drosophila melanogaster* and *D*. *simulans*, a genomewide analysis of allele-specific expression. Genetics. 2009;183(2):547–61, 1SI-21SI.19667135 10.1534/genetics.109.105957PMC2766316

[18] MetzgerBPH, WittkoppPJ, CoolonJD. Evolutionary Dynamics of Regulatory Changes Underlying Gene Expression Divergence among *Saccharomyces* Species. Genome Biol Evol. 2017;9(4):843–54.28338820 10.1093/gbe/evx035PMC5604594

[19] Glaser-SchmittA, ZečićA, ParschJ. Gene Regulatory Variation in D*rosophila melanogaster* Renal Tissue. Genetics. 2018;210(1):287–301.29976765 10.1534/genetics.118.301073PMC6116969

[20] McManusCJ, CoolonJD, DuffMO, Eipper-MainsJ, GraveleyBR, WittkoppPJ. Regulatory divergence in *Drosophila* revealed by mRNA-seq. Genome Res. 2010;20(6):816–25.20354124 10.1101/gr.102491.109PMC2877578

[21] OsadaN, MiyagiR, TakahashiA. *Cis*—and *Trans* -regulatory Effects on Gene Expression in a Natural Population of *Drosophila melanogaster*. Genetics. 2017;206(4):2139–48.28615283 10.1534/genetics.117.201459PMC5560811

[22] BenowitzKM, ColemanJM, AllanCW, MatzkinLM. Contributions of *cis*- and *trans*-Regulatory Evolution to Transcriptomic Divergence across Populations in the *Drosophila mojavensis* Larval Brain. Genome Biol Evol. 2020;12(8):1407–18.32653899 10.1093/gbe/evaa145PMC7495911

[23] MajaneAC, CridlandJM, BlairLK, BegunDJ. Evolution and genetics of accessory gland transcriptome divergence between *Drosophila melanogaster* and *D*. *simulans*. Genetics. 2024.10.1093/genetics/iyae039PMC1115193638518250

[24] VertaJP, JonesFC. Predominance of cis-regulatory changes in parallel expression divergence of sticklebacks. Elife. 2019;8. doi: 10.7554/eLife.43785 31090544 PMC6550882

[25] DurkinSM, BallingerMA, NachmanMW. Tissue-specific and *cis*-regulatory changes underlie parallel, adaptive gene expression evolution in house mice. PLoS Genet. 2024;20(2):e1010892.38306396 10.1371/journal.pgen.1010892PMC10866503

[26] FearJM, León-NoveloLG, MorseAM, GerkenAR, Van LehmannK, TowerJ, et al. Buffering of Genetic Regulatory Networks in *Drosophila melanogaster*. Genetics. 2016;203(3):1177–90.27194752 10.1534/genetics.116.188797PMC4937466

[27] MeiklejohnCD, CoolonJD, HartlDL, WittkoppPJ. The roles of *cis*- and *trans*-regulation in the evolution of regulatory incompatibilities and sexually dimorphic gene expression. Genome Res. 2014;24(1):84–95.24043293 10.1101/gr.156414.113PMC3875864

[28] PuixeuG, MaconA, VicosoB. Sex-specific estimation of *cis* and *trans* regulation of gene expression in heads and gonads of *Drosophila melanogaster*. G3 (Bethesda). 2023;13(8).10.1093/g3journal/jkad121PMC1041159437259621

[29] KapopoulouA, KapunM, PieperB, PavlidisP, WilchesR, DuchenP, et al. Demographic analyses of a new sample of haploid genomes from a Swedish population of Drosophila melanogaster. Sci Rep. 2020;10(1):22415. doi: 10.1038/s41598-020-79720-1 33376238 PMC7772335

[30] PoolJE, Corbett-DetigRB, SuginoRP, StevensKA, CardenoCM, CrepeauMW, et al. Population Genomics of sub-saharan *Drosophila melanogaster*: African diversity and non-African admixture. PLoS Genet. 2012;8(12):e1003080.23284287 10.1371/journal.pgen.1003080PMC3527209

[31] SprengelmeyerQD, MansourianS, LangeJD, MatuteDR, CooperBS, JirleEV, et al. Recurrent Collection of *Drosophila melanogaster* from Wild African Environments and Genomic Insights into Species History. Mol Biol Evol. 2020;37(3):627–38.31730190 10.1093/molbev/msz271PMC7038662

[32] GonzálezJ, MacphersonJM, PetrovDA. A recent adaptive transposable element insertion near highly conserved developmental loci in *Drosophila melanogaster*. Mol Biol Evol. 2009;26(9):1949–61.19458110 10.1093/molbev/msp107PMC2734154

[33] MateoL, UllastresA, GonzálezJ. A transposable element insertion confers xenobiotic resistance in Drosophila. PLoS Genet. 2014;10(8):e1004560. doi: 10.1371/journal.pgen.1004560 25122208 PMC4133159

[34] Glaser-SchmittA, ParschJ. Functional characterization of adaptive variation within a *cis*-regulatory element influencing *Drosophila melanogaster* growth. PLoS Biol. 2018;16(1):e2004538.29324742 10.1371/journal.pbio.2004538PMC5783415

[35] RamnarineTJS, Glaser-SchmittA, CatalánA, ParschJ. Population Genetic and Functional Analysis of a *cis*-Regulatory Polymorphism in the *Drosophila melanogaster Metallothionein A* gene. Genes. 2019;10(2):147.30769915 10.3390/genes10020147PMC6410240

[36] Glaser-SchmittA, ParschJ. Dynamics and stage-specificity of between-population gene expression divergence in the *Drosophila melanogaster* larval fat body. PLoS Genet. 2023;19(4):e1010730.37099612 10.1371/journal.pgen.1010730PMC10166500

[37] Miguel-AliagaI, JasperH, LemaitreB. Anatomy and Physiology of the Digestive Tract of *Drosophila melanogaster*. Genetics. 2018;210(2):357–96.30287514 10.1534/genetics.118.300224PMC6216580

[38] CohenE, SawyerJK, PetersonNG, DowJAT, FoxDT. Physiology, Development, and Disease Modeling in the Drosophila Excretory System. Genetics. 2020;214(2):235–64. doi: 10.1534/genetics.119.302289 32029579 PMC7017010

[39] LiuQ, JinLH. Organ-to-Organ Communication: A Drosophila Gastrointestinal Tract Perspective. Front Cell Dev Biol. 2017;5:29. doi: 10.3389/fcell.2017.00029 28421183 PMC5376570

[40] LemaitreB, Miguel-AliagaI. The digestive tract of *Drosophila melanogaster*. Annu Rev Genet. 2013;47:377–404.24016187 10.1146/annurev-genet-111212-133343

[41] KrauseSA, OverendG, DowJAT, LeaderDP. FlyAtlas 2 in 2022: enhancements to the *Drosophila melanogaster* expression atlas. Nucleic Acids Res. 2022;50(D1):D1010–D5.34718735 10.1093/nar/gkab971PMC8728208

[42] LavingtonE, KernAD. The Effect of Common Inversion Polymorphisms In(2L) and In(3R)Mo on Patterns of Transcriptional Variation in Drosophila melanogaster. G3 (Bethesda). 2017;7(11):3659–68.28916647 10.1534/g3.117.1133PMC5677173

[43] Corbett-DetigRB, HartlDL. Population genomics of inversion polymorphisms in *Drosophila melanogaster*. PLoS Genet. 2012;8(12):e1003056.23284285 10.1371/journal.pgen.1003056PMC3527211

[44] LackJB, LangeJD, TangAD, Corbett-DetigRB, PoolJE. A Thousand Fly Genomes: An Expanded *Drosophila* Genome Nexus. Mol Biol Evol. 2016;33(12):3308–13. doi: 10.1093/molbev/msw195 27687565 PMC5100052

[45] SaidI, ByrneA, SerranoV, CardenoC, VollmersC, Corbett-DetigR. Linked genetic variation and not genome structure causes widespread differential expression associated with chromosomal inversions. Proc Natl Acad Sci U S A. 2018;115(21):5492–7. doi: 10.1073/pnas.1721275115 29735663 PMC6003460

[46] BroderickNA, BuchonN, LemaitreB. Microbiota-induced changes in *Drosophila melanogaster* host gene expression and gut morphology. mBio. 2014;5(3):e01117–14.10.1128/mBio.01117-14PMC404507324865556

[47] WongCN, NgP, DouglasAE. Low-diversity bacterial community in the gut of the fruitfly *Drosophila melanogaster*. Environ Microbiol. 2011;13(7):1889–900.21631690 10.1111/j.1462-2920.2011.02511.xPMC3495270

[48] ChandlerJA, LangJM, BhatnagarS, EisenJA, KoppA. Bacterial communities of diverse Drosophila species: ecological context of a host-microbe model system. PLoS Genet. 2011;7(9):e1002272. doi: 10.1371/journal.pgen.1002272 21966276 PMC3178584

[49] HungRJ, HuY, KirchnerR, LiuY, XuC, ComjeanA, et al. A cell atlas of the adult *Drosophila* midgut. Proc Natl Acad Sci U S A. 2020;117(3):1514–23.31915294 10.1073/pnas.1916820117PMC6983450

[50] CostaM, ReeveS, GrumblingG, Osumi-SutherlandD. The Drosophila anatomy ontology. J Biomed Semantics. 2013;4(1):32. doi: 10.1186/2041-1480-4-32 24139062 PMC4015547

[51] CarrollSB. Endless Forms: The Evolution of Gene Regulation and Morphological Diversity. Cell. 2000;101(6):577–80. doi: 10.1016/s0092-8674(00)80868-5 10892643

[52] CarrollSB. Evo-Devo and an Expanding Evolutionary Synthesis: A Genetic Theory of Morphological Evolution. Cell. 2008;134(1):25–36. doi: 10.1016/j.cell.2008.06.030 18614008

[53] SternDL, OrgogozoV. The loci of evolution: how predictable is genetic evolution? Evolution. 2008;62(9):2155–77. doi: 10.1111/j.1558-5646.2008.00450.x 18616572 PMC2613234

[54] CatalánA, Glaser-SchmittA, ArgyridouE, DuchenP, ParschJ. An Indel Polymorphism in the *MtnA* 3’ Untranslated Region Is Associated with Gene Expression Variation and Local Adaptation in *Drosophila melanogaster*. PLoS Genet. 2016;12(4):e1005987.27120580 10.1371/journal.pgen.1005987PMC4847869

[55] DabornPJ, YenJL, BogwitzMR, Le GoffG, FeilE, JeffersS, et al. A Single P450 Allele Associated with Insecticide Resistance in *Drosophila*. Science. 2002;297(5590):2253–6.12351787 10.1126/science.1074170

[56] SimhadriRK, FastEM, GuoR, SchultzMJ, VaismanN, OrtizL, et al. The Gut Commensal Microbiome of Drosophila melanogaster Is Modified by the Endosymbiont Wolbachia. mSphere. 2017;2(5). doi: 10.1128/mSphere.00287-17 28932814 PMC5597968

[57] StaubachF, BainesJF, KünzelS, BikEM, PetrovDA. Host species and environmental effects on bacterial communities associated with Drosophila in the laboratory and in the natural environment. PLoS One. 2013;8(8):e70749. doi: 10.1371/journal.pone.0070749 23967097 PMC3742674

[58] WangY, KapunM, WaideleL, KuenzelS, BerglandAO, StaubachF. Common structuring principles of the *Drosophila melanogaster* microbiome on a continental scale and between host and substrate. Environ Microbiol Rep. 2020;12(2):220–8.32003146 10.1111/1758-2229.12826

[59] CoolonJD, StevensonKR, McManusCJ, GraveleyBR, WittkoppPJ. Genomic imprinting absent in *Drosophila melanogaster* adult females. Cell Rep. 2012;2(1):69–75.22840398 10.1016/j.celrep.2012.06.013PMC3565465

[60] CallahanBJ, McMurdiePJ, RosenMJ, HanAW, JohnsonAJ, HolmesSP. DADA2: High-resolution sample inference from Illumina amplicon data. Nat Methods. 2016;13(7):581–3. doi: 10.1038/nmeth.3869 27214047 PMC4927377

[61] YilmazP, ParfreyLW, YarzaP, GerkenJ, PruesseE, QuastC, et al. The SILVA and "All-species Living Tree Project (LTP)" taxonomic frameworks. Nucleic Acids Res. 2014;42(Database issue):D643–8. doi: 10.1093/nar/gkt1209 24293649 PMC3965112

[62] WickhamH. ggplot2: Elegant Graphics for Data Analysis: Springer-Verlag New York; 2016.

[63] McMurdiePJ, HolmesS. phyloseq: an R package for reproducible interactive analysis and graphics of microbiome census data. PLoS One. 2013;8(4):e61217. doi: 10.1371/journal.pone.0061217 23630581 PMC3632530

[64] OksanenJ, SimpsonGL, BlanchetFG, KindtR, LegendreP, MinchinPR, et al. vegan: Community Ecology Package. 2022.

[65] BatesD, MächlerM, BolkerB, WalkerS. Fitting Linear Mixed-Effects Models Using lme4. Journal of Statistical Software. 2015;67(1):1–48.

[66] LenthRV, BolkerB, BuerknerP, Giné-VázquezI, HerveM, JungM, et al. emmeans: Estimated Marginal Means, aka Least-Squares Means. R package version 1.10.0 ed 2024.

[67] LackJB, CardenoCM, CrepeauMW, TaylorW, Corbett-DetigRB, StevensKA, et al. The *Drosophila* genome nexus: a population genomic resource of 623 *Drosophila melanogaster* genomes, including 197 from a single ancestral range population. Genetics. 2015;199(4):1229–41.25631317 10.1534/genetics.115.174664PMC4391556

[68] ThurmondJ, GoodmanJL, StreletsVB, AttrillH, GramatesLS, MarygoldSJ, et al. FlyBase 2.0: the next generation. Nucleic Acids Res. 2019;47(D1):D759–D65. doi: 10.1093/nar/gky1003 30364959 PMC6323960

[69] SedlazeckFJ, ReschenederP, von HaeselerA. NextGenMap: fast and accurate read mapping in highly polymorphic genomes. Bioinformatics. 2013;29(21):2790–1. doi: 10.1093/bioinformatics/btt468 23975764

[70] LoveMI, HuberW, AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15(12):550. doi: 10.1186/s13059-014-0550-8 25516281 PMC4302049

[71] YanaiI, BenjaminH, ShmoishM, Chalifa-CaspiV, ShklarM, OphirR, et al. Genome-wide midrange transcription profiles reveal expression level relationships in human tissue specification. Bioinformatics. 2005;21(5):650–9. doi: 10.1093/bioinformatics/bti042 15388519

[72] FalconerDS, MackayTF. Introduction to Quantitative Genetics. 4th ed. Harlow: Pearson Education; 1995.

[73] Glaser-SchmittA, WittmannMJ, RamnarineTJS, ParschJ. Sexual Antagonism, Temporally Fluctuating Selection, and Variable Dominance Affect a Regulatory Polymorphism in *Drosophila melanogaster*. Mol Biol Evol. 2021;38(11):4891–907.34289067 10.1093/molbev/msab215PMC8557461

[74] GibsonG, Riley-BergerR, HarshmanL, KoppA, VachaS, NuzhdinS, et al. Extensive sex-specific nonadditivity of gene expression in *Drosophila melanogaster*. Genetics. 2004;167(4):1791–9.15342517 10.1534/genetics.104.026583PMC1471026

[75] BenjaminiY, HochbergY. Controlling the false discovery rate: a practical and powerful approach to multiple testing. Journal of the Royal Statistical Society Series B. 1995;57(1):289–300.

[76] SmithRN, AleksicJ, ButanoD, CarrA, ContrinoS, HuF, et al. InterMine: a flexible data warehouse system for the integration and analysis of heterogeneous biological data. Bioinformatics. 2012;28(23):3163–5. doi: 10.1093/bioinformatics/bts577 23023984 PMC3516146

# Supplementary material for: Pervasive tissue-, genetic background-, and allele-specific gene expression effects in Drosophila melanogaster
**Source:** PLoS Genet. 2024 Aug 23;20(8):e1011257. doi: 10.1371/journal.pgen.1011257
**Supplement:** S1 Fig — A) Expression and B) dominance (h) divergence among genotypes within the midgut (MG), hindgut (HG), and Malpighian tubule (MT) versus divergence between the same genotype among tissues (across). C) Expression and D) dominance (h) divergence within the same genotype among tissues. A–C) Significance was assessed with a t-test. D) Significance was not assessed due to the low number of comparisons. Bonferroni-corrected P values are shown. * P < 0.05, ** P < 5 x 10−5, *** P < 10−14, ns not significant, nt not tested.

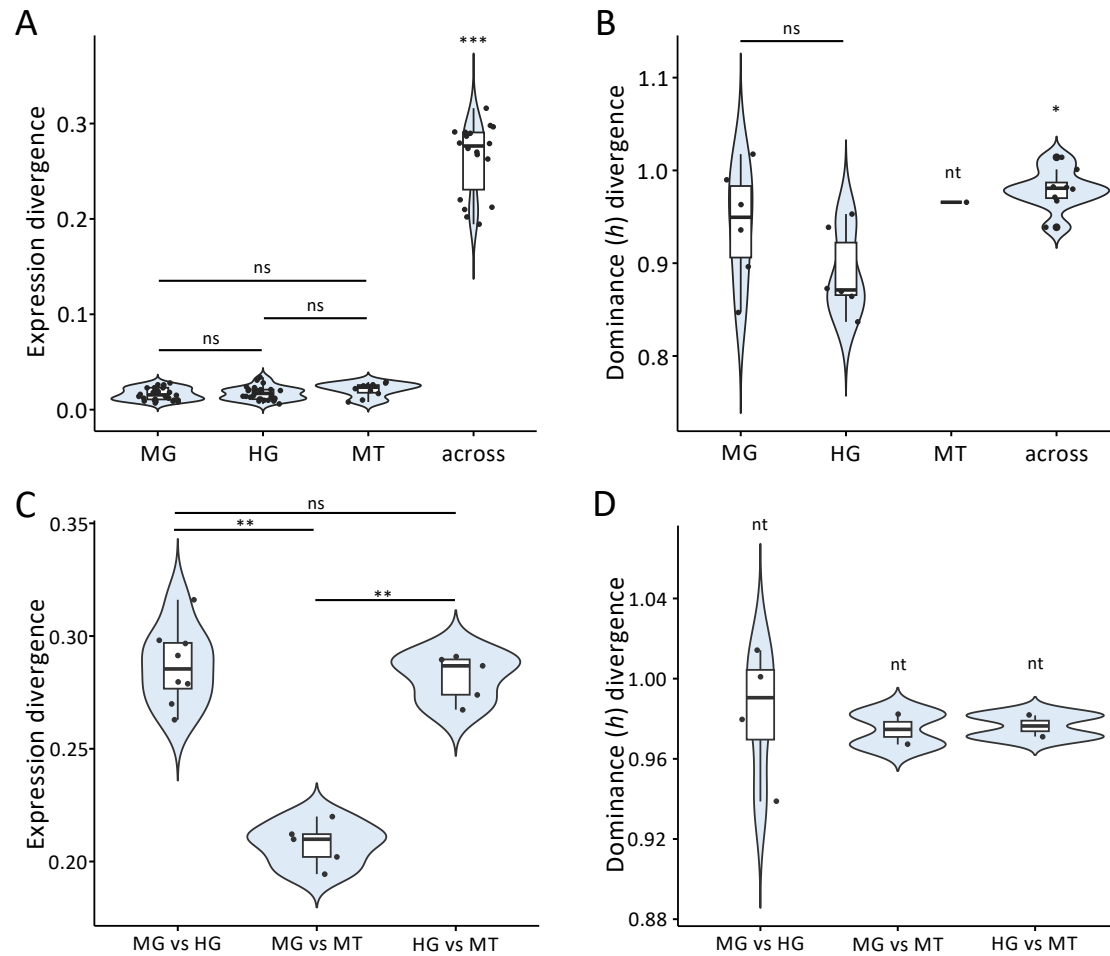

**S1 Fig. Expression and dominance (*h*) divergence within and among tissues.** A) Expression and B) dominance (*h*) divergence among genotypes within the midgut (MG), hindgut (HG), and Malpighian tubule (MT) versus divergence between the same genotype among tissues (across). C) Expression and D) dominance (*h*) divergence within the same genotype among tissues. A–C) Significance was assessed with a *t*-test. D) Significance was not assessed due to the low number of comparisons. Bonferroni-corrected *P* values are shown. \*  $P < 0.05$ , \*\*  $P < 5 \times 10^{-5}$ , \*\*\*  $P < 10^{-14}$ , ns not significant, nt not tested.

# Supplementary material for: Pervasive tissue-, genetic background-, and allele-specific gene expression effects in Drosophila melanogaster
**Source:** PLoS Genet. 2024 Aug 23;20(8):e1011257. doi: 10.1371/journal.pgen.1011257
**Supplement:** S2 Fig — The total number of differentially expressed (DE) genes between genotypes within the A) hindgut (HG), B) midgut (MG), and C) Malpighian tubule (MT) are shown above the diagonal, while expression divergence (as measured by ρ subtracted from one) between genotypes is shown below the diagonal. Analysis was performed in each tissue individually. The numbers of genes that could be included in the analysis for each tissue were 8,209 in the hindgut, 7,684 in the midgut, and 7,675 in the Malpighian tubule.

A

|                       |            | HG DE genes |       |       |       |            |            |            |            |
|-----------------------|------------|-------------|-------|-------|-------|------------|------------|------------|------------|
|                       |            | SU26        | SU58  | ZI197 | ZI418 | SU26xZI197 | SU26xZI418 | SU58xZI197 | SU58xZI418 |
| HG divergence (1 - ρ) | SU26       |             | 2137  | 3068  | 3206  | 1221       | 1092       | 2178       | 2365       |
|                       | SU58       | 0.029       |       | 2628  | 2708  | 1851       | 2070       | 1397       | 1099       |
|                       | ZI197      | 0.042       | 0.029 |       | 2926  | 1405       | 2938       | 1408       | 2841       |
|                       | ZI418      | 0.039       | 0.026 | 0.029 |       | 2679       | 1645       | 3180       | 1432       |
|                       | SU26xZI197 | 0.018       | 0.022 | 0.014 | 0.028 |            | 963        | 479        | 1738       |
|                       | SU26xZI418 | 0.014       | 0.024 | 0.035 | 0.019 | 0.012      |            | 1863       | 880        |
|                       | SU58xZI197 | 0.030       | 0.016 | 0.010 | 0.029 | 0.007      | 0.023      |            | 1529       |
|                       | SU58xZI418 | 0.029       | 0.012 | 0.027 | 0.014 | 0.020      | 0.016      | 0.015      |            |

B

|                       |            | MG DE genes |       |       |       |            |            |            |            |
|-----------------------|------------|-------------|-------|-------|-------|------------|------------|------------|------------|
| MG divergence (1 - p) |            | SU26        | SU58  | ZI197 | ZI418 | SU26xZI197 | SU26xZI418 | SU58xZI197 | SU58xZI418 |
|                       | SU26       |             | 1950  | 2115  | 2607  | 1092       | 1523       | 1584       | 1733       |
|                       | SU58       | 0.026       |       | 1897  | 2153  | 1133       | 1426       | 1085       | 503        |
|                       | ZI197      | 0.035       | 0.031 |       | 2083  | 799        | 2036       | 894        | 1349       |
|                       | ZI418      | 0.038       | 0.033 | 0.029 |       | 2345       | 1176       | 2069       | 773        |
|                       | SU26xZI197 | 0.016       | 0.020 | 0.013 | 0.027 |            | 555        | 457        | 630        |
|                       | SU26xZI418 | 0.018       | 0.023 | 0.028 | 0.016 | 0.011      |            | 1281       | 352        |
|                       | SU58xZI197 | 0.025       | 0.017 | 0.013 | 0.027 | 0.009      | 0.018      |            | 831        |
|                       | SU58xZI418 | 0.023       | 0.011 | 0.022 | 0.014 | 0.012      | 0.008      | 0.012      |            |

C

|                          |            | MT DE genes |       |       |            |            |
|--------------------------|------------|-------------|-------|-------|------------|------------|
| MT divergence<br>(1 - ρ) |            | SU26        | SU58  | ZI418 | SU26xZI418 | SU58xZI418 |
|                          | SU26       |             | 1780  | 2184  | 2163       | 1683       |
|                          | SU58       | 0.027       |       | 1482  | 1312       | 348        |
|                          | ZI418      | 0.033       | 0.032 |       | 729        | 466        |
|                          | SU26xZI418 | 0.032       | 0.031 | 0.024 |            | 462        |
|                          | SU58xZI418 | 0.025       | 0.010 | 0.013 | 0.019      |            |

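With the genes of each tissue's own filter, the mean number of differentially expressed genes of the 28 pairs was 1227.7 in the midgut and 1831.4 in the hindgut, from the fits of 24 libraries. The mean divergence of the midgut was then 0.0202.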

**S2 Fig. Differential expression and divergence within tissues.** The total number of differentially expressed (DE) genes between genotypes within the A) hindgut (HG), B) midgut (MG), and C) Malpighian tubule (MT) are shown above the diagonal, while expression divergence (as measured by  $p$  subtracted from one) between genotypes is shown below the diagonal. Analysis was performed in each tissue individually. The numbers of genes that could be included in the analysis for each tissue were 8,209 in the hindgut, 7,684 in the midgut, and 7,675 in the Malpighian tubule.

# Supplementary material for: Pervasive tissue-, genetic background-, and allele-specific gene expression effects in Drosophila melanogaster
**Source:** PLoS Genet. 2024 Aug 23;20(8):e1011257. doi: 10.1371/journal.pgen.1011257
**Supplement:** S3 Fig — Upset plots showing unique and overlapping genes within the hindgut (circles), midgut (triangles), and Malpighian tubule (squares) in the A,C,E) SU26xZI418 or B,D,F) SU58xZI418 backgrounds. Horizontal bars represent the total number (num.) of genes in a tissue and inheritance category combination. Vertical bars represent the number of genes in an intersection class. A filled circle underneath a vertical bar indicates that a tissue and inheritance category combination is included in an intersection class. A single filled circle represents an intersection class containing only genes unique to a single tissue and inheritance category combination. Filled circles connected by a line indicate that multiple tissue and inheritance category combinations are included in an intersection class. Genes categorized into A,B) basic expression inheritance (inherit.), i.e. P1 dominant (P1 dom.), P2 dominant (P2 dom.), and additive (add.), C,D) misexpression (misexpress.), and E,F) similar categories are shown.

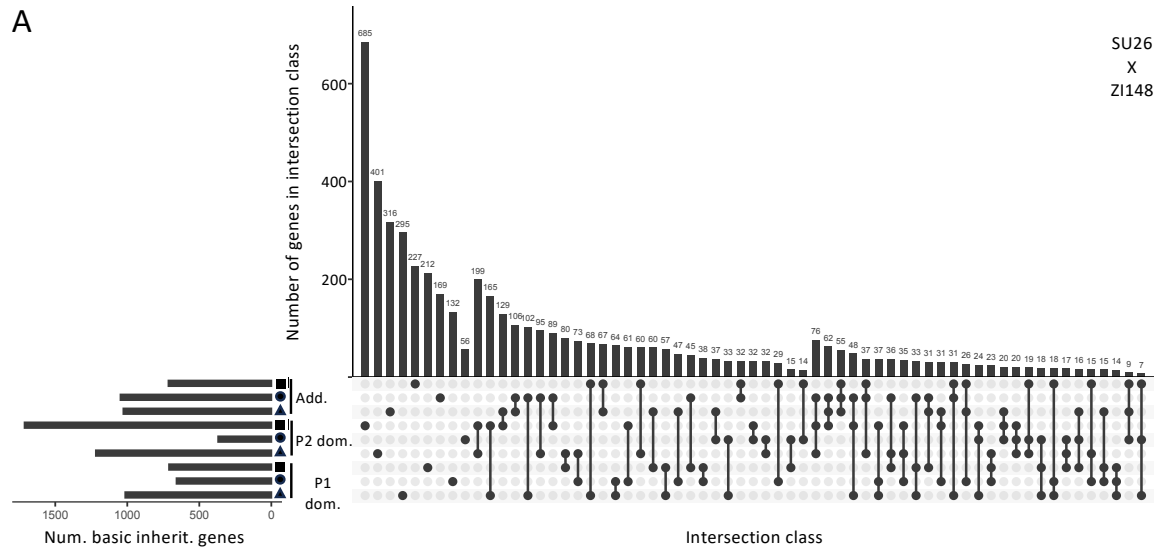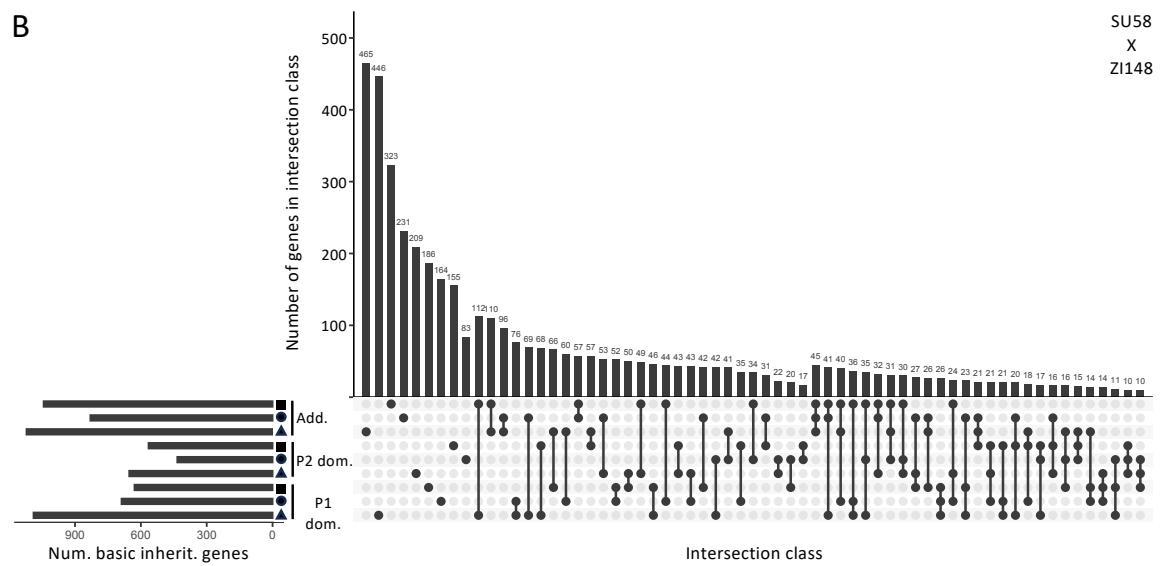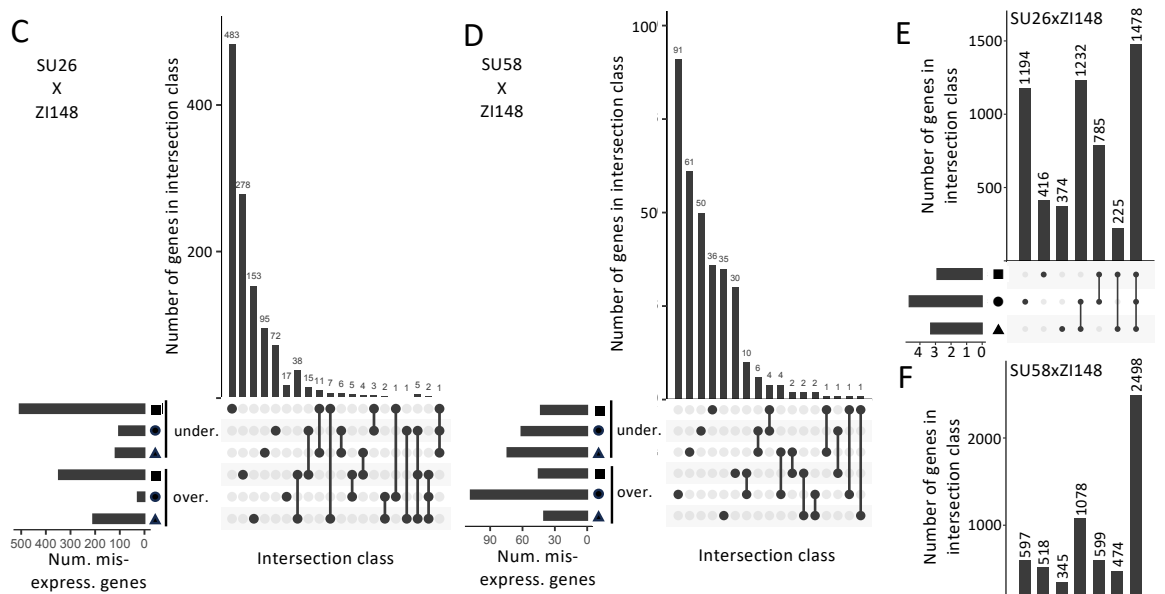

**S3 Fig. Mode of expression Inheritance in SU26xZI418 and SU58xZI418 backgrounds.** Upset plots showing unique and overlapping genes within the hindgut (circles), midgut (triangles), and Malpighian tubule (squares) in the A,C,E) SU26xZI418 or B,D,F) SU58xZI418 backgrounds. Horizontal bars represent the total number (num.) of genes in a tissue and inheritance category combination. Vertical bars represent the number of genes in an intersection class. A filled circle underneath a vertical bar indicates that a tissue and inheritance category combination is included in an intersection class. A single filled circle represents an intersection class containing only genes unique to a single tissue and inheritance category combination. Filled circles connected by a line indicate that multiple tissue and inheritance category combinations are included in an intersection class. Genes categorized into A,B) basic expression inheritance (inherit.), i.e. P1 dominant (P1 dom.), P2 dominant (P2 dom.), and additive (add.), C,D) misexpression (misexpress.), and E,F) similar categories are shown.

# Supplementary material for: Pervasive tissue-, genetic background-, and allele-specific gene expression effects in Drosophila melanogaster
**Source:** PLoS Genet. 2024 Aug 23;20(8):e1011257. doi: 10.1371/journal.pgen.1011257
**Supplement:** S4 Fig — Upset plots showing unique and overlapping genes within the hindgut (circles) and midgut (triangles) in the A,B,E) SU26xZI197 or C,D,F) SU58xZI197 backgrounds. Horizontal bars represent the total number (num.) of genes in a tissue and inheritance category combination. Vertical bars represent the number of genes in an intersection class. A filled circle underneath a vertical bar indicates that a tissue and inheritance category combination is included in an intersection class. A single filled circle represents an intersection class containing only genes unique to a single tissue and inheritance category combination. Filled circles connected by a line indicate that multiple tissue and inheritance category combinations are included in an intersection class. Genes categorized into A,C) similar, B,D) basic expression inheritance (inherit.), i.e. P1 dominant (P1 dom.), P2 dominant (P2 dom.), and additive (add.), and E,F) misexpression (mis-express.) categories are shown.

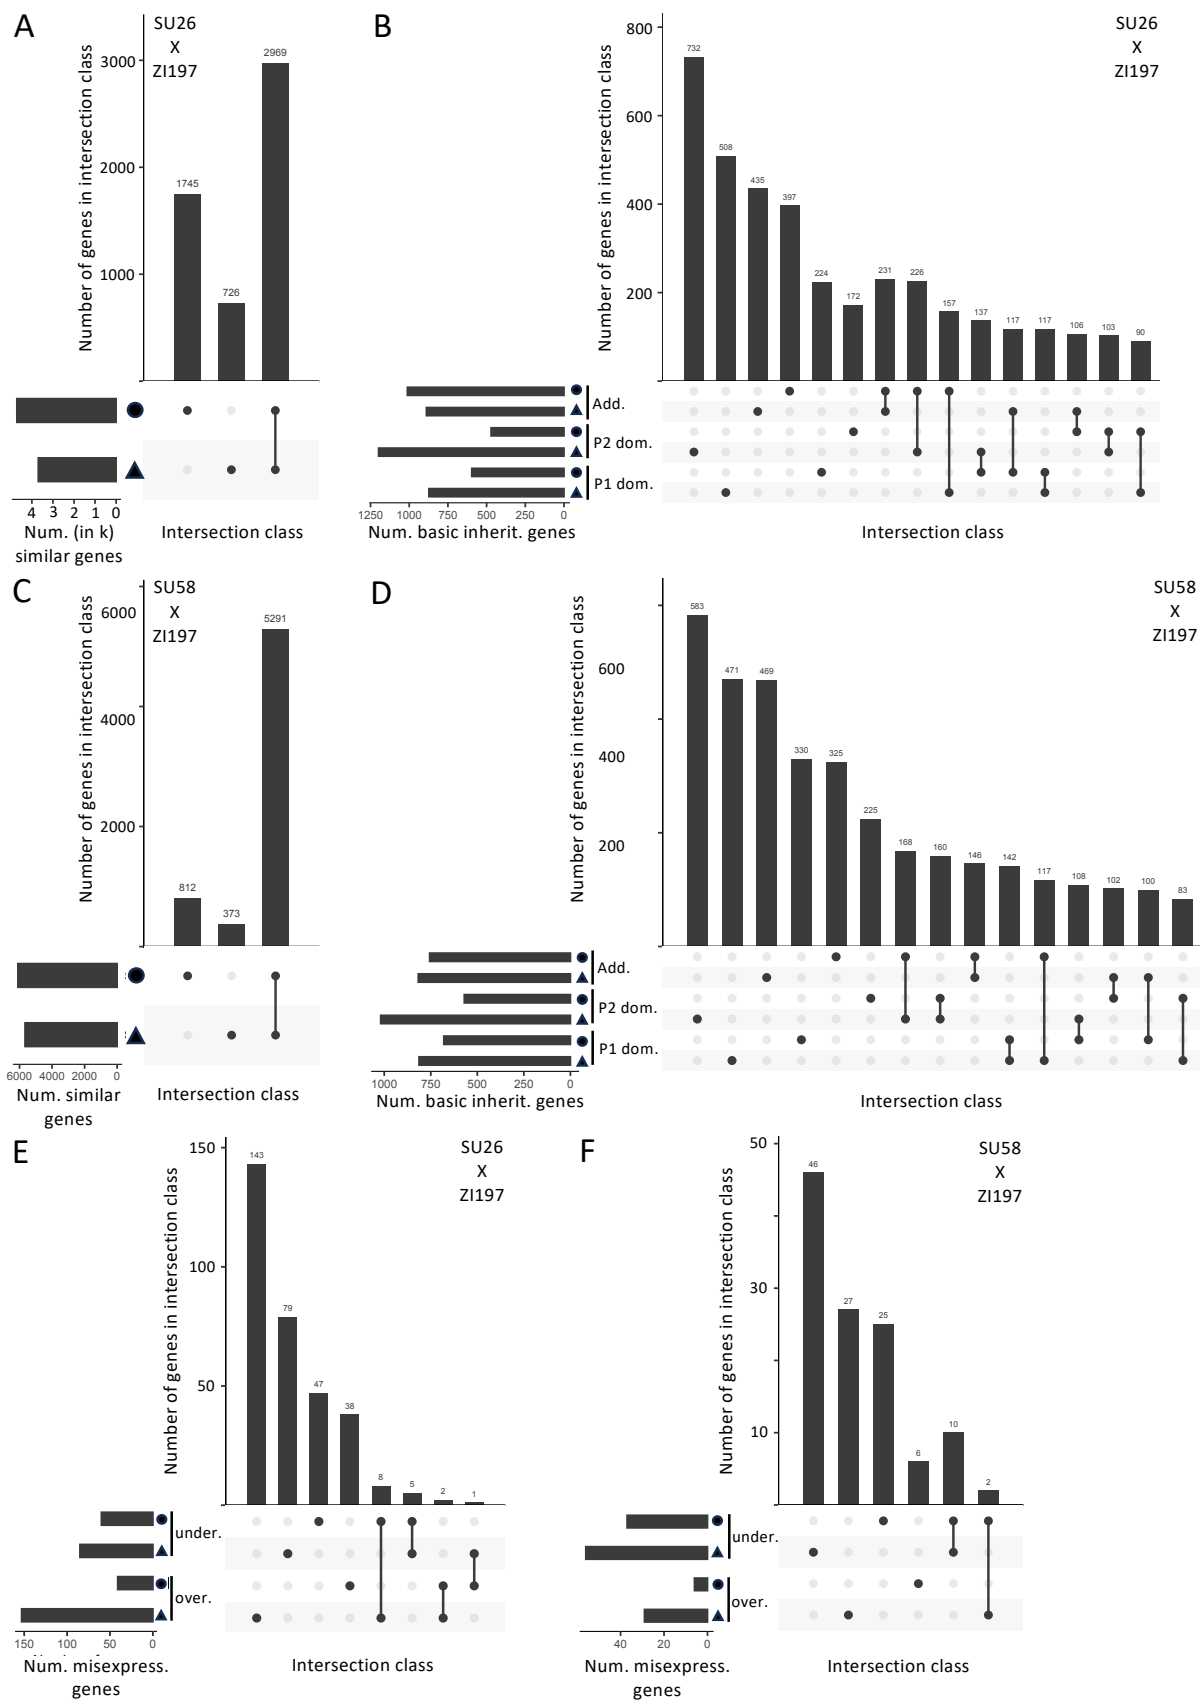

**S4 Fig. Mode of expression inheritance in SU26xZI197 and SU58xZI197 backgrounds.** Upset plots showing unique and overlapping genes within the hindgut (circles) and midgut

(triangles) in the A,B,E) SU26xZI197 or C,D,F) SU58xZI197 backgrounds. Horizontal bars represent the total number (num.) of genes in a tissue and inheritance category combination. Vertical bars represent the number of genes in an intersection class. A filled circle underneath a vertical bar indicates that a tissue and inheritance category combination is included in an intersection class. A single filled circle represents an intersection class containing only genes unique to a single tissue and inheritance category combination. Filled circles connected by a line indicate that multiple tissue and inheritance category combinations are included in an intersection class. Genes categorized into A,C) similar, B,D) basic expression inheritance (inherit.), i.e. P1 dominant (P1 dom.), P2 dominant (P2 dom.), and additive (add.), and E,F) misexpression (mis-express.) categories are shown.

# Supplementary material for: Pervasive tissue-, genetic background-, and allele-specific gene expression effects in Drosophila melanogaster
**Source:** PLoS Genet. 2024 Aug 23;20(8):e1011257. doi: 10.1371/journal.pgen.1011257
**Supplement:** S5 Fig — Upset plots showing unique and overlapping genes with non-ambiguous regulatory divergence in the hindgut (circles), midgut (triangles), and Malpighian tubule (squares) in the A) SU26xZI418 or B) SU58xZI418 backgrounds. Horizontal bars represent the total number of genes in a tissue and regulatory category combination. Vertical bars represent the number of genes in an intersection class. A filled circle underneath a vertical bar indicates that a tissue and inheritance category combination is included in an intersection class. A single filled circle represents an intersection class containing only genes unique to a single tissue and regulatory category combination. Filled circles connected by a line indicate that multiple tissue and regulatory category combinations are included in an intersection class.

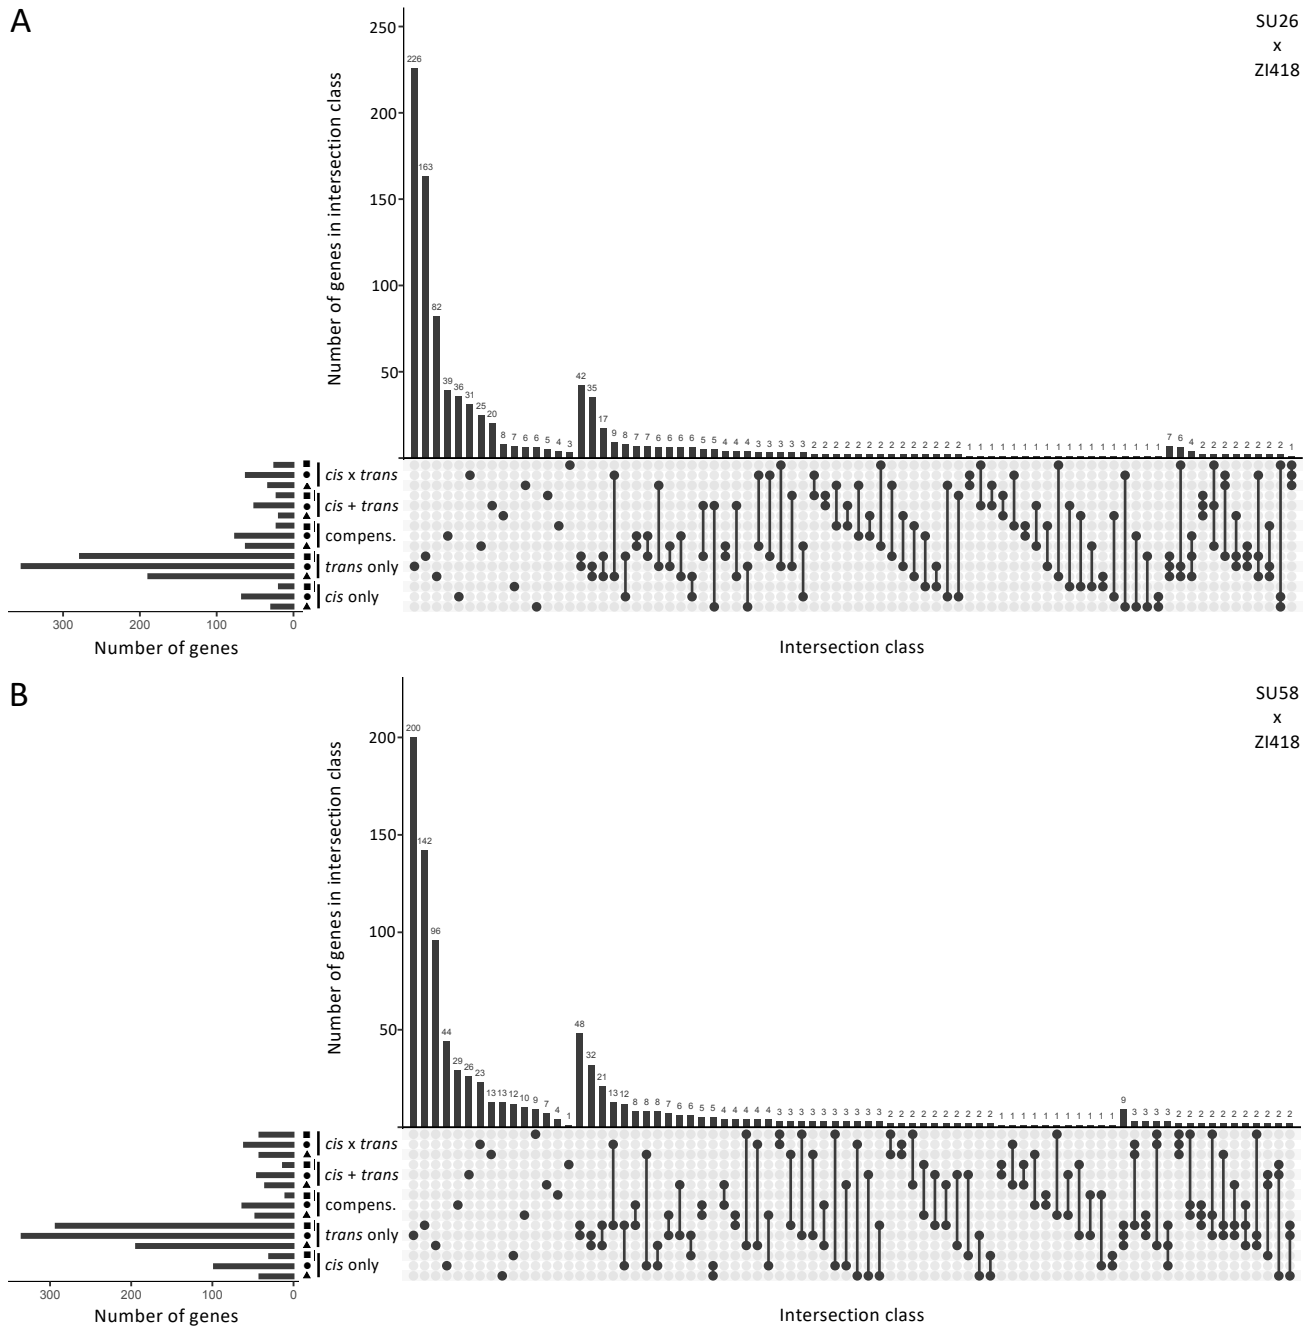

**S5 Fig. Genetic basis of expression inheritance in SU26xZI418 and SU58xZI418 backgrounds.** Upset plots showing unique and overlapping genes with non-ambiguous regulatory divergence in the hindgut (circles), midgut (triangles), and Malpighian tubule (squares) in the A) SU26xZI418 or B) SU58xZI418 backgrounds. Horizontal bars represent the total number of genes in a tissue and regulatory category combination. Vertical bars represent the number of genes in an intersection class. A filled circle underneath a vertical bar indicates that a tissue and inheritance category combination is included in an intersection class. A single filled circle represents an intersection class containing only genes unique to a single tissue and regulatory category combination. Filled circles connected by a line indicate that multiple tissue and regulatory category combinations are included in an intersection class.

# Supplementary material for: Pervasive tissue-, genetic background-, and allele-specific gene expression effects in Drosophila melanogaster
**Source:** PLoS Genet. 2024 Aug 23;20(8):e1011257. doi: 10.1371/journal.pgen.1011257
**Supplement:** S6 Fig — Upset plots showing unique and overlapping genes with non-ambiguous regulatory divergence in the hindgut (circles) and midgut (triangles) in the A) SU26xZI197 or B) SU58xZI197 backgrounds. Horizontal bars represent the total number (num.) of genes in a tissue and regulatory category combination. Vertical bars represent the number of genes in an intersection class. A filled circle underneath a vertical bar indicates that a tissue and inheritance category combination is included in an intersection class. A single filled circle represents an intersection class containing only genes unique to a single tissue and regulatory category combination. Filled circles connected by a line indicate that multiple tissue and regulatory category combinations are included in an intersection class.

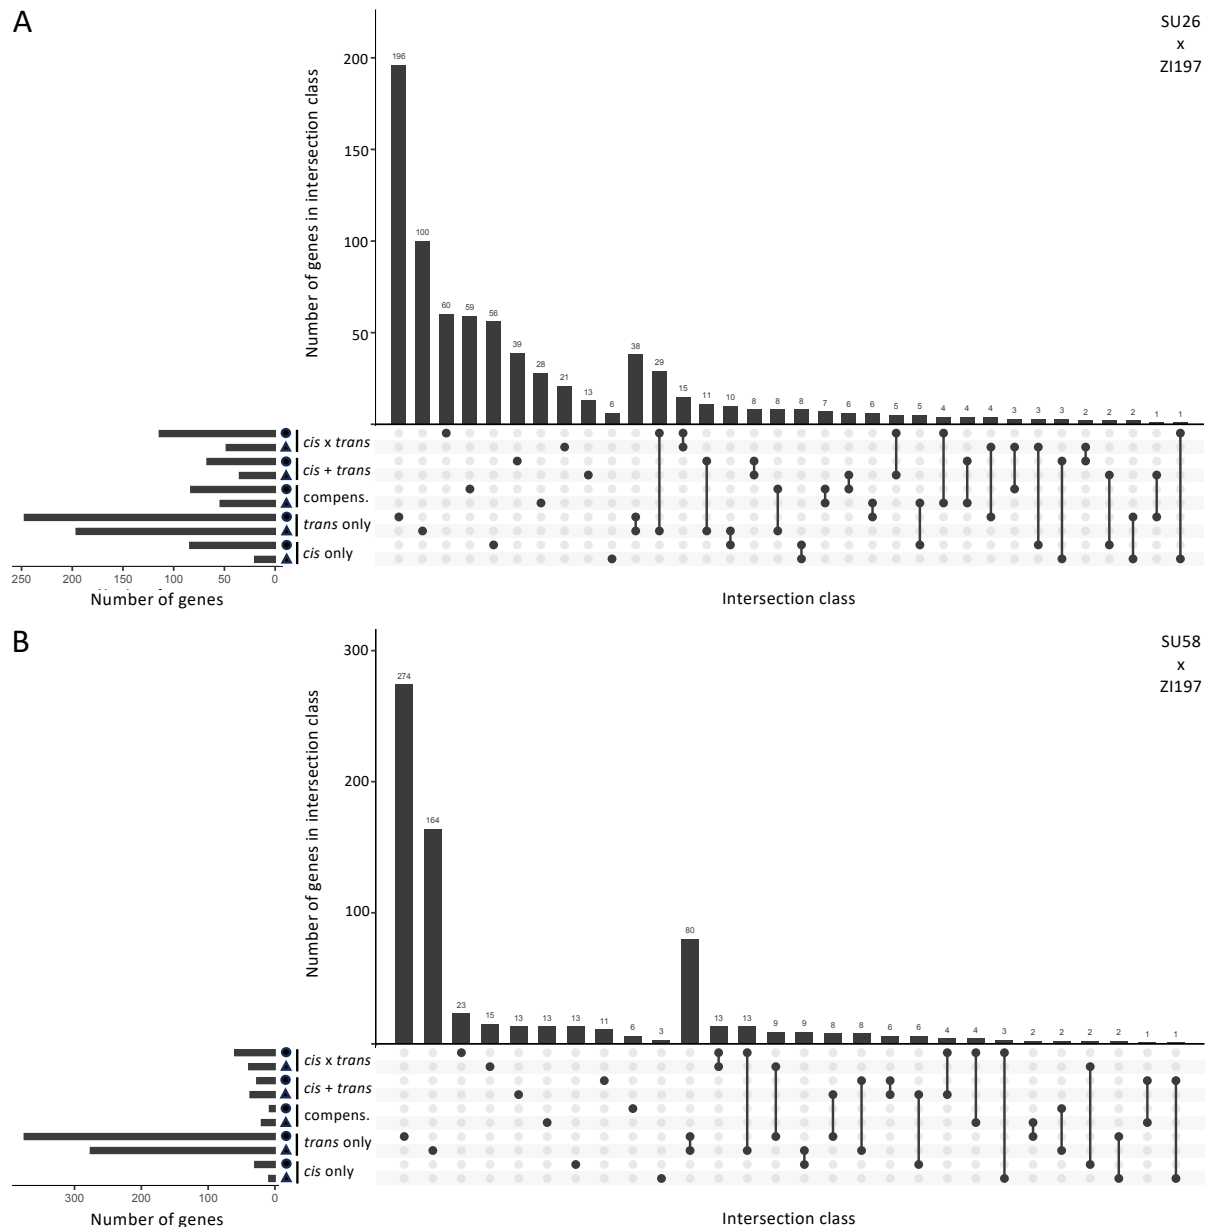

**S6 Fig. Genetic basis of expression inheritance in SU26xZI197 and SU58xZI197**

**backgrounds.** Upset plots showing unique and overlapping genes with non-ambiguous regulatory divergence in the hindgut (circles) and midgut (triangles) in the A) SU26xZI197 or B) SU58xZI197 backgrounds. Horizontal bars represent the total number (num.) of genes in a tissue and regulatory category combination. Vertical bars represent the number of genes in an intersection class. A filled circle underneath a vertical bar indicates that a tissue and inheritance category combination is included in an intersection class. A single filled circle represents an intersection class containing only genes unique to a single tissue and regulatory category combination. Filled circles connected by a line indicate that multiple tissue and regulatory category combinations are included in an intersection class.

# Supplementary material for: Pervasive tissue-, genetic background-, and allele-specific gene expression effects in Drosophila melanogaster
**Source:** PLoS Genet. 2024 Aug 23;20(8):e1011257. doi: 10.1371/journal.pgen.1011257
**Supplement:** S7 Fig — Shown are A,B) unique and C,D) overlapping genes in each regulatory category. Shown are A) the number of genes unique to each tissue within each regulatory category and genetic background, B) the number of genes unique to each genetic background and tissue within each regulatory category, C) the number of genes in each regulatory category detected in all examined tissues for each genetic background, and D) the number of genes in each regulatory category detected in all genetic backgrounds for each tissue. Asterisks (*) indicate comparisons using only C) two tissues or D) two genetic backgrounds.

|              |            |         |          |            |         |            |         |          |            |         |
|--------------|------------|---------|----------|------------|---------|------------|---------|----------|------------|---------|
| A            | SU58xZI418 |         |          | SU58xZI197 |         | SU26xZI418 |         |          | SU26xZI197 |         |
|              | Hindguts   | Midguts | Malp Tub | Hindguts   | Midguts | Hindguts   | Midguts | Malp Tub | Hindguts   | Midguts |
| conserved    | 260        | 248     | 633      | 54         | 59      | 181        | 324     | 331      | 161        | 153     |
| all cis      | 70         | 29      | 27       | 17         | 4       | 40         | 15      | 16       | 56         | 12      |
| all trans    | 134        | 95      | 201      | 190        | 165     | 146        | 67      | 186      | 94         | 79      |
| compensatory | 44         | 34      | 8        | 3          | 10      | 50         | 49      | 20       | 66         | 42      |
| cis + trans  | 25         | 23      | 10       | 17         | 23      | 24         | 10      | 19       | 48         | 23      |
| cis x trans  | 30         | 26      | 31       | 29         | 18      | 30         | 13      | 14       | 74         | 27      |
| ambiguous    | 112        | 86      | 342      | 590        | 232     | 121        | 62      | 666      | 129        | 71      |

  

|              |            |         |          |            |         |            |         |          |            |         |
|--------------|------------|---------|----------|------------|---------|------------|---------|----------|------------|---------|
| B            | SU58xZI418 |         |          | SU58xZI197 |         | SU26xZI418 |         |          | SU26xZI197 |         |
|              | Hindguts   | Midguts | Malp Tub | Hindguts   | Midguts | Hindguts   | Midguts | Malp Tub | Hindguts   | Midguts |
| conserved    | 173        | 165     | 522      | 52         | 57      | 140        | 269     | 280      | 148        | 140     |
| all cis      | 69         | 27      | 26       | 17         | 4       | 39         | 14      | 16       | 54         | 10      |
| all trans    | 115        | 77      | 179      | 171        | 146     | 129        | 58      | 172      | 89         | 74      |
| compensatory | 39         | 30      | 7        | 3          | 10      | 46         | 45      | 18       | 62         | 38      |
| cis + trans  | 23         | 23      | 8        | 15         | 21      | 24         | 9       | 18       | 48         | 23      |
| cis x trans  | 26         | 23      | 28       | 26         | 15      | 29         | 12      | 14       | 69         | 22      |
| ambiguous    | 92         | 68      | 312      | 533        | 175     | 85         | 34      | 615      | 122        | 64      |

  

|              |                 |                 |                  |                  |
|--------------|-----------------|-----------------|------------------|------------------|
| C            | SU58 x<br>ZI418 | SU26 x<br>ZI418 | SU58 x<br>ZI197* | SU26 x<br>ZI197* |
|              | Hindguts        | Midguts         | Malp Tub         | Hindguts         |
| conserved    | 432             | 487             | 110              | 443              |
| all cis      | 2               | 1               | 0                | 8                |
| all trans    | 9               | 7               | 80               | 38               |
| compensatory | 0               | 0               | 0                | 7                |
| cis + trans  | 0               | 2               | 6                | 9                |
| cis x trans  | 0               | 1               | 13               | 15               |
| ambiguous    | 134             | 202             | 1461             | 742              |

  

|              |          |         |           |
|--------------|----------|---------|-----------|
| D            | Hindguts | Midguts | Malp Tub* |
|              | Hindguts | Midguts | Malp Tub  |
| conserved    | 216      | 70      | 1215      |
| all cis      | 3        | 1       | 3         |
| all trans    | 14       | 18      | 92        |
| compensatory | 0        | 1       | 2         |
| cis + trans  | 0        | 0       | 3         |
| cis x trans  | 5        | 5       | 11        |
| ambiguous    | 116      | 650     | 267       |

**S7 Fig. Genetic basis of expression inheritance across examined tissues and backgrounds.** Shown are A,B) unique and C,D) overlapping genes in each regulatory category. Shown are A) the number of genes unique to each tissue within each regulatory category and genetic background, B) the number of genes unique to each genetic background and tissue within each regulatory category, C) the number of genes in each regulatory category detected in all examined tissues for each genetic background, and D) the number of genes in each regulatory category detected in all genetic backgrounds for each tissue. Asterisks (\*) indicate comparisons using only C) two tissues or D) two genetic backgrounds.

# Supplementary material for: Pervasive tissue-, genetic background-, and allele-specific gene expression effects in Drosophila melanogaster
**Source:** PLoS Genet. 2024 Aug 23;20(8):e1011257. doi: 10.1371/journal.pgen.1011257
**Supplement:** S8 Fig — A) Dominance and B) magnitude of dominance h for genes categorized as cis-only (c, light) and trans-only (t, dark) in each background and tissue. Significance was assessed with a t-test. Bonferroni-corrected P values are shown in grey. *** P < 0.005, ** P < 0.01, * P < 0.05, ms P marginally significant after multiple test correction (P < 0.1), ns P not significant after multiple test correction.

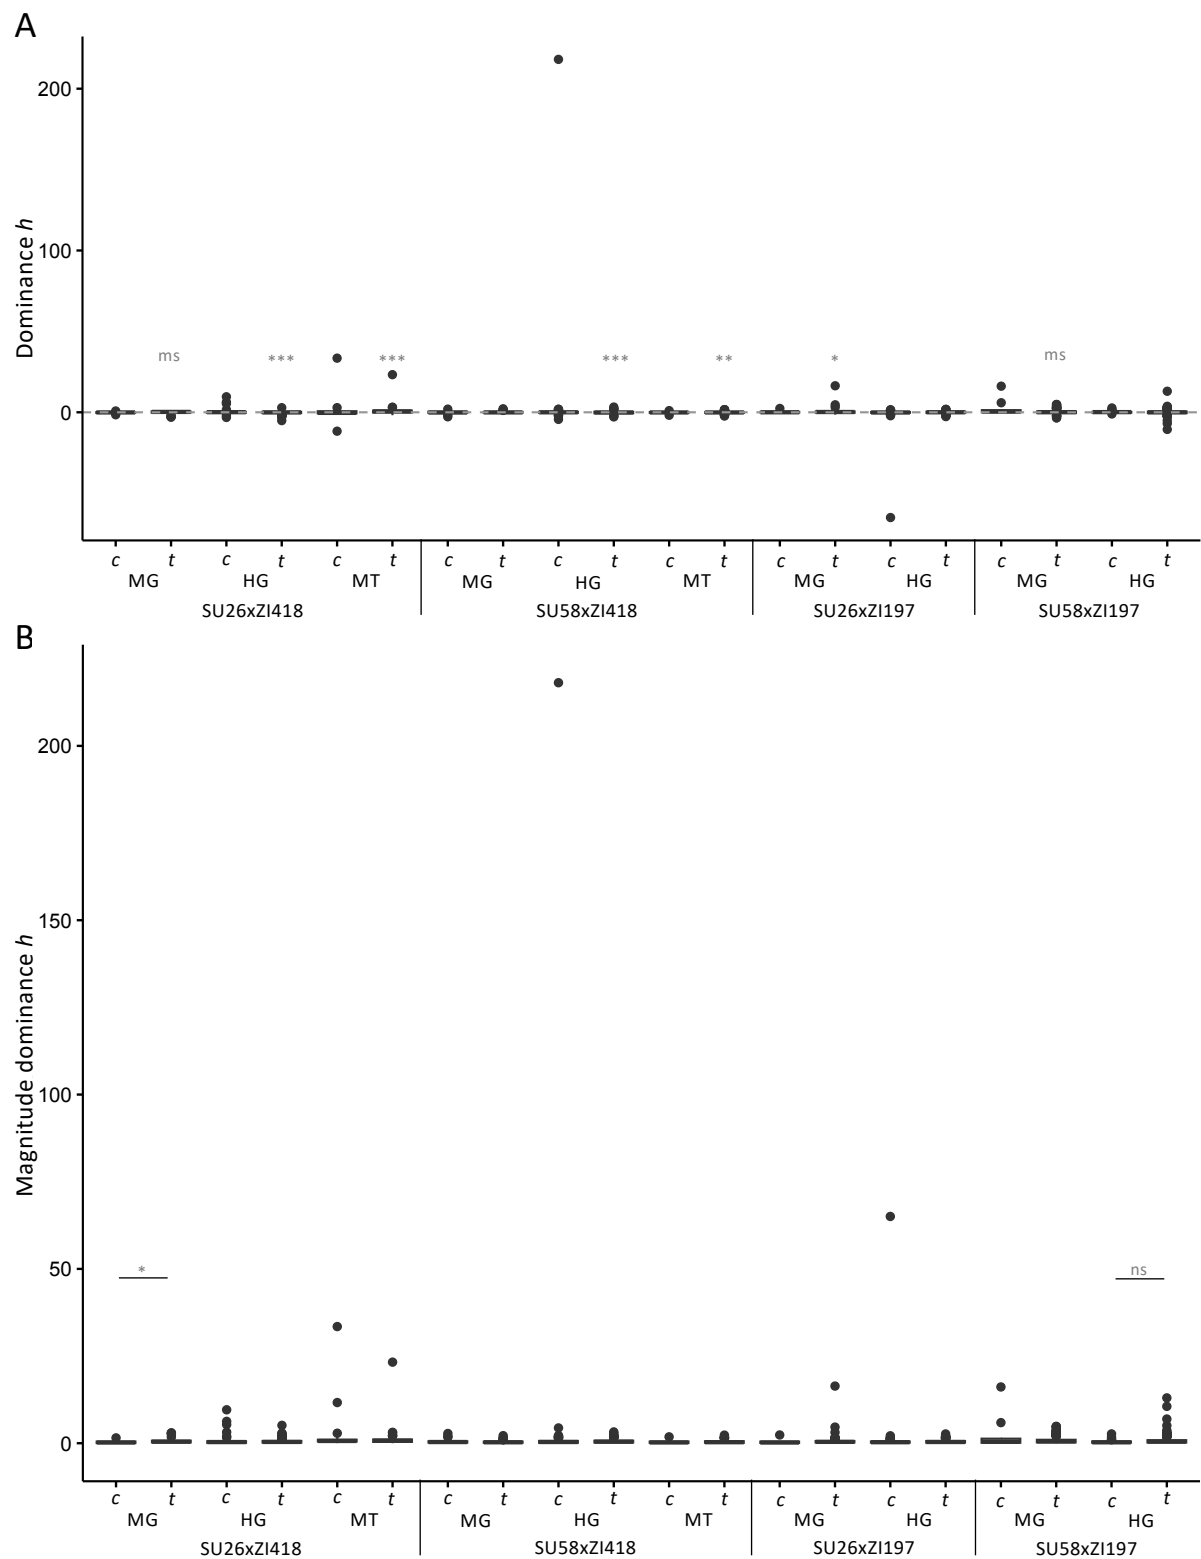

**S8 Fig. All dominance in *cis*-only versus *trans*-only genes.** A) Dominance and B) magnitude of dominance  $h$  for genes categorized as *cis*-only (*c*, light) and *trans*-only (*t*, dark) in each background and tissue. Significance was assessed with a *t*-test. Bonferroni-corrected *P* values are shown in grey. \*\*\*  $P < 0.005$ , \*\*  $P < 0.01$ , \*  $P < 0.05$ , ms *P* marginally significant after multiple test correction ( $P < 0.1$ ), ns *P* not significant after multiple test correction.

# Supplementary material for: Pervasive tissue-, genetic background-, and allele-specific gene expression effects in Drosophila melanogaster
**Source:** PLoS Genet. 2024 Aug 23;20(8):e1011257. doi: 10.1371/journal.pgen.1011257
**Supplement:** S9 Fig — Colored sections of each bar show bacterial genera with a relative abundance superior to 5% in each sample. The remaining genera are compiled in the “Others” category.

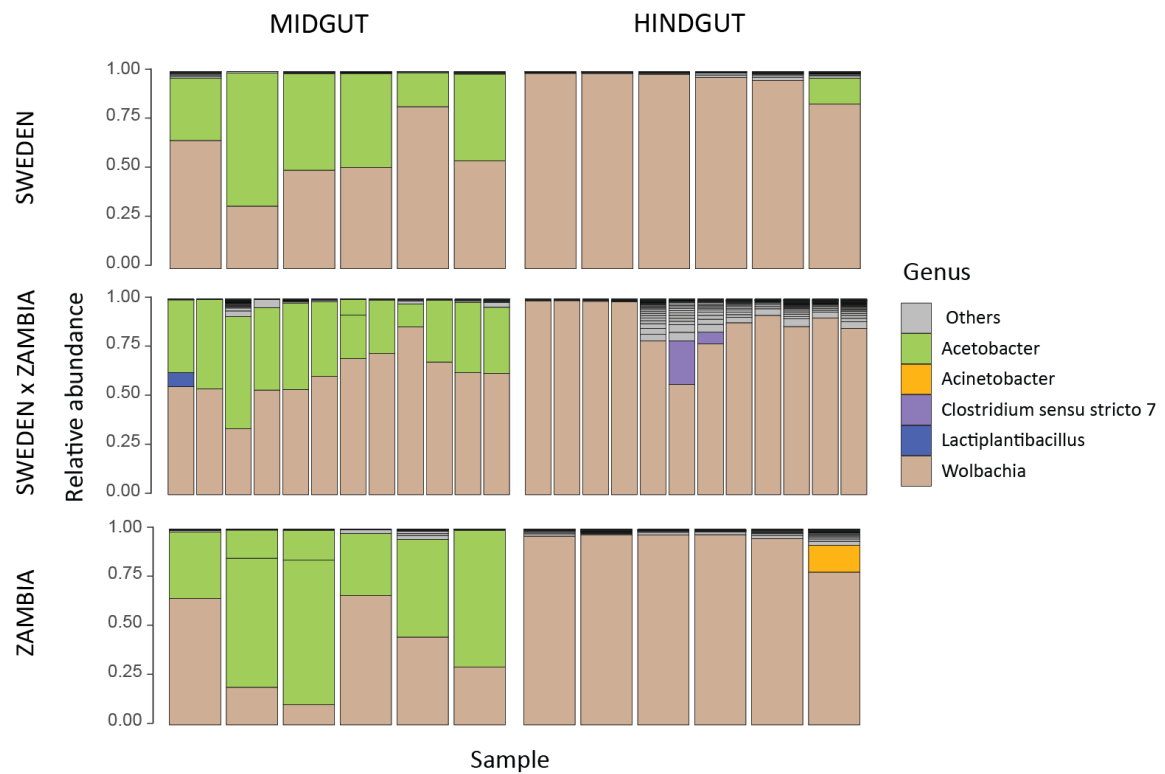

**S9 Fig. Composition of the bacterial communities in the midgut and hindgut of each genotype, including *Wolbachia* ASVs.** Colored sections of each bar show bacterial genera with a relative abundance superior to 5% in each sample. The remaining genera are compiled in the "Others" category.

# Supplementary material for: Pervasive tissue-, genetic background-, and allele-specific gene expression effects in Drosophila melanogaster
**Source:** PLoS Genet. 2024 Aug 23;20(8):e1011257. doi: 10.1371/journal.pgen.1011257
**Supplement:** S10 Fig — The legend indicates that replicates of each genotype share the same color, while shape indicates tissue.

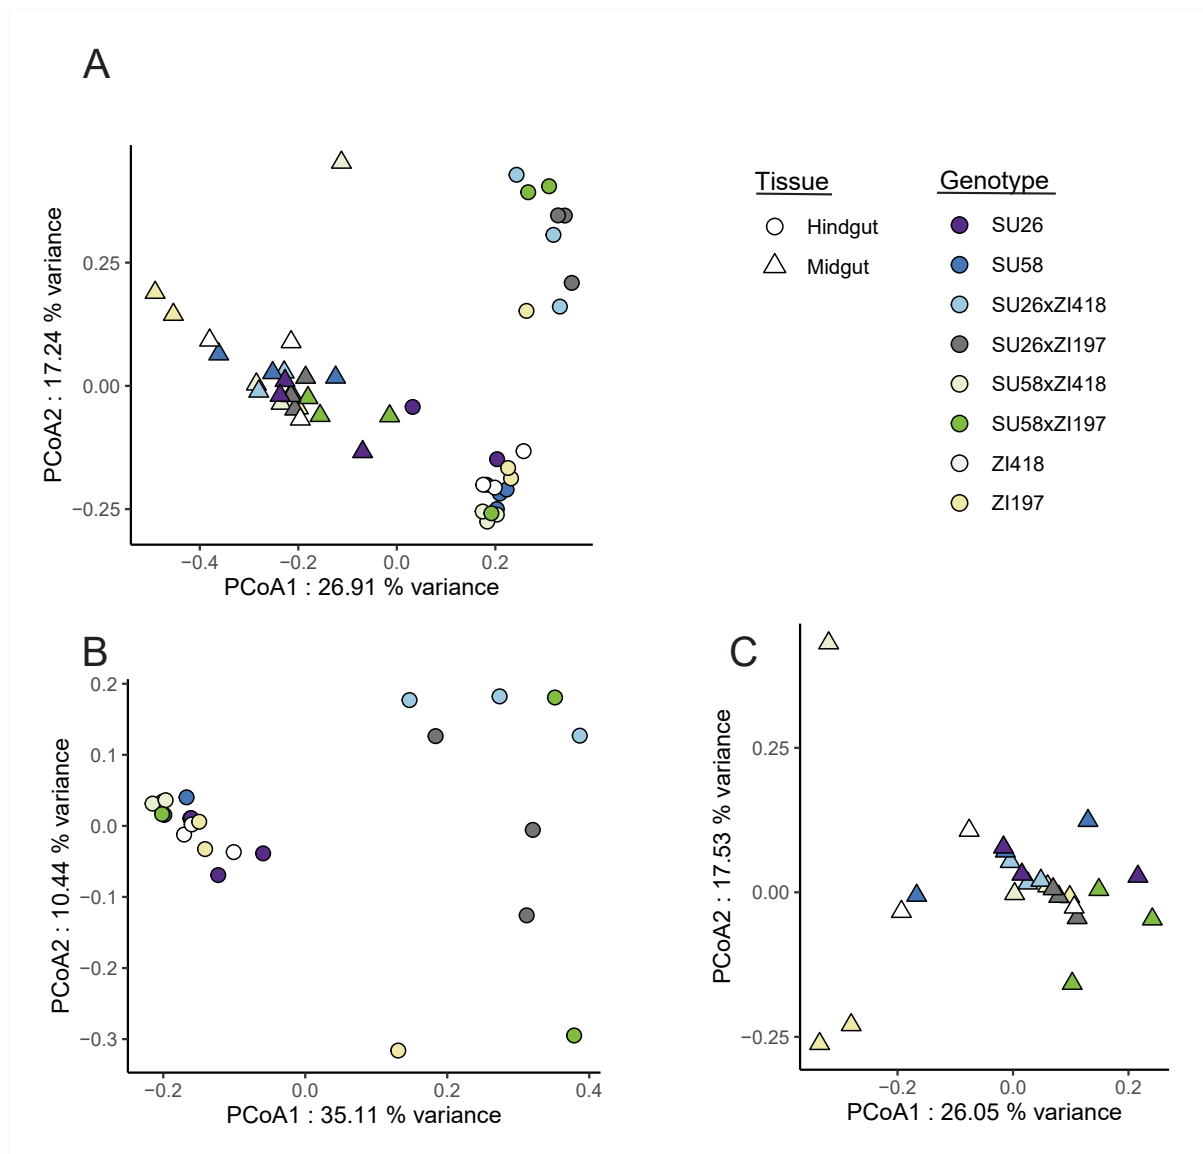

**S10 Fig. Principal coordinate analysis of bacterial communities in A) both midgut and hindgut samples, B) hindgut, and C) midgut, including *Wolbachia* ASVs. The legend indicates that replicates of each genotype share the same color, while shape indicates tissue.**

# Supplementary material for: Pervasive tissue-, genetic background-, and allele-specific gene expression effects in Drosophila melanogaster
**Source:** PLoS Genet. 2024 Aug 23;20(8):e1011257. doi: 10.1371/journal.pgen.1011257
**Supplement:** S11 Fig — * indicates significant differences of the Shannon index between groups (lmer, P < 0.05).

A

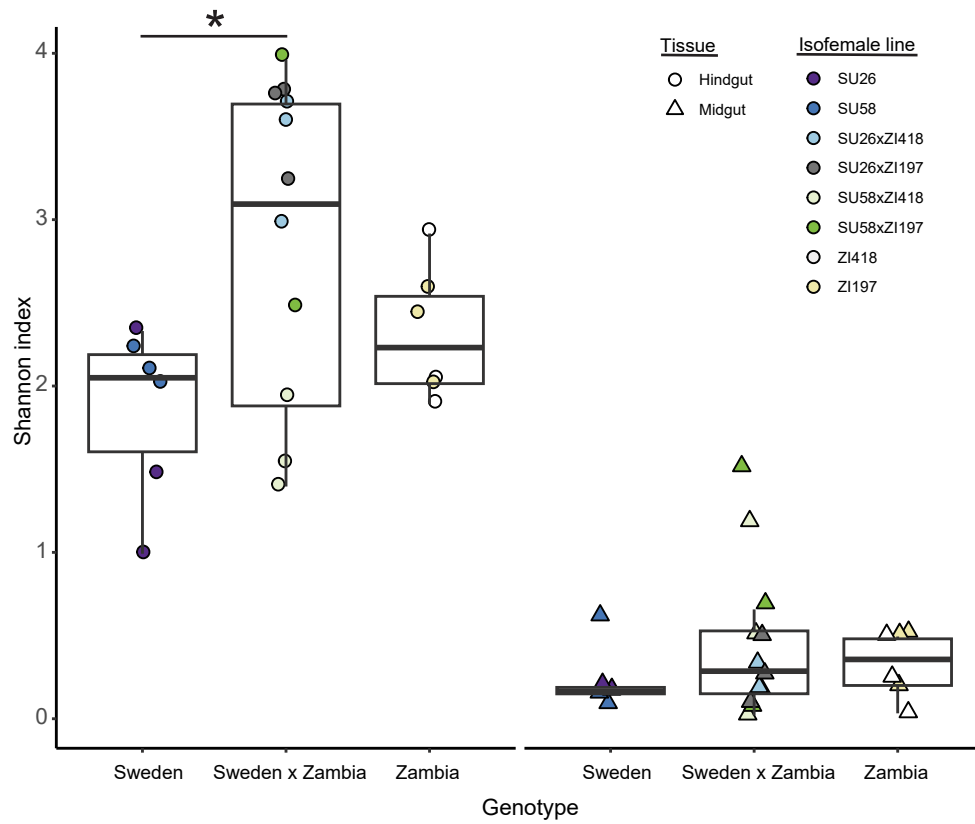

B

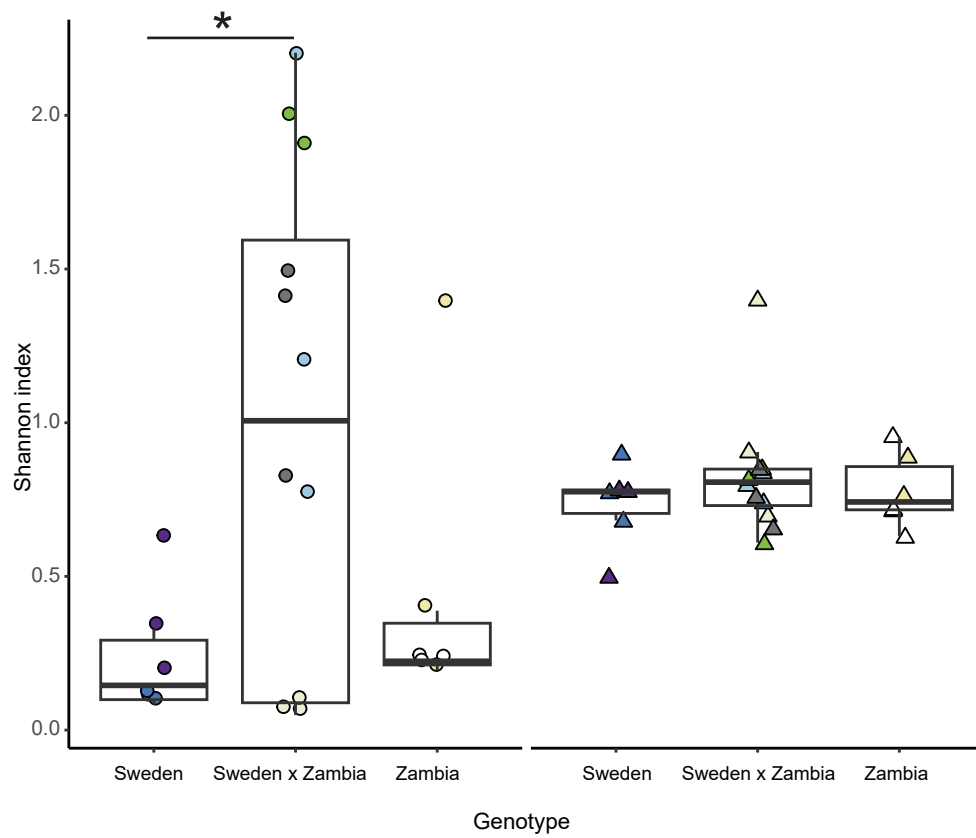

**S11 Fig. Shannon diversity index of the bacterial community in the midgut and hindgut excluding (A) or including (B) *Wolbachia* ASVs.** \* indicates significant differences of the Shannon index between groups (lmer,  $P < 0.05$ ).

How the deposited data were processed for this re-analysis (not part of the article)

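Midgut and hindgut RNA of 4 parental strains and 4 F1 hybrids was sequenced by the authors in 3 replicates per genotype and tissue, and all 48 of these libraries were analysed. The authors mapped read pairs to strain-specific transcriptomes with NextGenMap, using both parental transcriptomes for F1 hybrids, and the count of read pairs per gene that they deposited was used as it is, without their subsampling. In these counts the smallest totals of the 2 tissues, 34009757 in the midgut and 31611417 in the hindgut, were equal to the totals to which the paper reports subsampling each tissue. Of 13957 gene IDs, 13905 were matched to a symbol and a position in the reference annotation and 52 were not. Malpighian tubule libraries, allele-specific counts and the bacterial data were not analysed here, and neither were the classes of cis and trans divergence, tissue specificity or gene ontology that rest on them or on other references.

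Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with 15 or more counts in every one of the 48 libraries were tested. Normalization was by TMM, log2 CPM were computed with a prior count of 2, and fitted fold changes with a prior count of 0.125. Genotypes were compared in 28 pairs within a tissue by the edgeR quasi-likelihood test in one fit of 24 libraries, and tissues and the tissue by genotype interaction in one fit of 48 libraries with a group for each tissue and genotype, at an FDR of 5%. Divergence was 1 minus Spearman's rho between replicate means. Permutation tests used 100000 resamples, and those named exact used every arrangement. Mode of inheritance was called at 1.25-fold, and h was computed on the linear scale. In tests on simulated data, in which 200 of 7277 genes were changed 2-fold in SU26, edgeR recovered 89.5% of the changed genes between SU26 and ZI418 in the midgut and 91.0% in the hindgut, and 5.29% and 3.70% of its calls were false. DESeq2 recovered 91.0% and 93.5%, with 9.90% and 9.66% of calls false. For a change in midgut SU26 alone, the interaction test of SU26 and ZI418 recovered 73.5%.

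Named genes followed a rule set before the data were examined, as were the tests and the alternatives except those that the closing section names as chosen later. The rule took the genes that the paper names for adaptive divergence; in each tissue the 5 genes with the largest mean change among those past the threshold in all 4 Swedish-Zambian contrasts in one direction without overlap of libraries; the 5 highest in each tissue among genes past the threshold in all 8 genotypes; the 5 with the smallest adjusted p for the interaction; 3 overdominant and 3 underdominant genes of midgut SU26xZI418; and in each tissue the 5 of highest mean count among genes present in one strain and absent in another. Lists of marker genes of the midgut, hindgut, Malpighian tubule, ovary follicle cells, fat body, visceral muscle, crop and proventriculus, males and immune response were also examined.

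The alternatives were DESeq2; DESeq2 size factors in edgeR; no count filter, filterByExpr, each tissue's own filter, and minimums of 10 and 20 counts; libraries subsampled to one total; the replicate number as a block; fits of the 6 libraries of a pair or of all 48 libraries; a fold change of 1.25 or 1.5 beside the FDR; Pearson's r of log2 means; variance-stabilized counts of the most variable genes; cutoffs of 1.5-fold and 2-fold and classes by FDR for the mode of inheritance; genes whose parents differed, and the log2 scale, for h; thresholds of 50 and 5 counts for genes present and absent; and leaving out 1 replicate of every group or 1 hindgut SU26 library. The closing section gives their effect. Genotype labels were permuted within each tissue in 100 draws, and those of the tissues and of the interaction in 60 draws.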

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

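The tests of midgut RNA, of depth and of strains for the interaction, and the tests of depth and of hybrids for transcripts present in one strain and absent in another, were chosen after the results were seen.

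The difference between the Swedish and the Zambian strains differed between the tissues. The interaction of tissue with the Swedish-Zambian contrast was past 5% FDR for 1269 genes with SU26 and ZI197, 1456 with SU26 and ZI418, 952 with SU58 and ZI197 and 1241 with SU58 and ZI418. For the average of the 4 contrasts it was past it for 1443 genes, and the Swedish effect was higher in the midgut for 584 of them and lower for 859. Without replicate 2 of every genotype, 618 genes passed. Permuted labels of single libraries gave as many genes in 1 of 60 draws, the real one included, with a highest of 528 among the others. Each population is 2 strains, and differences between single strains, whatever their population, are a candidate explanation: with the 4 strains paired as SU26 and ZI197 against the others, 946 genes passed, with SU26 and ZI418 against the others 1086, between SU26 and SU58 753 and between ZI197 and ZI418 1109. An effect of population was thus not separated from effects of strains. The smallest adjusted p were those of CREG, with an interaction of -3.93 on the log2 scale (standard error 0.16), CG15431 with 3.38, Nha2 with -1.87, CG9784 with -1.22 and mwh with 5.51. In the midgut, the 6 Swedish libraries did not overlap with the 6 Zambian libraries for any of these 5 genes. The log2 fold changes in the midgut and hindgut were -4.36 and -0.45 for CREG, 2.90 and -0.49 for CG15431, -1.68 and 0.17 for Nha2, -0.83 and 0.38 for CG9784 and 3.91 and -1.61 for mwh. In the hindgut, the libraries did not overlap for CG15431 and CG9784 and overlapped for CREG, Nha2 and mwh. For genes not chosen by their values and independent libraries, 0.216% have no overlap by chance, which does not apply to these 5. Midgut RNA in equal shares in all hindgut libraries would carry a midgut difference into the hindgut with the same sign. Against equal shares as the whole cause, 197 interaction genes were past the threshold in both tissues with opposite signs. Of the others, 521 were past it in the midgut alone, 468 in the hindgut alone and 180 in both with one sign. Midgut transcripts were uneven, with 16586.6 CPM of all counts in hindgut SU26 replicate 2 and at most 2862.6 in another hindgut library. Uneven shares could raise midgut genes in Swedish hindgut libraries whatever their sign in the midgut, so these counts cannot decide on them. Against unequal depth, 1402 genes passed with every library thinned to 25664193 counts on the genes tested. Median gene length was 2195 for interaction genes and 2119 for others, a difference that was not tested. A difference between the tissues in regulation, which the design names, stays open and was not tested.

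Signals also appeared in genes without 15 counts in every library of a tissue, which the paper did not analyse in that tissue. With filterByExpr, 1659 such genes were tested in the midgut and 2022 in the hindgut, and 445.2 of them in the midgut and 591 in the hindgut were past 5% FDR between a Swedish and a Zambian strain on average. In the midgut, 20 transcripts had 100 or more counts in every library of one parental strain and 3 or fewer in every library of another, and in the hindgut 14 did. Levels of these are in CPM of all counts. Those of highest mean count in the midgut were CG7191 (lowest mean among the strains that have it 11.7 CPM, highest count in the strain without it 3), CAH5 (40.1 CPM and 1), CG3397 (5.19 CPM and 2), CG42714 (10.6 CPM and 1) and CG31380 (4.24 CPM and 2). In the hindgut, they were CG11345 (10.8 CPM and 2), CG15369 (4.23 CPM and 3), CG42335 (12.5 CPM and 2), MsR1 (10.1 CPM and 3) and Cpr78Ca (10.7 CPM and 1). The hindgut level of CG42335 was 5.93 to 16.8 CPM without one replicate. In the midgut, CG42335 averaged 251 CPM of the genes tested over the 24 libraries. Midgut RNA in hindgut libraries may thus be involved in its hindgut level, which was not tested. CG42714 was present in both Swedish and absent in both Zambian strains, as was its neighbor on 3L BG642312 (3.97 CPM and 2), which was chosen after its values were seen. Shallower libraries were argued against: the thresholds are 33.3-fold apart, and the largest ratio of total counts between a library with a transcript and one without it was 1.45. A sequence difference on the allele of the strain without the transcript would leave hybrids near 0.5 of the parent that has it. The median ratio was 0.236 over 31 ratios, which ranged from 0.0495 to 1.43, with 6 between 0.4 and 0.6, so that a difference on the allele and one acting on both alleles cannot be told apart from these counts of both alleles together. A difference in mapping between the strain-specific transcriptomes may also be involved and was not tested, since mapping was not repeated here.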

How the results depend on the processing

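The clock gene score as a covariate, the midgut marker score as a covariate in the hindgut, the removal of genes 10-fold or more higher in the midgut, the unpaired permutation test and the pairs of backgrounds that share no parent were chosen after seeing the data.

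A count was called the same within 1.5 times its main value, and a test if it kept its direction and side of the threshold. Other values were called the same within the spread between replicates, or within 1.5 times where no spread was known. The 33 alternatives over 53 results include those without a replicate or a hindgut SU26 library. Apart from these, 274 of 358 values stayed the same by this rule, 67 moved, 6 lost the threshold and 11 were reversed. Of 222 values without one replicate or one hindgut SU26 library, 191 stayed so. For 48 results of named genes, 295 of 310 values stayed so, 7 lost the threshold, 8 moved and 0 were reversed. With the replicate number as a block (replicate block), the mean number of differentially expressed genes was 973.3 in the midgut and 1428.3 in the hindgut, a difference of 455.0, and the interaction was past the threshold for 1421 genes. For the results below, the cause was not tested unless the observations give a test.

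For the hindgut minus midgut difference in differentially expressed genes, filterByExpr gave 648.7, the fit of 48 libraries -492, a 1.25-fold change 61.3 and the clock score 8.79. Leaving out one replicate of every genotype gave means of 358.6 to 764.9 in the midgut and 639.9 to 1026.7 in the hindgut, and differences of 170.8 to 370.6; leaving out a hindgut SU26 library left the midgut at 1021.2 and gave 1378.8 to 1481.4 in the hindgut and differences of 357.6 to 460.2.  The interaction counts were 618 to 1471 and, as mean of 4 contrasts, 516.5 to 1137.

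Midgut divergence was 0.0202 with its own filter. Without genes 10-fold higher in the midgut, hindgut divergence was 0.0137, the hindgut minus midgut difference -0.00370 (sign-flip permutation test, p = 1e-05, the smallest they can give) and SU58 was nearer to SU26 in the hindgut (-0.00355). Subsampled counts gave a difference of 0.00141 (sign-flip permutation test, p = 0.0816), and the unpaired permutation test of 0.00237 gave p = 0.225. Without one replicate the difference was 0.00102 to 0.00260, and without a hindgut SU26 library 0.000339 to 0.00374. The divergence of SU58 from SU26 minus that from the nearer Zambian strain was -0.00628 to 0.000327 in the midgut, reversed without replicate 1, and -0.00204 to 0.0102 in the hindgut, reversed without replicate 2 of every genotype, or -0.00328 to 0.0114 without a hindgut SU26 library, reversed without replicate 2.

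Mode of inheritance moved with the cutoff. At 1.5-fold, the midgut had 23422 similar, 1485 P1 dominant, 1634 P2 dominant, 2359 additive, 112 overdominant and 96 underdominant calls, the hindgut 1099 P1 dominant, 896 P2 dominant, 1958 additive, 188 overdominant and 63 underdominant, the difference in percent similar was 5.09 and the misexpressed ratio 0.817, reversed. At 2-fold, these were 27225, 399, 462, 991, 16 and 15, and 543, 408, 820, 62 and 17, with a difference of 0.113 and ratios of 1.81 (ZI418), 0.509 (SU26, reversed), 1.11 (ZI197 in SU58xZI197) and 0.409 (misexpressed, reversed). With classes at 5% FDR, the midgut had 1587 P1 dominant, 2017 P2 dominant, 53 overdominant and 112 underdominant calls and the hindgut 45 overdominant and 61 underdominant, the difference was -7.29, reversed, and the ratios were 2.50 (ZI418), 0.652 (SU26, reversed), 0.482 (SU58, reversed), 0.793 (ZI197 in SU58xZI197, reversed) and 7.13 (misexpressed). With filterByExpr, the midgut had 6961 additive, 1581 overdominant and 1528 underdominant calls, the hindgut 5008 P1 dominant, 4296 P2 dominant, 7778 additive, 2144 overdominant and 1310 underdominant, and the ratios were 1.72 (ZI418) and 1.25 (ZI197 in SU58xZI197). With each tissue's own filter, the hindgut had 722 overdominant and 475 underdominant calls and these ratios were 2.17 and 1.37. Without one replicate, midgut P1 dominant calls were 3649 to 6031, overdominant 560 to 1045 and underdominant 615 to 998, hindgut underdominant 371 to 517 (286 to 319 without a hindgut SU26 library, which left the midgut at 4007, 662 and 591), the ZI418 ratio 2.68 to 2.84 (2.15 to 2.75 without a hindgut SU26 library) and the ZI197 ratio in SU58xZI197 1.43 to 1.55 (1.68 without any 1 hindgut SU26 library).

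For h, genes whose parents differed 1.25-fold gave a median |h| of 0.511 in the midgut and 0.417 in the hindgut, divergences of 0.798 within and 0.970 between tissues and a difference of 0.171 (exact permutation test, p = 0.0665). At 5% FDR these were 0.419, 0.397, 0.732, 0.916 and 0.184 (exact permutation test, p = 0.05), and midgut minus hindgut was -0.00463, reversed (p = 0.961). The log2 scale gave a difference of 0.0721 (exact permutation test, p = 0.0544). Pairs sharing no parent gave 0.985 within tissues and a difference of 0.00913 (exact permutation test, p = 0.829). Without one replicate, hindgut |h| was 0.935 to 1.02, the divergence within tissues 0.926 to 0.940, the difference 0.0477 to 0.0602, and midgut minus hindgut -0.0149 to 0.0287. On 2L, the median odds ratio was 1.14 with 1.5-fold calls, and 0 to 1 comparisons were enriched without one replicate. On 3R, it was 0.998 with 1.5-fold calls and 0.989 with each tissue's own filter. Thresholds of 50 and 5 counts gave 54 transcripts in the midgut and 48 in the hindgut. Depth limits the genes with 15 counts in every library: 7112 passed after subsampling.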

Differences from the paper's values

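The unpaired permutation test was chosen after seeing the data.

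The paper gives a mean of 961 differentially expressed genes per pair of genotypes in the hindgut (the paper's value, the lower end of the range of means in its text and the mean of the hindgut numbers in Fig 2A), against 1455.1 here. Of the alternatives set before the data were examined, the values of 970.5 in one fit of 48 libraries, 1037.8 with a fold change of 1.25 or more, 1139.0 in fits of the 6 libraries of a pair, 1392.0 with subsampled counts and 1428.3 with the replicate block were within 1.5 times the paper's value. DESeq2 (1642.5), DESeq2 size factors (1456.5), no count filter (1992.3), filterByExpr (2137.5) and each tissue's own filter (1831.4) were not. Leaving out replicate 1 of every genotype gave 935.8, leaving out replicate 3 gave 1026.7 and leaving out replicate 2 gave 639.9.

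For the hindgut, S2 Table of the paper lists 246 overdominant calls over the 4 backgrounds (the paper's value), against 427 here. A value was called different where it was more than 1.5 times away and further than the spread between replicates, 168 calls. A cutoff of 1.5-fold (188) was within 1.5 times the paper's value, and subsampled counts (410) were more than 1.5 times away but within that spread. DESeq2 (424), DESeq2 size factors (424), filterByExpr (2144), the replicate block (435), each tissue's own filter (722), 2-fold (62) and classes at 5% FDR (45) were different. The paper's 315 underdominant calls were not different from the 427 overdominant calls here, and with the names as printed they were not different from the 303 underdominant calls here.

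Fig 2A of the paper shows more differentially expressed genes in the midgut than in the hindgut. Here the hindgut had more in 26 of 28 pairs, with means of 1021.2 in the midgut and 1455.1 in the hindgut. One fit of all 48 libraries gave the order of the paper, with means of 1462.5 and 970.5. For the analysis of each tissue alone, the paper's own means have the hindgut higher. Table 1 of the paper, over the genes that could be examined for allele-specific expression, also has more genes that differ between the parents in the hindgut than in the midgut in all 4 backgrounds.

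The paper states that divergence between genotypes did not differ among tissues. Here it was higher in the hindgut by 0.00237 (sign-flip permutation test, p = 0.00649). The sign-flip permutation test was not past the threshold with subsampled counts (p = 0.0816), without replicate 1 (p = 0.0810) or 2 (p = 0.189) of every genotype, or without replicate 2 of hindgut SU26 (p = 0.641). An unpaired permutation test, chosen after seeing the values, was not past it either (p = 0.225).

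The paper proposes that the 2L and 3R arms are enriched for genes that differ between parental strains. It proposes this from a test of the genes located within the inversions. Here whole arms were tested against the other arms, and 1 of 12 comparisons on 2L and 0 of 12 on 3R were enriched by Fisher's exact test at 5% after adjustment. The regions and the genes they were set against thus differ from the paper's.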

Other observations

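Tests of midgut RNA, of the hindgut SU26 library behind the order of SU58, of clock genes, of ovary transcripts, of strains paired across the populations and of the names of categories were chosen after the results were seen.

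The hindgut had more differentially expressed genes than the midgut in fits of each tissue and fewer in one fit of 48 libraries. In libraries simulated 10 times without differences between genotypes and with the spread of each tissue, genes at an unadjusted p under 0.05 were 4.98% in the midgut and 5.01% in the hindgut in fits of each tissue, and 7.77% and 3.18% in the fit of 48 libraries, a midgut to hindgut ratio of 2.44. One estimate of the spread for both tissues is thus a candidate explanation for the reversal in that fit. Lower depth of midgut libraries on the genes tested was argued against: with every library thinned to 25664193 counts on these genes, the difference was 390.4 genes per pair. Midgut RNA in hindgut libraries was argued against as the whole cause, since without genes 10-fold or more higher in the midgut the difference was 473.5. With the clock gene score as a covariate the difference was 8.79, as the midgut mean rose to 1473.2 and the hindgut mean to 1482.0, so that a difference in spread from the time of collection and one from the tissue cannot be told apart: the score was made from genes seen to vary between these replicates. Permuted labels gave as many genes in 1 of 100 draws in the midgut (highest other 188.4 per pair) and 1 of 100 in the hindgut (75.7), the real one included. For the average Swedish-Zambian contrast these were 1 of 100 in each tissue, with highest others of 1 and 24. For the 1714 genes of hindgut SU26 and ZI418 in a fit of 6 libraries it was 1 of 10 splits, too few to give a share under 0.05. Between tissues, permuted labels gave as many in 1 of 60 draws, with a highest other of 900.9 genes. A difference between the tissues in regulation stays open and was not tested.

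Fewer genes were called similar in the midgut than in the hindgut. Calls outside the similar category were 13967 in the midgut and 9783 in the hindgut, and as many were found in 1 of 100 draws of permuted labels in each tissue, with highest others of 11444 and 7567. Libraries simulated without differences between genotypes gave 5016.5 and 2790.1 such calls, a difference of 2226.4. A larger spread between midgut replicates may thus be a part of the difference, and a biological difference of the tissues stays open for the rest.

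Hindgut SU26 replicate 2 held more midgut transcripts than the other hindgut SU26 libraries. Of 304 genes 50-fold or more higher in the midgut, 86.2% were raised 2-fold or more in it, with a median ratio of 8.17, and 0 of 156 genes higher in the hindgut were, with a median ratio of 0.960. These levels are in CPM of all counts. The midgut genes summed to 16586.6 CPM in it and to at most 2862.6 in another hindgut library, SU58xZI418 replicate 1. The share of midgut RNA that would give the level in the library had a median of 4.11% over the 304 genes. Of the 30 most abundant, which had a median of 1.50%, 12 genes were under 10% of the 4.11%, such as Bace and CG12374, while 9 were above it, such as CG8997 with 11.6%. RNA of the whole midgut and reads assigned to the wrong library would raise these genes alike, and the 12 low genes argue against both. Tissue of a part of the midgut may remain, and a change of state in the hindgut itself cannot be told apart from it, since no list of genes by midgut region was tested. Hindgut SU58 was nearer to a Zambian strain than to SU26 by 0.0055 with all libraries, and the value without this library was -0.00328, against 0.00862 and 0.0114 without either other hindgut SU26 library, so that the library is a candidate explanation for that order. No biological explanation was tested for it.

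Transcripts of the clock genes tim, per and vri differed between replicates of a genotype. In deviations from the genotype mean over 24 hindgut libraries, tim had a Pearson r of 0.970 with per, 0.894 with vri, 0.614 with Pdp1, 0.328 with cwo, -0.487 with Clk and -0.732 with cry (permutation p = 6e-05, rho -0.735, adjusted p over 15 relations 0.000150, r without the 2 farthest libraries -0.696). The signs for Clk and cry are those of different times of collection, which may have varied between hindgut libraries. In the midgut, tim had an r of 0.955 with per, 0.902 with vri, 0.636 with Pdp1, 0.408 with cwo, -0.419 with cry (permutation p = 0.0413, rho -0.276, adjusted p 0.0620, -0.202 without the 2 farthest) and 0.247 with Clk (permutation p = 0.244, rho 0.102, adjusted p 0.244, 0.147 without the 2 farthest), so that time of collection and another shared change cannot be told apart there. Deviations of tim in the midgut and hindgut of one genotype and replicate number had an r of 0.251 (permutation p = 0.236, rho 0.210, adjusted p 0.244, 0.295 without the 2 farthest), which leaves open whether both tissues of a number were taken at one time. No biological explanation was tested.

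Yolk protein and ovary transcripts were present in hindgut libraries. Their deviations from the genotype mean rose and fell together over 24 hindgut libraries, with an r of 0.758 (permutation p = 3e-05, rho 0.785, adjusted p over 15 relations 9e-05, 0.725 without the 2 farthest), while those of yolk proteins and other fat body transcripts had an r of 0.403 (permutation p = 0.0500, rho 0.395, adjusted p 0.0625, 0.282 without the 2 farthest). The other fat body transcripts were Fbp1 and Lsp2, with hindgut medians of 0.131 and 1.56 CPM of all counts. At these low levels, their r cannot weigh fat body against ovary. Ovary tissue in hindgut dissections is a candidate source, and fat body tissue was not excluded. No biological explanation was tested.

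The divergence of h was higher between than within tissues, by 0.0736. For hybrids simulated at the mean of their parents, with the libraries of a parent shared between backgrounds, the difference was 0.0283 (range 0.00619 to 0.0453 over 100 simulations), so that shared libraries may explain a part of it. The simulated median |h| averaged 0.717 in the midgut and 0.678 in the hindgut, against 1.04 and 0.926 observed, so this range is no bound on that part. Against pairs of backgrounds that share no parent, chosen after seeing the data, the difference was 0.00913. It thus rests largely on pairs that share a parent. Such pairs share the genotype of that parent as well as its libraries, and these cannot be told apart here.

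For the over- and underdominant calls of S2 Table, the counts here were nearer to the paper's with the names of these categories interchanged in 7 of the 8 sets of tissue and background, equally near in 1 and nearer as printed in 0. For S3 Table, these were 4, 4 and 0 sets. The names of these categories interchanged between the table and the calls here may thus be a candidate explanation, and the definitions used here place a hybrid above both parents under overdominant.

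Of the genes that the paper names for adaptive divergence, the log2 fold change of Swedish against Zambian strains was 1.90 for MtnA in the midgut (standard error 0.22, adjusted p = 8.98e-07 from edgeR; 681 ± 325 against 189 ± 111 CPM of the genes tested, SD, n = 6) and 0.74 in the hindgut (standard error 0.12, adjusted p = 8.32e-05; 926 ± 352 against 578 ± 265 CPM), with overlap of the libraries in both tissues. It was 4.11 in the midgut and 4.63 in the hindgut for Cyp6g1, -2.50 and -1.34 for Cyp6a20 and 2.28 and 2.20 for Cyp12a4. The standard errors and p-values given for MtnA measure the spread between libraries of a strain, not that between strains. The libraries of the 2 populations did not overlap for Cyp6g1 and Cyp12a4 in either tissue and for Cyp6a20 in the midgut, and they overlapped for Cyp6a20 in the hindgut. For Cyp6g1 in the hindgut, the lowest Swedish library was at 8.99 CPM of the genes tested and the highest Zambian library at 8.10. Swedish libraries averaged 193 ± 269 CPM (SD, n = 6). In CPM of all counts, Cyp6g1 was at 573 in hindgut SU26 replicate 2, and at 181 and 158 in replicates 1 and 3. Midgut RNA may thus be involved in its hindgut change, which was not tested.

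The average Swedish-Zambian contrast was past 5% FDR for 2003 genes in the midgut and 2565 in the hindgut. With the 4 strains paired across the populations, the average contrast was past it for 1828 and 1545 genes in the midgut and 2192 and 2115 in the hindgut, so an effect of population was not separated from effects of strains. Of the 1023 genes past it in both tissues, 826 changed in one direction and 197 in opposite directions. Over all genes tested, the log2 fold changes of the 2 tissues had an r of 0.299 and a rho of 0.338.

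Marker lists, in CPM of all counts and as genes with a median of 1 CPM or more, had 32 of 32 midgut genes in the midgut (Jon65Aiv highest, 43289 CPM) and 9 in the hindgut (alphaTry, 15.4), 5 of 9 hindgut genes in the midgut (dve, 111) and 7 in the hindgut (byn, 362), and 4 of the 9 matched Malpighian tubule genes in the midgut (Irk1, 186) and 3 in the hindgut (ClC-a, 175). Of the hindgut list, dve was at 0.680 CPM in the hindgut, so it did not mark that tissue here. The 5 genes that reached 1 CPM in the midgut were dve, drm, bowl, Drip and ppk28. Those that did not were byn, otp, Abd-B and Dr, so the count of 5 does not show hindgut RNA in midgut libraries. Of 12 ovary follicle genes, 0 reached it in the midgut and 8 in the hindgut (Cp38, 5.75), of 7 fat body genes 3 (Yp1, 38.1) and 4 (Yp1, 597), of 10 visceral muscle genes 10 and 10 (Act57B, 706 and 3284), of 4 crop and proventriculus genes 2 (Peritrophin-15a, 416) and 1 (Muc68D, 1.26), of the 4 matched male genes 0 and 0, and of 13 immune genes 1 (PGRP-SD, 1.70) and 6 (Drs, 3.39). The highest library was ZI418 replicate 2 for DptA in the hindgut, with 86.4 CPM.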
